# Ferroptosis is a targetable detrimental factor in metabolic dysfunction-associated steatotic liver disease

**DOI:** 10.1038/s41418-024-01348-9

**Published:** 2024-07-26

**Authors:** Cédric Peleman, Stig Hellemans, Geraldine Veeckmans, Wout Arras, Hao Zheng, Ine Koeken, Emily Van San, Behrouz Hassannia, Magali Walravens, Edissa Kayirangwa, Nateneal Tamerat Beyene, Mikhaïl Alfons Van Herck, Winnok Harald De Vos, Isabel Pintelon, Luc van Nassauw, Baptiste Oosterlinck, Annemieke Smet, Lieve Vits, Eveline Dirinck, An Verrijken, Joris De Man, Annelies Van Eyck, Wilhelmus Josephus Kwanten, Luisa Vonghia, Ann Driessen, Koen Augustyns, Shinya Toyokuni, Benedicte De Winter, Christophe Van Steenkiste, Sven Francque, Tom Vanden Berghe

**Keywords:** Cell biology, Gastrointestinal diseases, Metals

## Abstract

There is an unmet clinical need for pharmacologic treatment for metabolic dysfunction-associated steatotic liver disease (MASLD). Hepatocyte cell death is a hallmark of this highly prevalent chronic liver disease, but the dominant type of cell death remains uncertain. Here we report that ferroptosis, an iron-catalyzed mode of regulated cell death, contributes to MASLD. Unsupervised clustering in a cohort of biopsy-proven MASLD patients revealed a subgroup with hepatic ferroptosis signature and lower glutathione peroxidase 4 (GPX4) levels. Likewise, a subgroup with reduced ferroptosis defenses was discerned in public transcriptomics datasets. Four weeks of choline-deficient L-amino acid-defined high-fat diet (CDAHFD) induced MASLD with ferroptosis in mice. *Gpx4* overexpression did not affect steatohepatitis, instead CDAHFD protected from morbidity due to hepatocyte-specific *Gpx4* knockout. The ferroptosis inhibitor UAMC-3203 attenuated steatosis and alanine aminotransferase in CDAHFD and a second model, i.e., the high-fat high-fructose diet (HFHFD). The effect of monounsaturated and saturated fatty acids supplementation on ferroptosis susceptibility was assessed in human HepG2 cells. Fat-laden HepG2 showed a drop in ferroptosis defenses, increased phosphatidylglycerol with two polyunsaturated fatty acid (PUFA) lipid tails, and sustained ferroptosis sensitivity. In conclusion, this study identified hepatic ferroptosis as a detrimental factor in MASLD patients. Unexpectedly, non-PUFA supplementation to hepatocytes altered lipid bilayer composition to maintain ferroptosis sensitivity. Based on findings in in vivo models, ferroptosis inhibition represents a promising therapeutic target in MASLD.

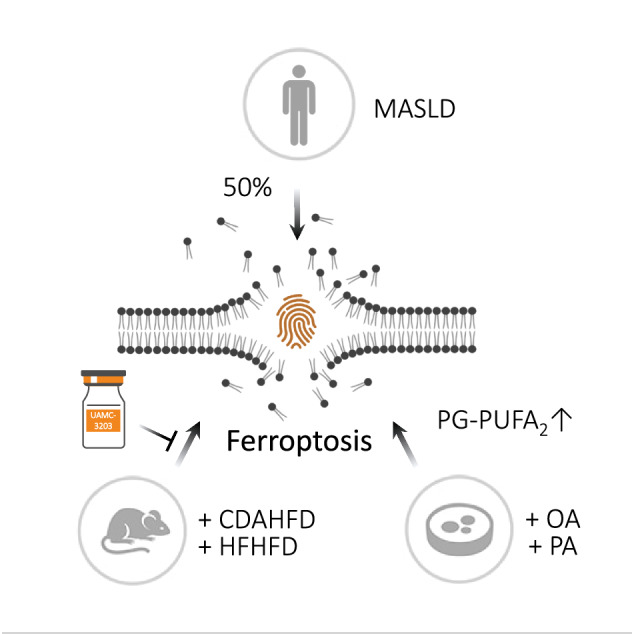

## Introduction

Metabolic dysfunction-associated steatotic liver disease (MASLD) is defined by the presence of steatosis in more than 5% of hepatocytes. Most patients suffer from isolated steatosis (MASL), but a minority displays metabolic dysfunction-associated steatohepatitis (MASH) wherein steatosis is accompanied by ballooning and lobular inflammation. MASH predisposes to liver fibrosis and cirrhosis with its complications [1]. It is estimated that 30% of the global adult population has MASLD which is the most rapidly rising indication for liver transplantation in the USA [2, 3]. This chronic liver disease is driven by hepatic and extrahepatic mechanisms such as adipose tissue insulin resistance and in turn the liver promotes systemic complications [4]. Despite major recent breakthroughs in clinical trials, there is a lack of approved pharmacological therapies for MASLD next to resmetirom [5].

Cell death is a hallmark of MASH, but the nature of hepatocellular demise remains unclear. Apoptosis, pyroptosis and necroptosis have been studied in MASLD, but pan-caspase inhibitor emricasan proved unsuccessful in patients [6–8]. To date, evidence is accumulating for a regulated necrotic cell death in MASLD executed by lethal accumulation of iron-catalyzed lipid peroxides, called ferroptosis [9]. Lipid peroxidation constitutes peroxidation of polyunsaturated fatty acids (PUFA) incorporated into membrane phospholipids and is hypothesized to drive MASLD progression [10]. The discovery of ferroptosis led to novel insights in pathway regulation and new therapeutic options. Indeed, ferroptosis can be prevented using iron chelators and lipophilic radical trapping antioxidants, such as vitamin E, ferrostatin-1 and liproxstatin-1 [11, 12]. We previously developed a third-generation ferrostatin analog, UAMC-3203, with superior pharmacokinetic properties which has already been used in in vivo models of multiple sclerosis, atherosclerosis and multiple organ dysfunction syndrome [13–16].

Ferroptosis ensues when the physiological ferroptosis defense glutathione peroxidase 4 (GPX4) (which employs reduced glutathione) is overridden, resulting in the release of lipid peroxidation breakdown products such as malondialdehyde (MDA) and 4-hydroxynonenal (4HNE). Additional ferroptosis defenses have been described, including ferroptosis suppressor protein 1 (FSP1) and GTP cyclohydrolase 1 (GCH1) which produce membrane-bound reduced ubiquinol/vitamin K and tetrahydrobiopterin (BH4), respectively, that halt lipid peroxidation [17]. The role of these ferroptosis defenses remains unexplored in MASLD. Moreover, it is unclear why lipid-laden hepatocytes would be sensitive to ferroptosis. Indeed, supplementation with non-PUFA, which are the most abundantly increased fatty acids in plasma of MASLD patients, generally induces ferroptosis resistance in vitro [18, 19]. Hence, the effect of lipid accumulation in hepatocytes with regard to ferroptosis sensitivity needs to be further explored.

In this study, we assessed the presence of hepatic ferroptosis in human MASLD and explored its therapeutic potential in two different murine MASLD models through administration of ferroptosis inhibitor UAMC-3203. Moreover, we explored the role of ferroptosis defense GPX4 in MASLD pathogenesis by overexpression and hepatocyte-specific knockout of this protein. Lastly, we evaluated the ferroptosis-sensitizing effect of different fatty acid species on an in vitro hepatocyte model.

## Materials and methods

To ease the presentation of results, some aspects of methodology and rationale thereof are described along with the results. Additional methods are provided in the Supplementary Materials.

### Patient cohort

Serum total cytokeratin-18 (CK-18) fragments (reflecting total epithelial cell death) and caspase-cleaved CK-18 fragments (reflecting apoptosis) were measured in a prospectively collected cohort. We included 76 patients who visited the outpatient hepatology clinic of the Antwerp University Hospital (a tertiary referral center) in 2014–2020 for elevated liver tests and/or obesity (BMI ≥ 30 kg/m^2^) necessitating liver biopsy. Fifty-seven patients displayed biopsy-proven MASLD with different stages of disease severity, while 19 cases had normal liver histology on first evaluation or on repeat biopsy after laparoscopic gastric bypass (controls). MASLD patients with cirrhosis were excluded. Other etiologies of liver disease, including alcohol-induced or drug-induced liver disease, viral or auto-immune hepatitis, metabolic and cholestatic liver diseases, were excluded using specific clinical, biochemical, histological and/or radiographic criteria. No history of alcohol abuse with average daily consumption of ≤20 g. From the same cohort, needle liver biopsies from 27 patients were chosen at random and interrogated for ferroptosis markers. Human data were obtained from patients who gave written consent for collection of material; protocols were conform to ethical guidelines of the Declarations of Helsinki and Istanbul. This study was approved by the Ethical Committee of Antwerp University Hospital (references 6/25/125 and 15/21/227).

### Laboratory mice

All animal experiments presented were approved by the Ethical Committee of Animal Experimentation of University of Antwerp (Protocol Numbers: 2019-42, 2020-25, 2022-57, 2023-61) and Animals Ethics Committee of Ghent University (Protocol Number: 2022-032). Animals received humane care in accordance with “Guide for the Care and Use of Laboratory Animals (Eighth Edition)” published by National Institutes of Health. The ARRIVE guideline for animal pre-clinical studies was used during manuscript preparation [20]. Mice were housed (and bred) under conventional or specific pathogen-free conditions (for GPX4 overexpression) in temperature-controlled (21 °C) animal facilities in 12 h light-dark cycles and provided cage enrichment, water, and fed ad libitum. Male C57Bl/6J mice were purchased from Janvier Labs (Le Genest-Saint-Isle, France) and acclimatized for 1 week. Mice with constitutional whole-body GPX4 overexpression (*Gpx4*^*Tg/+*^), due to hemizygous presence of human GPX4 alleles, were kindly provided by Prof. Dr. Q. Ran [21]. An inducible hepatocyte-specific *Gpx4* deficient mouse line (*Gpx4*^*fl/fl*^ *AlbCreERT2*^*Tg/+*^) was obtained by crossing *Gpx4*^*fl/fl*^ mice, provided by Prof. Dr. M. Conrad [22], with *AlbCreERT2*^*Tg/+*^ mice received from Prof. Dr. D. Metzger [23]. Genetically modified mice were compared to wild-type littermates. Animals were included in experiments at 8 weeks of age with randomization into different experimental groups without blinding. Sacrifice occurred through exsanguination by cardiac puncture under isoflurane. Sample sizes for animal experiment were based on data for mean and effect size from pilot studies to ensure adequate statistical power.

### Statistical analysis

After testing for normality continuous variables were presented as mean and standard deviation or median and interquartile range (IQR); percentages and ratios were used for categorical variables. 95% confidence intervals are mentioned where possible. Means of two groups were assessed with Mann–Whitney *U* test, while Kruskal–Wallis test compared means of three or more groups of interest. Benjamini–Hochberg correction for multiple hypothesis testing when appropriate. Two-way ANOVA was used to assess the effect of ferroptosis modulation in vivo with diet and intervention (genotype or pharmacological treatment) as first and secondary factors. In case of significant interaction, one-way ANOVA was performed with Tukey’s multiple comparisons test. Two-way analysis of covariance (ANCOVA) was used for ferroptosis inhibition in the second MASLD model with adjustment for weight reduction. Kaplan–Meier curves plotted survival data which were compared with log-rank test. Longitudinal bodyweight data were analyzed using generalized estimating equations with correlation structure chosen based on quasi information criterion and correlation information criterion with “geepack” in Rstudio. Statistical analyses in GraphPad Prism 10 (GraphPad Software, CA, USA) and R version 4.1.1 expanded with packages “dplyr” and “car” [24]. Figures generated in GraphPad Prism 10 and RStudio.

## Results

### A subgroup of patients with MASL and MASH displays a signature of hepatic ferroptosis

Based on the hypothesis that ferroptosis is present in MASLD, we investigated whether a signature of this necrotic cell death could be detected in serum of a cohort of biopsy-proven MASLD patients and controls (*n* = 76). MASLD patients had a higher proportion of males with higher HOMA-IR, ALT, AST, and lower HDL cholesterol, compared to controls. Total serum CK-18 fragments and caspase-cleaved CK-18 were increased in MASLD patients compared to controls (Table S1). Total CK-18 levels were increased in 15 (28.3%) MASLD patients, all of whom also displayed increased caspase-cleaved CK-18 (except for one patient) (Fig. S1A). Hence, in MASLD patients displaying evidence of hepatocyte cell death based on serum CK-18, there was a proportion showing cleaved CK-18, which might indicate occurrence of apoptosis.

Because serum MDA (ferroptosis breakdown product) was similar among controls and MASLD (Fig. S1B), we investigated whether a signature of ferroptosis could be discerned in liver biopsies from a subset of this cohort (*n* = 27). An increased number of terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) positive foci (general indicator of cell death) was present in several MASLD patients, both isolated steatosis (MASL) and MASH with or without significant fibrosis (Fig. 1A; Fig. S2). Several MASL and MASH F0-1 patients displayed intense 4HNE positive aggregates between hepatocytes, sometimes adjacent to inflammatory infiltrates, which were absent in controls. These foci of ferroptosis breakdown products are different from granular 4HNE positive lipofuscin in hepatocyte cytoplasm observed in some patients (Fig. 1B; Fig. S3). Next, immunohistochemistry (IHC) was performed for ferroptosis defense GPX4 and acyl-CoA synthetase long-chain family member 4 (ACSL4) which can promote ferroptosis by enabling PUFA esterification into the cellular membrane. To quantify nuclear and cytoplasmic presence of these two epitopes, we reconstructed around 10,000 hepatocytes per patient’s needle liver biopsy with machine learning (see Supplementary Methods). An increased proportion of GPX4 positive nuclei was present in several MASLD patients, compared to controls (Fig. 1C; S4A). No significant difference was detected in nuclear or cytoplasmic levels of ACSL4 between different histologic groups (Fig. 1D; Fig. S4B). Staining for non-heme ferrous iron revealed sinusoidal deposits of this catalyst of ferroptosis in some MASLD patients, but not in controls (Fig. S5). Based on the assessment of ferroptosis-related markers, unsupervised clustering defined three clusters (Fig. S6). Cluster “1” (green) consists of MASLD patients without cell death nor ferroptosis, evidenced by low TUNEL positivity and 4HNE deposits and absence of ferrous iron, accompanied by high nuclear GPX4. The ferroptosis defense GPX4 is lowered in cluster “2” (red) which displays the highest levels of cell death, 4HNE deposits and ferrous iron. Cluster “3” (gray) comprises controls and some MASLD patients who display low levels of all markers. ACSL4 expression is not different among the clusters (Fig. 1E). Hence, cluster “2” bears a signature of hepatic ferroptosis and trend toward lower HDL cholesterol, higher ALT and total CK-18 levels. Cluster “2“ comprises 40–60% of patients with MASL and MASH with and without significant fibrosis (Table 1). This implies that up to 50% of MASLD patients in this cohort displays a “ferroptosis signature”.

**Fig. 1:**
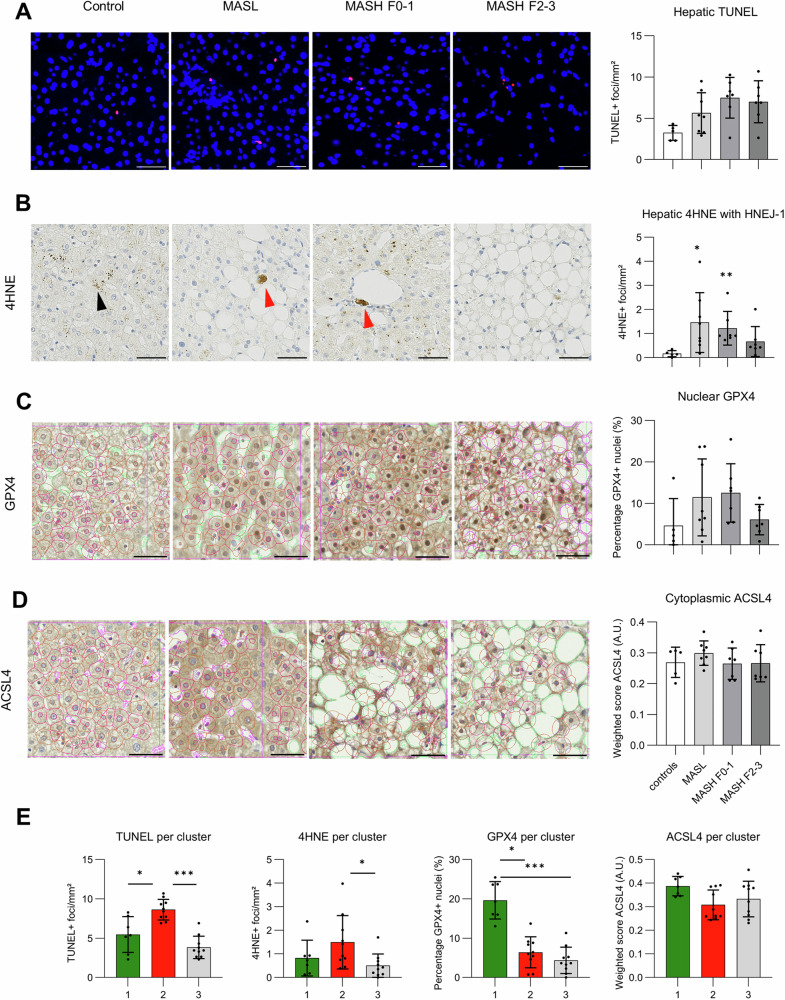
Signature of hepatic ferroptosis in subset of MASLD patients. Ferroptosis markers in liver biopsies from controls (*n* = 5), MASLD patients with isolated steatosis (MASL, *n* = 8), metabolic dysfunction-associated steatohepatitis without (MASH F0-1, *n* = 7) or with significant fibrosis (MASH F2-3, *n* = 7). **A** Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) stain (red) with DAPI (blue). **B** Immunohistochemistry (IHC) for 4-hydroxynonenal (4HNE). Red arrows indicate aggregates of ferroptosis breakdown products. **C**, **D** IHC glutathione peroxidase 4 (GPX4) and acyl-CoA synthetase long-chain family member 4 (ACSL4). Contours of nuclei, cytoplasm and lipid vacuoles annotated. Magnification 400×, scale bar 50 µm. **E** TUNEL, 4HNE, GPX4 and ACSL4 in clusters 1, 2 and 3 as determined by k-prototypes partitioning clustering. Mean ± standard deviation. *p < 0.05; **p < 0.01; ***p < 0.001; Kruskal–Wallis with Dunn’s test.

**Table 1:** Characteristics of three clusters of MASLD and controls derived from unsupervised clustering based on hepatic markers of ferroptosis.

Characteristics	Cluster 1	Cluster 2	Cluster 3	*p* value	Adjusted *p* value
	(*n* = 7)	(*n* = 10)	(*n* = 10)		
Liver histology					
Controls, *n* (%)	1 (20)	0 (0)	4 (80)	0.1459	
MASL, *n* (%)	3 (37.5)	3 (37.5)	2 (25)		
MASH F0-1, *n* (%)	3 (42.8)	3 (42.8)	1 (14.4)		
MASH F2-3, *n* (%)	0 (0)	4 (57.2)	3 (42.8)		
Positive ferrous iron stain, *n* (%)	1 (14.3)	7 (70)	1 (10)	0.014	
Age, year	49 (39.8–58.5)	53 (48.0–58.0)	46 (36–56.5)	0.516	0.695
Gender, male, *n* (%)	3 (42.9)	8 (80)	5 (50)	0.298	0.596
BMI, kg/m^2^	29.0 (27.0–33.0)	29.6 (29.4–31.6)	38.0 (35.3–44.5)	0.546	0.695
Type 2 diabetes mellitus, %	4 (57.1)	5 (50)	8 (80)	0.471	0.695
HOMA-IR	4.6 (3.2–7.3)	5.9 (4.1–9.8)	3.7 (2.9–5.7)	0.39	0.683
Total cholesterol, mg/dL	202 (179.3–219.8)	141 (137.0–207.0)	189 (171.5–208.0)	0.679	0.76
LDL cholesterol, mg/dL	105 (92.9–130.0)	99 (90.0–169.0)	114 (101.5–151.0)	0.706	0.76
HDL cholesterol, mg/dL	50 (43.5–60.8)	33 (29.5–38.0)	50 (44.0–63.5)	0.022*	0.308
Ferritin, µg/L	155 (103.5–205.3)	236 (122.0–262.08)	113 (66.0–407.5)	0.76	0.76
Perls stain, positive, *n* (%)	2 (28.6)	0 (0)	1 (10)	0.238	0.555
AST, U/L	21 (17.3–29.5)	37 (34.0–49.0)	42 (20.0–49.5)	0.115	0.403
ALT, U/L	35 (31.0–47.5)	67 (57.0–106.0)	48 (32.0–98.5)	0.099	0.403
Cytokeratin-18 M65, U/L	246.4 (187.1–819.8)	371.8 (257.9–469.6)	178.3 (115.3–364.2)	0.162	0.454
Cytokeratin-18 M30, U/L	286.3 (161.4–379.9)	341.1 (218.0–546.9)	184.8 (136.3–255.8)	0.1	0.403

Data presented as median (interquartile range) unless otherwise specified. Kruskal–Wallis and Fisher’s exact tests to compare patient characteristics among different histological groups.

*BMI* body mass index, *HOMA-IR* homeostasis model assessment–insulin resistance, *LDL* low-density lipoprotein, *HDL* high-density lipoprotein, *AST* aspartate aminotransferase, *ALT* alanine aminotransferase.

*P  <  0.05.

### Publicly available transcriptomics datasets confirm decreased ferroptosis defenses in MASLD patients from all histologic severity grades

To explore the validity of this ferroptosis signature in liver biopsy specimens in larger patient cohorts, we accessed three public transcriptomics datasets to investigate the expression of 30 ferroptosis-related genes. The latter were grouped into following gene sets to facilitate interpretation: “ferroptosis defenses” (including *GPX4*, *FSP1* and *GCH1*), “GSH” (production of glutathione employed by GPX4), “PUFA” (increased incorporation of PUFA into membranes promoting ferroptosis), and “Iron” (increased ferrous iron to catalyze ferroptosis) (Table S2). By means of gene set variation analysis (GSVA) each patient received a score for each of the four sets, wherein higher GSVA scores indicate higher expression of all genes in the set. In dataset GSE130970 (*n* = 78) there was no difference in GSVA scores among the histologic groups, but three latent subgroups were found based on these scores by Gaussian Mixture modeling (Figs. S7 and S8A–D). The first cluster (gray) included controls and MASLD patients with low PUFA incorporation and moderate ferroptosis defenses. The third cluster (green) displayed gene expression compatible with more PUFA incorporation into membranes but also upregulation of ferroptosis defenses, while the second cluster (red) comprises MASLD patients with ferroptosis-sensitizing PUFA incorporation combined with lowered ferroptosis defenses (Fig. 2A). Likewise, in datasets GSE135251 (*n* = 206) and GSE126848 (*n* = 57) unsupervised machine learning discerned a “red” cluster with increased gene expression for PUFA incorporation, theoretically sensitizing toward ferroptosis, combined with decreased expression of ferroptosis defenses. This subgroup with ferroptosis susceptibility signature differs from gray and green clusters with no sensitization toward ferroptosis or increased expression of ferroptosis defenses (Fig. 2B, C; Figs. S9, S10A–D, S11, S12A–D). Thus, three transcriptomic datasets of 341 MASLD patients reveal a subgroup (up to 30% of patients) with ferroptosis susceptibility signature, highlighting again patient heterogeneity and need for patient stratification.

**Fig. 2:**
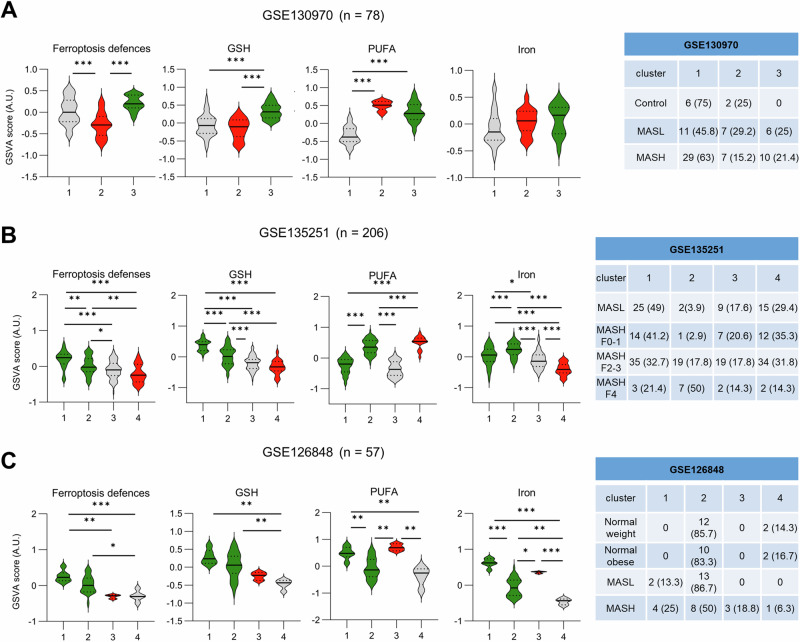
Public transcriptomics datasets reveal subset of MASLD patients with hepatic ferroptosis susceptibility signature. Hepatic expression of ferroptosis-related genes studied in three cohorts of MASLD patients and controls. Genes were grouped in gene sets for which each patient received a gene set variation analysis (GSVA) score. Higher GSVA scores for “ferroptosis defenses” and “GSH” indicate upregulated ferroptosis defenses and increased glutathione (GSH) synthesis, respectively. Higher “PUFA” and “Iron” scores indicate drive toward more PUFA in phospholipids for ferroptosis. **A** GSVA scores for patients in three clusters determined by Gaussian Mixture modeling in GSE130970 (*n* = 78). Table displaying distribution of histologic groups across different clusters. **B**, **C** Patients from GSE135251 (*n* = 206) and GSE126848 (*n* = 57) received GSVA scores for four gene sets and cluster membership. Red clusters represent ferroptosis-sensitizing PUFA incorporation together with lowered ferroptosis defenses; green clusters exhibit highly expressed ferroptosis defenses. Violin plots show median and quartiles. *p < 0.05; **p < 0.01; ***p < 0.001; Kruskal–Wallis with Dunn’s test.

### Overexpression of Gpx4 has no effect in a MASH mouse model

To elucidate the role of ferroptosis in MASLD, we aimed to modulate this cell death in a murine MASH model with hepatic ferroptosis. The choline-deficient L-amino acid-defined high-fat diet (CDAHFD) induces histologic features of MASH after 1 week and significant liver fibrosis after 4 weeks, accompanied by increased ALT levels, as published previously [25]. Hepatic MDA was increased in CDAHFD, compared to standard diet (SD), at 4 and 6 weeks. Increased hepatic MDA after 4 weeks CDAHFD was confirmed in a second independent experiment and we focused on this timepoint (Fig. 3A; Fig. S13A). The number of TUNEL-positive foci (a general indicator of cell death) was higher after 4 weeks of CDAHFD; this cell death was not apoptosis given absence of cleaved caspase-3 (Fig. 3B; Fig. S13B). The distribution of 4HNE on IHC was altered as this epitope appeared in all zones of the liver lobule in CDAHFD but remained confined to the pericentral region in SD. This was confirmed by quantification of the 4HNE positive area per relative distance within reconstructed liver lobules in whole slide liver images (see Supplementary Methods; Fig. 3C; Fig. S13C) [26]. Likewise, Gpx4 positivity increased in midzone and periportal regions in CDAHFD compared to SD (Fig. 3D). However, no difference was noted in hepatic mRNA expression or total hepatic protein levels of Gpx4 after 4 weeks on CDAHFD, nor was there any difference in hepatic mRNA expression of *Fsp1* and *Gch1* (Fig. 3E, F; Fig. S13D).

**Fig. 3:**
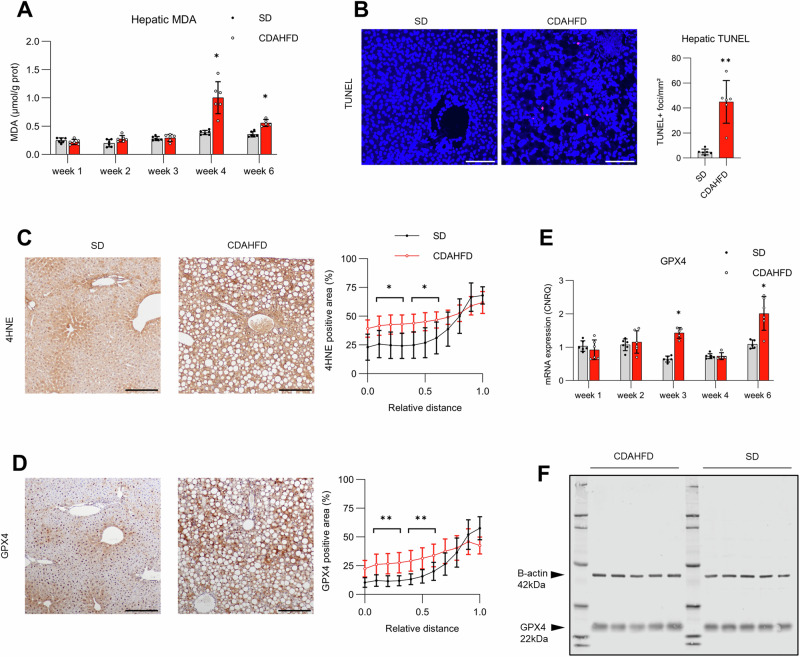
Detection of ferroptosis markers in CDAHFD. Markers of hepatic cell death and ferroptosis were measured in groups of mice fed the standard diet (SD) or choline-deficient L-amino acid-defined high-fat diet (CDAHFD) with an emphasis on the 4-week timepoint (*n* = 6 per group). **A** Hepatic MDA measured in mice on SD or CDAHFD for 1, 2, 3, 4 and 6 weeks. **B** Representative images and quantification of the terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) stain (red), with DAPI counterstain (blue), in mice fed SD or CDAHFD for 4 weeks. **C**, **D** Representative images of immunohistochemistry (IHC) for 4HNE and Gpx4 in mice on SD or CDAHFD for 4 weeks. To quantify the change in distribution of these epitopes, liver lobules were reconstructed based on the Voronoi principle. The proportion of area positive for 4HNE or Gpx4 is plotted with regards to the relative distance (0–1) within the liver lobule, between the portal triads (value 0) to the centrolobular veins (value 1 on *x*-axis). Slides for IHC were pooled from two independent experiments. **E** Hepatic mRNA expression of Gpx4 in mice on SD or CDAHFD on different time points, expressed as calibrated normalized relative quantities (CNRQ). **F** Western blot to visually inspect the protein level of Gpx4 in mice on SD or CDAHFD for 4 weeks. Results are presented as mean ± standard deviation. Mann–Whitney *U* test with correction for multiple hypothesis testing; *p < 0.05; **p < 0.01. Magnification 100×, scale bar represents 200 µm.

Given the increased hepatic MDA after 4 weeks of CDAHFD, we attempted to inhibit ferroptosis through overexpression of physiologic ferroptosis defense Gpx4 with chimeric mice that express both murine and human *Gpx4* genes (*Gpx4*^*Tg/+*^). Western blot confirmed increased hepatic Gpx4 protein bands in *Gpx4*^*Tg/+*^ animals fed CDAHFD or SD for 4 weeks, but not in their control littermates (*Gpx4*^*+/+*^) (Fig. 4A). Hepatic MDA increased in CDAHFD, while *Gpx4*^*Tg/+*^ reduced this biomarker (Fig. 4B). Reduced glutathione (GSH), which is employed by Gpx4, was increased in CDAHFD but unaffected by *Gpx4*^*Tg/+*^ (Fig. 4C). Moreover, Gpx4 overexpression had no effect on serum ALT and AST, hepatomegaly or histologic abnormalities induced by CDAHFD (Fig. S14A–E). Thus, Gpx4 overexpression reduced the hepatic MDA levels without improvement in liver damage or histology.

**Fig. 4:**
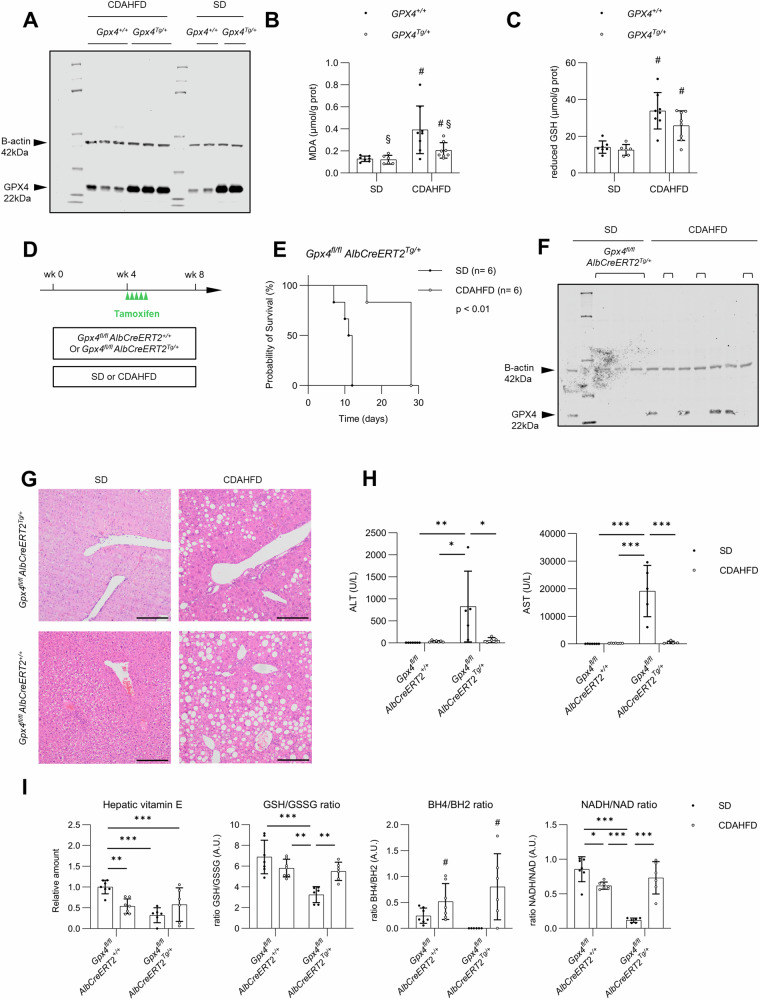
While Gpx4 overexpression has no effect, CDAHFD-induced MASH protects against loss of hepatocyte Gpx4. Role of glutathione peroxidase 4 (Gpx4) in choline-deficient L-amino acid-defined diet (CDAHFD) was explored using transgenic mice with whole-body GPX4 overexpression (*Gpx4*^*Tg/*+^) or tamoxifen-inducible hepatocyte-specific *Gpx4* knockout (*Gpx4*^*fl/fl*^ *AlbCreERT2*^*Tg/+*^). **A** Western blot for hepatic Gpx4 in *Gpx4*^*Tg/*+^ and wild-type littermates (*Gpx4*^*+/+*^) fed CDAHFD or standard diet (SD). **B**, **C** Hepatic MDA and reduced glutathione (GSH) normalized for protein content (*n* = 6 or 8). **D** Experimental design for hepatocyte-specific *Gpx4* knockout (*n* = 5 or 7). **E** Kaplan–Meier curves of *Gpx4*^*fl/fl*^ *AlbCreERT2*^*Tg/+*^ fed SD or CDAHFD; day 0 equals first day of tamoxifen. **F** Western blot of hepatic Gpx4 in *Gpx4*^*fl/fl*^ *AlbCreERT2*^*Tg/+*^ (brackets) and controls (*Gpx4*^*fl/fl*^ *AlbCreERT2*^*+/+*^, without brackets) after tamoxifen. **G** H&E stain of *Gpx4*^*fl/fl*^ *AlbCreERT2*^*Tg/+*^ and controls fed SD or CDAHFD at spontaneous morbidity or experiment termination. Magnification 100×, scale bar 200 µm. **H** Serum alanine aminotransferase (ALT), aspartate aminotransferase (AST). **I** Mass spectrometry for hepatic vitamin E, ratios of reduced-on-oxidized glutathione (GSH/GSSG), tetrahydrobiopterin-on-7,8-dihydro-L-biopterin (BH4/BH2) and oxidized-on-reduced nicotinamide adenine dinucleotide (NADH/NAD). Data from two independent experiments, mean ± standard deviation. Scale bar 200 µm. *p < 0.05; **p < 0.01; ***p < 0.001; ^#^*p* < 0.05 for factor diet; ^§^*p* < 0.05 for factor genotype. Log-rank test, two-way ANOVA with post-hoc test.

### CDAHFD protects against conditional hepatocyte-specific Gpx4 deficiency-induced death

As a reverse strategy, we explored the effect of depleting Gpx4 in CDAHFD-induced MASH through tamoxifen-inducible hepatocyte-specific *Gpx4* deficiency. Loss of hepatocyte Gpx4 is incompatible with life [16]. Indeed, *Gpx4*^*fl/fl*^ *AlbCreERT2*^*Tg/+*^ on SD displayed clinical deterioration necessitating sacrifice by day 7–12 after the first tamoxifen injection. This differed from *Gpx4*^*fl/fl*^ *AlbCreERT2*^*Tg/+*^ mice fed CDAHFD for 4 weeks prior to tamoxifen, which did not display morbidity until termination of the experiment after 8 weeks except for one mouse. Controls without Cre recombinase (*Gpx4*^*fl/fl*^ *AlbCreERT2*^*+/+*^) displayed no morbidity after tamoxifen (Fig. 4D, E). Liver tissue collected during clinical deterioration or after 8 weeks of diet confirmed reduced hepatic *Gpx4* mRNA and absence of hepatic Gpx4 protein bands in *Gpx4*^*fl/fl*^ *AlbCreERT2*^*Tg/+*^ (Fig. S15A; Fig. 4F). Deficiency of hepatocyte Gpx4 in SD caused widespread hepatocyte necrosis with nuclear fading, with sparing of the periportal region and moderate inflammatory infiltrates. However, in livers of *Gpx4*^*fl/fl*^ *AlbCreERT2*^*Tg/+*^ animals fed CDAHFD, loss of hepatocyte Gpx4 caused no alterations (other than diet-induced MASH) (Fig. 4G). Livers from deteriorating *Gpx4*^*fl/fl*^ *AlbCreERT2*^*Tg/+*^ on SD displayed marked hepatomegaly (Fig. S15B). Moreover, serum ALT and AST in *Gpx4*^*fl/fl*^ *AlbCreERT2*^*Tg/+*^ on SD increased exuberantly (Fig. 4H). In summary, CDAHFD seems to protect against ferroptosis and acute liver injury induced by hepatic Gpx4 loss.

We sought to further explain this observation by investigating other ferroptosis defenses with mass spectrometry. Upon loss of hepatocyte Gpx4 under SD, we observed a decrease in hepatic vitamin E, GSH/GSSG ratios, BH4/BH2 ratios as well as NADH/NAD ratios, possibly due to their oxidation during hepatic ferroptosis (Fig. 4I). Hepatic levels of ferroptosis defenses ubiquinol and vitamin K were undetectable but mRNA expression of FSP1 dropped upon Gpx4 depletion under SD (Fig. S15C). The drop in anti-ferroptotic defense mechanisms is restored in *Gpx4*^*fl/fl*^ *AlbCreERT2*^*Tg/+*^ on CDAHFD (Fig. 4I; Fig. S15D). Relative abundances of individual metabolites are displayed in Fig. S15E. Hence, MASH livers under metabolic stress display plasticity to uphold other ferroptosis defenses which prevent spontaneous ferroptosis after the loss of Gpx4.

### Ferroptosis inhibition protects against hepatocyte cell damage and macrovesicular steatosis in two MASLD mouse models

Given that synthetic lipophilic radical traps are much more potent in protecting against excessive lipid peroxidation than *Gpx4* overexpression, we explored the potential of pharmacologic ferroptosis inhibition with UAMC-3203 in CDAHFD. Pharmacokinetic studies showed excellent distribution of this compound to the liver after bolus administration (Table S3), as well as via osmotic minipumps [15]. First, UAMC-3203 or 0.9% NaCl (vehicle) was administered once daily intraperitoneally (i.p.) for 4 weeks in animals fed CDAHFD or SD (preventive setup) (Fig. S16A). CDAHFD increased hepatic MDA, ALT/AST and liver mass, which was lowered by UAMC-3203 (Fig. S16B–D). However, daily i.p. injection of UAMC-3203 did not affect histologic abnormalities of MASH (Fig. S16E–G). Given the suboptimal half-time of UAMC-3203 in mice (*T*^1/2^ = 3–4 h), UAMC-3203 or vehicle was administered in therapeutic setting via osmotic minipumps in mice fed CDAHFD or SD for 4 weeks (Fig. 5A). Similar to the preventive setting, increased MDA and ALT/AST in CDAHFD was lowered in animals treated with UAMC-3203, compared to vehicle (Fig. 5B, C). Despite the lack of effect on hepatomegaly, therapeutic UAMC-3203 in CDAHFD reduced steatosis, but not lobular inflammation, ballooning or fibrosis (Fig. 5D–G).

**Fig. 5:**
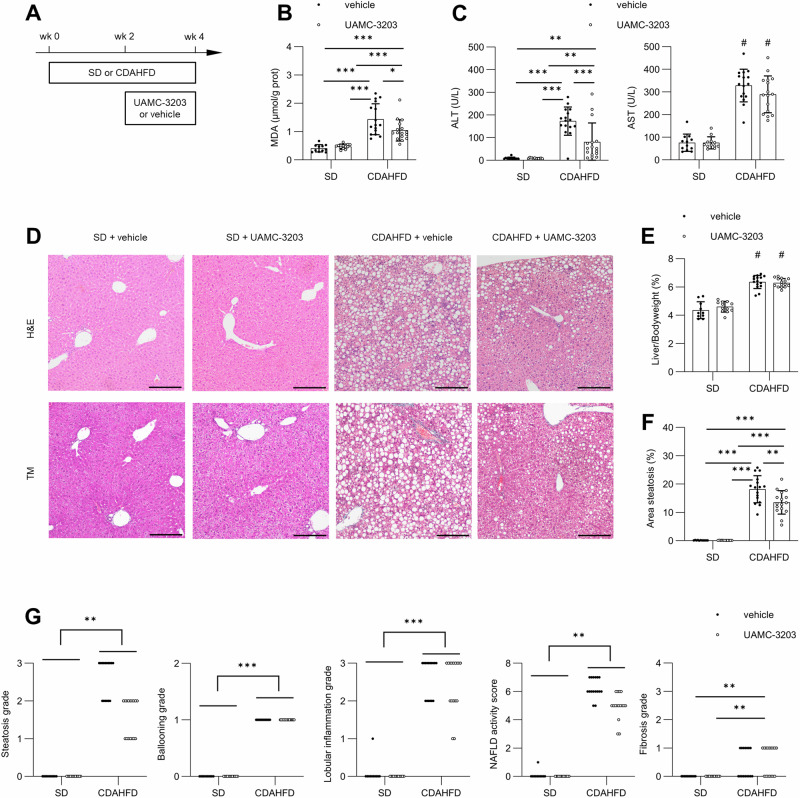
Therapeutic ferroptosis inhibition attenuates hepatocyte damage and steatosis in CDAHFD. **A** Experimental design of UAMC-3203 (12.35 mg/kg bodyweight) or 0.9% NaCl (vehicle) via subcutaneous osmotic minipumps (*n* = 12 or 16) in animals fed CDAHFD or SD for 4 weeks. **B** Hepatic MDA. **C** Serum ALT, AST. **D** H&E and Masson’s trichrome. Magnification 100×, scale bar 200 µm. **E** Liver-on-bodyweight ratio. **F** Quantification of liver area enveloped by macrovesicular steatosis. **G** Scoring of steatosis, ballooning, lobular inflammation, NAFLD activity score and fibrosis. Mean ± standard deviation. Data from two independent experiments combined. *p < 0.05; **p < 0.01; ***p < 0.001; ^#^*p* < 0.05 for factor diet. Two-way ANOVA with post-hoc test. Kruskal–Wallis with post-hoc testing for ordinal histologic scoring.

While CDAHFD induces MASH with a high disease activity and fibrosis, so reminiscent of human MASH, mice on this diet lack most features of the metabolic syndrome. Hence, we explored ferroptosis inhibition in a second model, the high-fat high-fructose diet (HFHFD) model, which causes MASH with obesity and decreased glucose tolerance [27]. We detected higher levels of ferroptosis breakdown product MDA, but not 4HNE, in mice fed HFHFD for 20–24 weeks (Fig. S17A, B). UAMC-3203 or vehicle treatment was administered for 4 weeks via sequential osmotic minipumps in mice fed HFHFD or SD for 24 weeks (Fig. 6A). UAMC-3203 induced (around 20%) weight loss in HFHFD compared to vehicle, but not in SD, and attenuated gonadal adipose tissue mass. Post-treatment glucose tolerance was improved in UAMC-3203 treated groups after adjustment for pre-treatment glucose tolerance and weight reduction (Fig. 6B). Ferroptosis inhibition attenuated ALT and total cholesterol, but not AST, in HFHFD independent from the effect on bodyweight on ANCOVA analysis (Fig. 6C). Histologic examination showed marked reduction of steatosis, but not lobular inflammation, ballooning or fibrosis, in HFHFD treated with UAMC-3203 (Fig. 6D–F). Ferroptosis inhibition also affected serum glucose, HDL cholesterol and free fatty acids, but not LDL cholesterol or triglycerides (Fig. S18A–I). In summary, ferroptosis targeting protected against HFHFD-induced liver injury and steatosis, independent from its effect on total bodyweight.

**Fig. 6:**
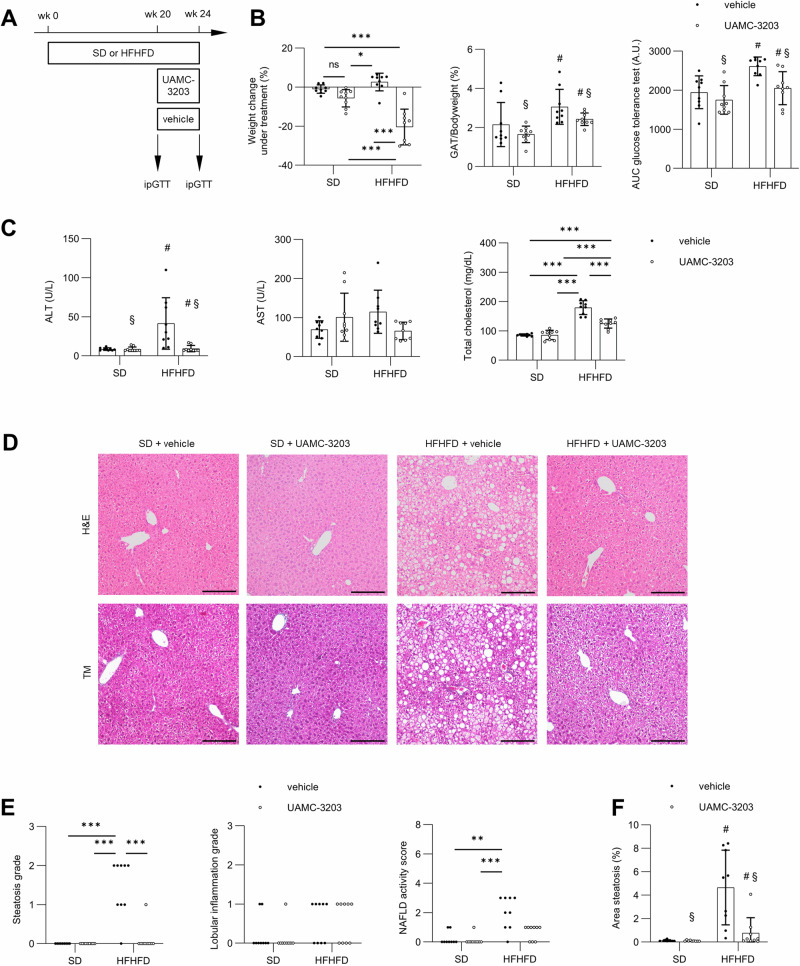
Therapeutic ferroptosis inhibition attenuates steatosis and features of metabolic syndrome in HFHFD. **A** Experimental design of therapeutic administration of UAMC-3203 or 0.9% NaCl (vehicle) via subcutaneous osmotic minipumps in animals fed high-fat high-fructose diet (HFHFD) or SD for 24 weeks. **B** Relative weight change during pharmacologic treatment. Area under curve (AUC) for intraperitoneal glucose tolerance test, adjusted for AUC before pharmacological intervention. Gonadal adipose tissue-on-bodyweight ratio. **C** Serum alanine aminotransferase (ALT), aspartate aminotransferase (AST), total cholesterol. **D** H&E and Masson’s trichrome. Magnification 100×, scale bar 200 µm. **E** Scoring of steatosis, lobular inflammation and NAFLD activity score. **F** Quantification of liver area enveloped by macrovesicular steatosis. Data from two independent experiments combined (*n* = 9). *p < 0.05; **p < 0.01; ***p < 0.001; ^#^*p* < 0.05 for factor diet; ^§^*p* < 0.05 for factor intervention. Analysis of covariance (ANOVA) with adjustment for relative weight change during pharmacologic intervention with post-hoc test if appropriate. Kruskal–Wallis with post-hoc testing for ordinal histologic scoring.

### SFA/MUFA supplementation in HepG2 cells boosts increase in PG-PUFA_2_ levels similar to PUFA supplementation, which might explain sustained ferroptosis susceptibility

We sought to explain the increased propensity toward ferroptosis in MASH. Supplementation with monounsaturated fatty acids (MUFA) is known to reduce ferroptosis sensitivity, while PUFA promote this cell death [19, 28]. Hence, we investigated ferroptosis sensitivity of hepatocytes exposed to MASH environment (high glucose, insulin, tumor necrosis factor-α, interleukin-1β and transforming growth factor-β) with different species of fatty acids, i.e., oleic acid (OA 18:1, MUFA) and palmitic acid (PA 16:0, SFA), arachidonic acid (AA 20:4, ω-6 PUFA) or docosahexaenoic acid (DHA 22:6, ω-3 PUFA). Forty-eight hours exposure to MASH environment with OA/PA, but not AA or DHA, induced intracellular lipid droplet accumulation in HepG2 cells (Fig. 7A, B). AA and DHA both sensitized toward ferroptosis induced by GPX4 inhibitor ML162 (Fig. 7C). Unexpectedly, OA/PA-supplemented HepG2 cells did not show reduced ferroptosis sensitivity, instead cell death sensitivity (Fig. 7C; Fig. S19) and lipid ROS were slightly increased (Fig. 7D).

**Fig. 7:**
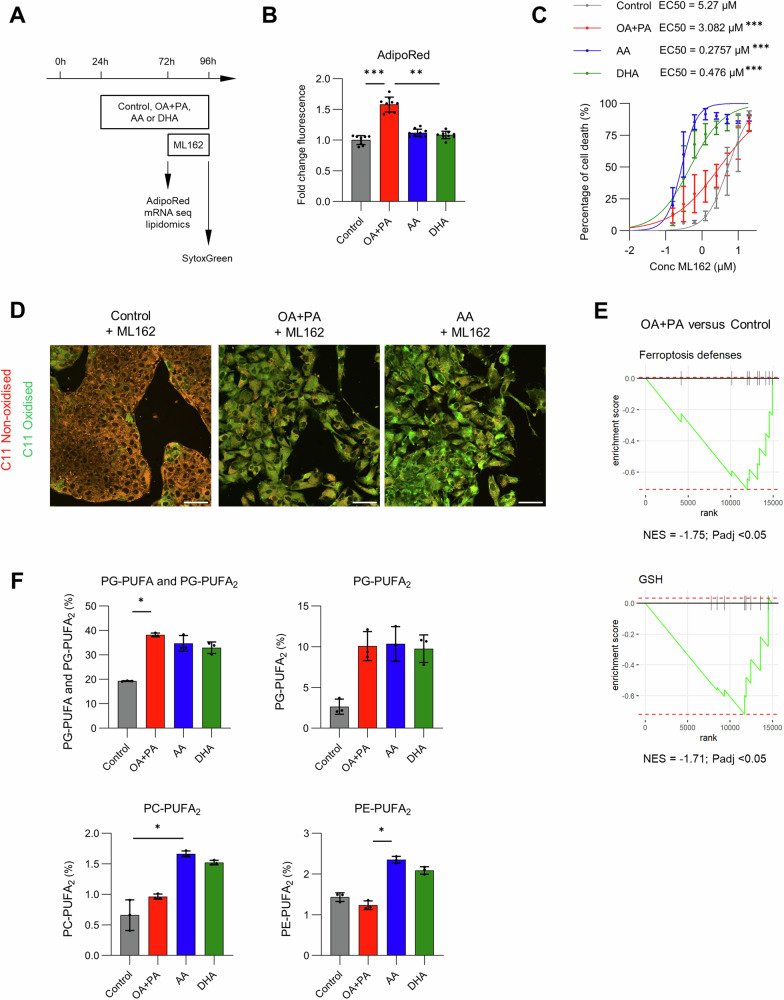
Oleic and palmitic acid supplementation in HepG2 increases PG-PUFA2 leading to ferroptosis susceptibility. To study the effect of lipid accumulation on ferroptosis sensitivity, HepG2 cells were exposed to glucose, insulin, three cytokines and different species of fatty acids, i*.*e., oleic and palmitic acid (OA/PA), arachidonic acid (AA 20:4, ω-6 PUFA) or docosahexaenoic acid (DHA 22:6, ω-3 PUFA). **A** Experimental design of fatty acid incubation and ferroptosis induction with GPX4 inhibitor ML162. **B** Neutral lipids measured with AdipoRed. **C** Percentage of cell death (with SytoxGreen) at increasing ML162 concentrations. After fitting non-linear regressions per condition, best-fit half maximal effective concentration (EC50) values were compared using Aikake Information Coefficient and one-way ANOVA with post-hoc testing. **D** Representative images of C11-BODIPY (581/591) dye in HepG2. Oxidized dye (green) indicates lipid radical oxygen species 2 h after ML162, as opposed to the normal reduced form (red). **E** Gene set enrichment analysis (GSEA) plots for gene sets “ferroptosis defenses” and “GSH” in HepG2 treated with OA/PA compared to solvent control (Control), with normalized enrichment score (NES) (*n* = 6). **F** Percentage of phosphatidylglycerol (PG) esterified with one or two polyunsaturated fatty acids, i.e., PG-PUFA and PG-PUFA_2_. Percentage of phosphatidylcholine and phosphatidylethanolamine with two PUFA, i.e., PC-PUFA_2_ and PE-PUFA_2_, respectively (*n* = 3). Data pooled from three independent experiments, performed in triplicate, except for C11-BODIPY (581/591). *p < 0.05; **p < 0.01; ***p < 0.001. One-way ANOVA with post-hoc test.

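HepG2, a human hepatoma cell line, was kept for 48 h in control medium, which was standard medium with the solvents, or in the MASH environment with OA/PA. The OA/PA medium held 100 µM oleic acid, 50 µM palmitic acid, 100 nM insulin, 50 ng/mL tumor necrosis factor-α, 25 ng/mL interleukin-1β and 8 ng/mL transforming growth factor-β. For glucose, the paper gives 3.5 mg/mL added to standard medium, and the sample labels give 4.5 mg/mL. Since the control medium lacked the added glucose, insulin and cytokines as well as the fatty acids, the comparison of OA/PA with control measures all of these together. Poly(A) RNA was sequenced from 6 OA/PA and 6 control samples. The legend of Fig. 7E gives the paper's n as 6 and that of Fig. S20D as 9 per group, and the 6 samples per group with counts are those analysed here. The numbers in the sample labels fall into 3 runs, each with 2 control and 2 OA/PA samples, and the paper describes 3 independent experiments. Neither the labels nor the paper states that a run is an experiment. The authors trimmed the reads with SeqPurge, aligned them to GRCh38 with STAR and counted reads per gene with featureCounts, and the deposited values are these counts without normalization. Total counts per sample ranged from 27806265 to 39629335 in control (median 30330338) and from 29219439 to 38377607 in OA/PA (median 32725741). The annotation release, the use of strand and whether single reads or read pairs were counted are not named in the paper's text. Counts were normalized for library size with TMM factors of edgeR, which lay between 0.963 and 1.05, and are given as CPM, the normalized counts scaled to the same total per sample. OA/PA was compared with control by edgeR's quasi-likelihood test without further covariates. The most abundant transcript in every OA/PA sample was FN1, with 4.17% to 6.15% of the counts.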

Transcriptomics and untargeted lipidomics were performed to unravel the mode-of-action of OA/PA supplementation on ferroptosis sensitivity. Most ferroptosis-related genes were lowered in OA/PA-supplemented HepG2 (Fig. S20A–D; Table S4), which was further underscored by negative normalized enrichment scores on gene set enrichment analysis (GSEA) using genes set of “ferroptosis defenses” or “GSH” (Fig. 7E; Fig. S21). 

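Of the 16982 genes tested, 12440 differed between OA/PA-supplemented HepG2 and control at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 6469 were higher and 5971 were lower in OA/PA. The first principal component of the log2 CPM values held 85.0% of the variance and separated the 6 OA/PA from the 6 control samples. The alternative that moved this count most was a required fold change of at least 1.5, which left 8275 genes. Of the 30 genes in the 4 gene sets, 29 were tested, and 21 of them (72.4%) were lower in OA/PA, compared with 35.2% of all genes tested. A further 3 were higher and 5 did not differ. The counts adjusted over the list alone were also 21 lower and 3 higher. The 21 lowered genes were 8 of ferroptosis defenses, 5 of GSH, 4 of PUFA and 4 of Iron. The paper describes PUFA and Iron as sets whose higher expression would promote ferroptosis. By these definitions the lowered genes do not all bear on ferroptosis in the same direction. In 20 of the 21 lowered genes every OA/PA sample lay below every control sample. Chance gives such a complete separation, either way, in 0.216% of genes if all 12 samples are independent. Of all genes tested, 53.9% showed it. Locations are those of GENCODE release 44 on GRCh38. The largest fall was in HAMP (ENSG00000105697.9, chromosome 19 from 35280716 to 35285143), which had 2.14 ± 1.37 CPM (SD, n = 6) in OA/PA and 27.9 ± 12.9 CPM (SD, n = 6) in control, a log2 fold change of -3.68 (standard error 0.47, adjusted p = 7.02e-06). AKR1C1 (ENSG00000187134.14, chromosome 10 from 4963253 to 4983283) fell from 1397 ± 213 to 256 ± 166 CPM, a log2 fold change of -2.45 (standard error 0.35, adjusted p = 2.16e-05). This value is uncertain, since 18.5% of the 75-base sequences of AKR1C1 transcripts also occur in other genes, mostly AKR1C2. NFE2L2 (ENSG00000116044.16, chromosome 2 from 177218667 to 177392756), which encodes NRF2, fell from 274 ± 16.0 to 130 ± 13.5 CPM, a log2 fold change of -1.08 (standard error 0.07, adjusted p = 1.56e-08). Exons of other genes overlap 13.6% of its exon bases on the same strand and 24.8% on the other. GPX4 (ENSG00000167468.18, chromosome 19 from 1103982 to 1106791) had 271 ± 32.1 CPM in OA/PA and 323 ± 24.9 CPM in control, a log2 fold change of -0.26 (standard error 0.08, adjusted p = 0.0113) with overlapping samples. The fall in GPX4 was no longer past the threshold when run 3 was left out (log2 fold change -0.19, adjusted p = 0.16) or when both libraries of each condition and run were summed (-0.26, adjusted p = 0.098), and over its alternatives the adjusted p of GPX4 ranged from 2.5e-05 to 0.16. The 3 raised genes were AIFM2 (ENSG00000042286.15, chromosome 10 from 70098223 to 70132934), with a log2 fold change of 0.59 (standard error 0.13, adjusted p = 0.000926), SLC11A2 with 0.71 and ELOVL5 with 0.30. Exons on the other strand overlap 19.2% of the exon bases of AIFM2, and without run 1 its log2 fold change was 0.28. The remaining 5, SLC7A11, GSS, CBS, FADS2 and TFRC, had log2 fold changes between -0.24 and 0.04. With the runs as a block, CBS (-0.24, adjusted p = 0.0275) and TFRC (-0.14, adjusted p = 0.039) were also lower, but not when the libraries were summed as well (adjusted p = 0.12 and 0.271). Over their alternatives the adjusted p ranged from 0.0255 to 0.268 for CBS and from 0.039 to 0.3 for TFRC. CBS shares 32.7% of its 75-base sequences with another annotated gene. All 24 genes that differed had the same sign in each of the 3 runs.

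**Figure D1:**
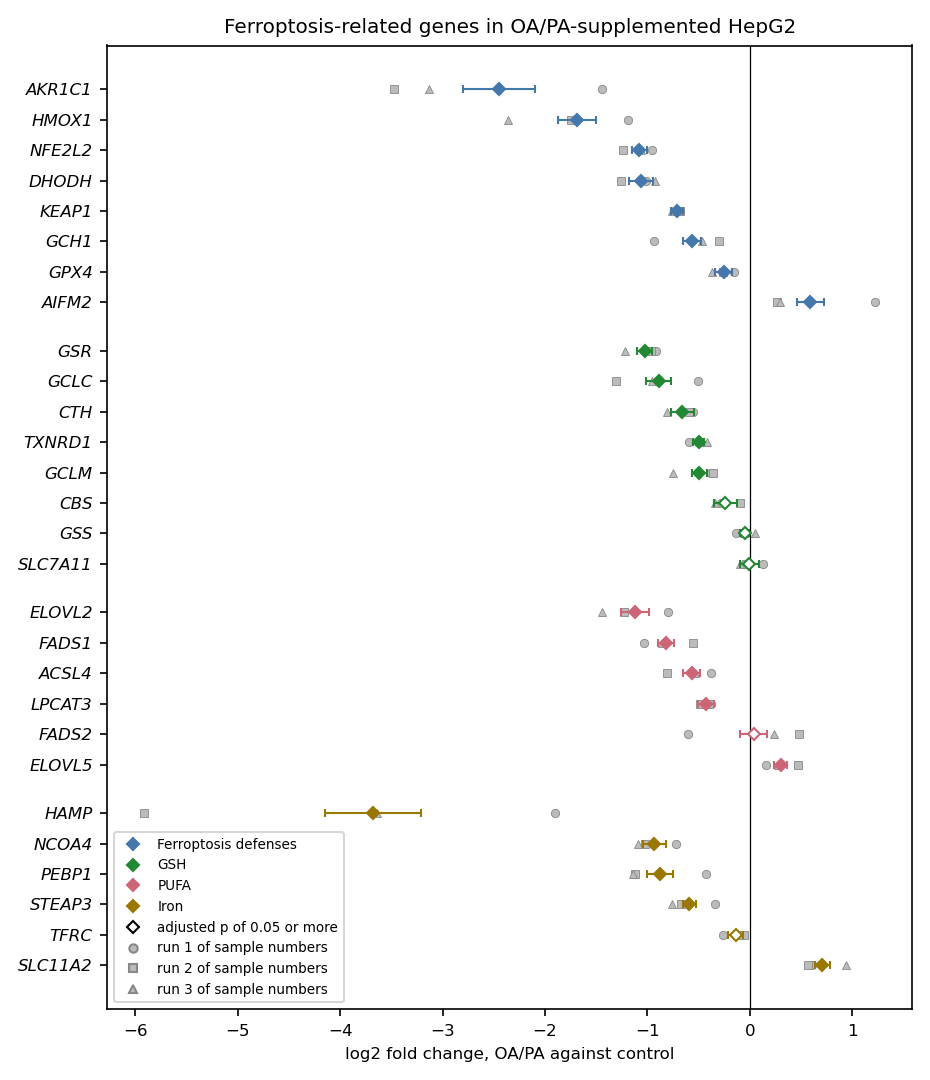
Log2 fold changes of 28 of the 29 tested genes of the 4 gene sets in OA/PA against control (x axis), 1 gene per line. Diamonds with bars give the value over all 12 samples with its standard error, filled where the adjusted p-value is under 0.05, and grey symbols give the value within each of the 3 runs of sample numbers. The values reach from -3.68 for HAMP to 0.71 for SLC11A2.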

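Gene set enrichment analysis was run with fgsea on the 16982 genes ranked by the sign of the log2 fold change times the square root of the edgeR F statistic, with adjustment over the 4 sets. The NES was -1.79 for ferroptosis defenses (9 genes, adjusted p = 0.0189) and -1.74 for GSH (8 genes, adjusted p = 0.0189). The sets PUFA (6 genes, NES -1.39, adjusted p = 0.142) and Iron (6 tested genes, NES -1.23, adjusted p = 0.22) were not past the threshold. The ranking moved the call. With genes ranked by the log2 fold change of edgeR, the NES was -1.65 for ferroptosis defenses and -1.54 for GSH, both with an adjusted p of 0.113. Across all 27 alternatives the NES stayed between -2.20 and -1.65 for ferroptosis defenses and between -1.82 and -1.54 for GSH. These p-values come from permuting genes, so a score per sample was also computed as the mean z-score of the log2 CPM values of a set. The score of ferroptosis defenses was -0.697 ± 0.312 (SD, n = 6) in OA/PA and 0.697 ± 0.115 (SD, n = 6) in control, and that of GSH was -0.667 ± 0.197 and 0.667 ± 0.128. The score of PUFA was -0.437 ± 0.148 and 0.437 ± 0.324, and that of Iron was -0.527 ± 0.264 and 0.527 ± 0.116. In each set all 6 OA/PA samples lay below all 6 control samples (two-sided exact permutation test, p = 0.00216 for each set and after adjustment over the 4 sets, the smallest p that 6 samples against 6 allow). This test counts all samples as independent, which is not settled for both samples of a condition and run. If they are not independent, the p is too small. The competitive test camera with a preset correlation of 0.01 gave adjusted p-values of 0.00576 for ferroptosis defenses, 0.0269 for GSH and 0.109 for both PUFA and Iron. With a correlation estimated from the samples, without the runs as a block, none of the sets was past the threshold in camera (adjusted p-values between 0.114 and 0.21). All 4 were past it in fry, which does not compare a set with other genes. The paper states from Fig. S20A–D and Table S4 that most ferroptosis-related genes were lowered in OA/PA-supplemented HepG2, and adds the negative NES of ferroptosis defenses and GSH (Fig. 7E, Fig. S21) as further weight.

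**Figure D2:**
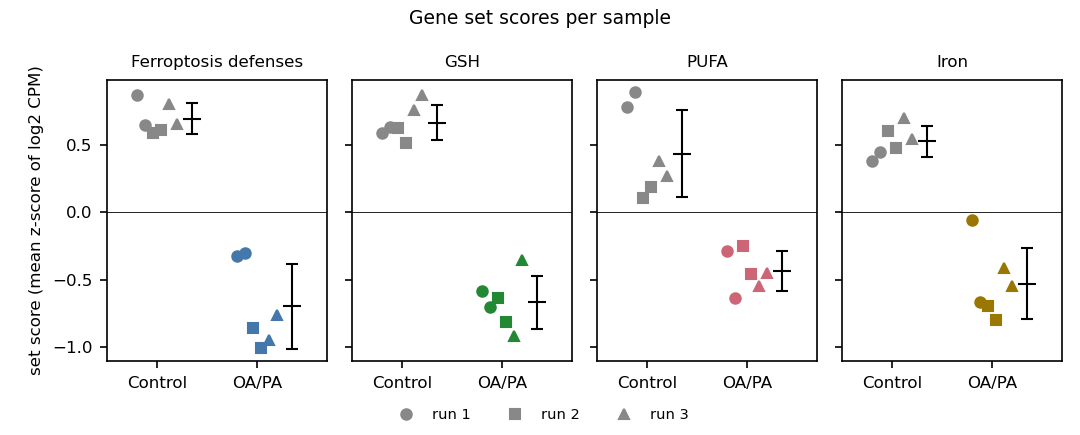
Score of each gene set per sample (y axis, mean z-score of log2 CPM) in control and OA/PA, with the symbol giving the run of sample numbers and the bar the mean ± SD over 6 samples. The OA/PA samples of run 1 have the highest scores of ferroptosis defenses in OA/PA, -0.32 and -0.298.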

Lipidomics on OA/PA-supplemented HepG2 indicated no major changes in SFA, MUFA and PUFA, while AA- or DHA-supplemented HepG2 showed strong increase in PUFA-containing lipids (Fig. S22). Instead, a strong increase in triacylglycerol (TAG) was prominent in OA/PA-supplemented HepG2 (Figs. S23–S25), which is in line with the observed increase in lipid droplets (Fig. 7B). Since PUFA-containing phospholipids (PL-PUFA) constitute the “fuel” for ferroptosis, analysis was directed to these types of lipids. Although low in abundance, ether phospholipids (PL-ePUFA) [29] or PLs with two PUFA-containing lipid tails (PL-PUFA_2_) were recently suggested to control ferroptosis sensitivity [30, 31]. In line, we found elevated levels of PC-ePUFA, PE-ePUFA as well as PE-PUFA_2_, PC-PUFA_2_ and PG-PUFA_2_ in HepG2 supplemented with AA or DHA (Fig. 7F; Fig. S26A, B). Interestingly, PG-PUFA_2_ was also increased in OA/PA-supplemented HepG2, although no PUFA were supplied in this condition (Fig. 7F). This finding suggests that SFA/MUFA supplementation can lead to changes related to PL-PUFA_2_, which affect ferroptosis sensitivity.

## Discussion

Several types of cell death are present in human MASLD livers, including apoptosis, necroptosis and pyroptosis, but their relative importance is difficult to study [6, 7]. Lipid peroxidation is a known detrimental process in MASLD and has sparked interest as it triggers ferroptosis with new therapeutic options.

Assessment of human liver biopsies and public datasets with unsupervised clustering showed a subgroup of MASLD patients with clear ferroptosis signature. The presence of hepatic ferroptosis in up to 50% of MASLD cases was not linked to histologic steatohepatitis severity grade, as ferroptosis was not only found in MASH patients but also in patients with isolated steatosis. In contrast, previous studies report cell death (by TUNEL-positive foci) and apoptosis in MASH livers but less so in MASL [6, 32]. Likewise, 4HNE positivity on IHC in MASLD was found to correlate with disease activity in some studies [33–36]. An explanation for our findings could be use of the HNEJ-1 primary antibody in our study with higher specificity for ferroptosis detection in tissues [37]. Also the dynamic nature of steatohepatitis disease activity is most likely underestimated in MASLD, as liver biopsy only provides a snapshot assessment [38]. In addition, semi-quantitative scoring for ballooning may lack sensitivity [39]. Our study showed that large cohorts and advanced research tools can detect patients with different disease drivers despite histologically similar disease.

This patient heterogeneity must be considered when translating results from pre-clinical studies to clinical trials. For instance, the pan-caspase inhibitor emricasan failed to reach its primary endpoint in the phase II randomized clinical trial [8]. This could indicate that caspase-mediated apoptosis and pyroptosis are not primordial in MASLD or point toward inadequate patient stratification. Also, given that ferroptosis is not a common feature of all patients, treatment with ferroptosis inhibitors in MASLD patients without hepatic ferroptosis might lead to negative trial results.

Ferroptosis inhibition in mice had a direct effect on the liver but also improved upstream metabolic drivers of the liver disease. In CDAHFD and HFHFD, therapeutic administration of UAMC-3203 attenuated ALT and steatosis but had little effect on ballooning, lobular inflammation and fibrosis. Of note, reinforcing the physiologic defense GPX4 was insufficiently potent to alter liver histology. UAMC-3203 acts as a lipophilic radical trapping antioxidant which halts the chain reaction of lipid peroxidation, thereby inhibiting ferroptosis, upon its insertion into plasma membranes, as demonstrated previously [13, 16]. Its beneficial effect on hepatocyte damage and steatosis can be explained by release of oxidized phospholipids and their breakdown products during ferroptosis. Indeed, truncated species of oxidized phosphatidylcholine inhibited mitochondrial oxygen consumption leading to lipid droplet formation in hepatocytes in a MASH mouse model [40]. Likewise, oxidized phospholipids are ligands of peroxisome proliferator activated receptor alpha, thereby influencing lipid metabolism of neighboring hepatocytes [41]. 4HNE released from ferroptotic cells induces stress response pathways and Akt signaling in hepatocytes, resulting in lipid droplet accumulation and insulin resistance [42]. In essence, it remains to be explored how ferroptotic cells mutually interact with the MASH microenvironment. Moreover, metabolites from the L-amino acid oxidase interleukin-4-induced-1 (IL4i1), secreted by myeloid cells, have anti-ferroptotic effects [43, 44]. However, this has not been investigated in this study. Our findings align with previous studies with radical trapping antioxidants, i.e., ferrostatin-1 and liproxstatin-1, in MASLD models. However, in those studies ferroptosis inhibition attenuated hepatic inflammatory infiltrates and fibrosis [45, 46]. Interestingly, ferroptosis inhibition exerted an independent beneficial effect on the liver in HFHFD, after statistical adjustment for weight reduction. Importantly, ferroptosis inhibition did not impact bodyweight in lean animals in this or any other study [14–16].

Another important finding in this study is the dynamic nature of ferroptosis defenses in chronic liver disease. Damaged MASH livers with lipid peroxidation pressure appear more plastic and uphold their remaining ferroptosis defenses (namely, vitamin E, FSP1 and BH4) after loss of hepatocyte GPX4. This finding was surprising as normal livers succumb to spontaneous fatal ferroptosis upon loss of GPX4 because baseline lipid peroxidation pressure builds up. In those livers, we confirmed marked pericentral hepatocyte necrosis with relatively mild inflammatory infiltrates [16, 47]. This dynamic of lipid peroxidation and homeostatic mechanisms help explain the observation that one ferroptosis defense (GPX4) becomes dispensable.

Supplementation of HepG2 with OA/PA boosted PG-PUFA_2_, perhaps to maintain plasma membrane fluidity during overloading with these non-PUFA. Indeed, lower membranous PUFA content reduces fluidity, leading to cell death in a liver fibrosis model [48]. Since mammalian cells cannot perform de novo PUFA synthesis, the PUFA for PG could be derived from greater uptake and elongation of essential PUFA from medium [49]. Importantly, increased PG-PUFA_2_ explains how hepatocytes remain susceptible to ferroptosis, despite abundant accumulation of non-PUFA in MASLD [50].

A limitation of this study is that we could not identify the cell type(s) that commit to ferroptosis. This could be solved by advancements in intravital microscopy with cell type-specific markers to record cell death, although this technique poses great technical challenges [51]. Next, nuclear expression of GPX4 dropped in the subset of MASLD patients with ferroptosis, whereas this epitope became panlobularly expressed in CDAHFD. This highlights interspecies difference, although both displayed hepatic ferroptosis which could be modulated in the pre-clinical model. In addition, we could not compare UAMC-3203 with other ferroptosis inhibitors, since ferrostatin-1 is rapidly cleared from plasma (precluding its use in vivo in models with uncompromised kidney function) and chronic use of liproxstatin-1 proved cumbersome in pilot experiments [52].

In summary, we observed a signature of hepatic ferroptosis in a subgroup of MASLD patients (in 20–50% of subjects) using machine learning. Ferroptosis inhibition in vivo reveals that this cell death is a driver of hepatocyte damage and steatosis, while MASLD livers employ redundant ferroptosis defenses. The therapeutic potential of ferroptosis inhibition in MASLD merits further research, bearing in mind the potential need of patient stratification.

### Supplementary information

Supplementary info

Original western blot 3F

Original western blot 4A

Original western blot 4F

## Data Availability

The next-generation sequencing data have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number GSE267694. R coding for the unsupervised clustering is available at: https://github.com/cedricpeleman. The plugin for FIJI for zonated quantification in liver slides is available at: https://github.com/DeVosLab/Steatosis_ZonatedPortality. Full and uncropped western blots can be found in Fig. S27.

# Supplementary material for: Ferroptosis is a targetable detrimental factor in metabolic dysfunction-associated steatotic liver disease
**Source:** Cell Death Differ. 2024 Jul 26;31(9):1113–26. doi: 10.1038/s41418-024-01348-9
**Supplement:** Supplementary file 1 — Supplementary info

**Ferroptosis is a targetable detrimental factor in metabolic dysfunction-associated steatotic liver disease.**

Authors: Cédric Peleman, Stig Hellemans, Geraldine Veeckmans, Wout Arras, Hao Zheng, Ine Koeken, Emily Van San, Behrouz Hassannia, Magali Walravens, Edissa Kayirangwa, Nateneal Tamerat Beyene, Mikhaïl Alfons Van Herck, Winnok Harald De Vos, Isabel Pintelon, Luc van Nassauw, Baptiste Oosterlinck, Annemieke Smet, Lieve Vits, Eveline Dirinck, An Verrijken, Joris De Man, Annelies Van Eyck, Wilhelmus Josephus Kwanten, Luisa Vonghia, Ann Driessen, Koen Augustyns, Shinya Toyokuni, Benedicte De Winter, Christophe Van Steenkiste, Sven Francque, Tom Vanden Berghe.

Table of contents

Supplementary methods..............................................................................................................2

List of antibodies.......................................................................................................................16

Supplementary figures...............................................................................................................17

Supplementary tables................................................................................................................63

Supplementary references.........................................................................................................71

**Supplementary Methods**

*Patient demographics and standard laboratory assessment*

Following patient demographics were collected: age, gender, BMI calculated as bodyweight divided by height squared (kg/m^2^), and the diagnosis of type 2 diabetes mellitus defined according to the American Diabetes Association criteria [1]. Blood samples were collected after overnight fasting, centrifuged and standard laboratory evaluation was performed in the clinical laboratory of the Antwerp University Hospital by an Atellica modular analyzer (Siemens Healthineers, Erlangen, Germany): alanine aminotransferase (ALT), aspartate aminotransferase (AST), γ-glutamyl transpeptidase (GGT), thrombocytes, triglycerides, total cholesterol, HDL high-density lipoprotein (HDL) cholesterol, low-density lipoprotein (LDL) cholesterol, glucose, insulin, ferritin. The following formula was used to calculate homeostasis model assessment–insulin resistance (HOMA-IR): insulin (μU/ml) × glucose (mg/dl)/405 [2]. Additional analyses were performed on serum stored at −80°C in the biobank of the Antwerp University Hospital (BE 71,030,031,000; BBMR-ERIC, Belgian no. access: 1, Last: April 10, 2021 [BIORESOURCE]).

*Cytokeratin-18 fragments with M65 and M30 ELISA*

Caspase-cleaved and total CK-18 fragments were measured in patient serum using enzyme-linked immunosorbent assays, the M30-Apoptosense ELISA (10010) and M65 ELISA (10020, PEVIVA AB, Bromma, Sweden), respectively, as per manufacturer’s instructions. Caspase-cleaved fragments indicate apoptosis of hepatocytes, while total CK-18 fragments correlate with the total amount of cell death, *i.e.* both apoptotic and necrotic. Measurements were performed in duplicate and samples with a coefficient of variation above 15% were excluded from further analysis. The threshold for increased CK-18 values was given by the manufacturer, namely 251 U/L and 413 U/L for the M30-Apoptosense ELISA and M65 ELISA, respectively.

*Genotyping*

*Gpx4^Tg/+^* mice were characterized using PCR primers: 5′-CGTGGAACTGTGAGCTTTGTG-3′ and 5′- AAGGATCACAGAGCTGAGGCTG-3′, yielding a 300 bp DNA fragment upon overexpression of *Gpx4*. Concerning *Gpx4^fl/fl^ AlbCreERT2^Tg/+^* mice: the presence of floxed *Gpx4* alleles were confirmed using PCR primers: 5′- CGTGGAACTGTGAGCTTTGTG and 5′- AAGGATCACAGAGCTGAGGCTG, yielding a 240 bp DNA fragment for floxed *Gpx4*. The presence of *Cre* was evaluated with PCR primer 5′- GCCTGCATTACCGGTCGATGCAACGA and 5′- GTGGCAGATGGCGCGGCAACACCATT, yielding an 800 bp DNA fragment upon presence of Cre.

*Study design for in vivo* experiments.

Concerning the characterization experiments of the MASLD models, C57BL/6J mice were randomized to receive choline-deficient L-amino acid defined diet (CDAHFD, A06071302, Research Diets, NJ, USA) or standard diet (SD, ssniff R/M-H, ssniff Spezialdiäten GmbH, Soest, Germany) for 1, 2, 3, 4 or 6 weeks (n = 5-6). Of note, CDAHFD contains 66mg D,L-α-tocopheryl acetate/kg diet and SD contains 125mg D,L-α-tocopheryl acetate/kg diet. In the context of reduction of the 3Rs, animals from the CDAHFD characterization experiment were reused from a previous experiment where all experimental subjects underwent a parenchymal oxygen measurement of the liver with an oxygen microsensor, as published elsewhere [3]. Likewise, liver samples for characterization of ferroptosis markers were obtained from a prior experiment where C57BL/6J mice were randomized to receive high-fat high-fructose diet (HFHFD, D16042610, Research Diets, NJ, USA) or SD (ssniff R/M-H, ssniff Spezialdiäten GmbH, Soest, Germany) for 20-24 weeks (n = 5-6), as published previously [4]. The practice was adopted in the light of reduction of the 3Rs.

To assess the effect of *Gpx4* overexpression in CDAHFD, *Gpx4^Tg/+^* and wild-type littermates were randomized to receive either CDAHFD or SD for 4 weeks, after which the animals were sacrificed (n = 6-8). Likewise, *Gpx4^fl/fl^ AlbCreERT2^Tg/+^*and their control littermates (*Gpx4^fl/fl^ AlbCreERT2^+/+^)* were randomized to receive CDAHFD or SD. After 4 weeks on their respective diets, all animals received 5 intraperitoneal (i.p.) injections of 100mg/kg tamoxifen (T5648, Sigma-Aldrich, MA, USA) (n = 6-7), dissolved in corn oil with 10% ethanol, on 5 consecutive days to disrupt the loxP-flanked *Gpx4* allele through Cre activation (if possible). Weight, temperature and signs of morbidity were monitored daily and animals were sacrificed under general anesthesia in case of elevated clinical disease score, body temperature below 28°C and/or acute weight loss. In case of no disease signs, animals were sacrificed after a total of 8 weeks on their respective diets.

To evaluate the effect of preventive ferroptosis inhibition, animals fed CDAHFD or SD were randomized to receive i.p. UAMC-3203 once daily at a concentration of 2mM with an injection volume of 100µL per 10g body weight (equivalent to 12.35mg/kg/day), based on previous studies, or 0.9% sterile NaCl (vehicle) [5,6]. After 4 weeks on their respective diets and pharmacologic treatment, animals were sacrificed (n = 10). In the therapeutic setting, animals on CDAHFD or SD for a total duration of 4 weeks were randomized to receive 12.35mg/kg/day UAMC-3203 or vehicle via osmotic minipumps (model 1004, Alzet osmotic pumps, CA, USA) for the last two weeks of the experiment (n = 12-16). Osmotic minipumps were implanted subcutaneously under general anesthesia with isoflurane on a heating pad. After disinfecting the implantation site, a subcutaneous pocket was made on the left dorsal side to place the pump, followed by closure of the dorsal incision with separate sutures (Ethilon 5-0, Ethicon, NJ, USA). Similarly, C57BL/6J mice on HFHFD or SD for 20 weeks received two sequential subcutaneous osmotic minipumps (model 1002, Alzet osmotic pumps, CA, USA) with UAMC-3203 (12.35mg/kg/day) or vehicle. After 2 weeks the first osmotic pump on the left dorsal side was removed and a second osmotic pump placed on the right dorsal side under general anesthesia. After a total of 24 weeks on their respective diets, the experiment was terminated (n = 9).

*Quantification of serum liver tests and lipid parameters in mice*

The blood collected from exsanguination was centrifuged (10 min, 10,000 rpm, 21 °C) to obtain serum. ALT, AST, total cholesterol, HDL cholesterol, LDL cholesterol and triglycerides were measured in the clinical laboratory of the Antwerp University Hospital by an Atellica modular analyzer (Siemens Healthineers, Erlangen, Germany). Non-esterified free fatty acids were measured using the NEFA R1 kit (434-91795, Fujifilm Wako, Neuss, Germany) with read-out on SpectraMax Plus384 (Molecular Devices, CA, USA).

*Histological analysis of MASLD and quantification of macrovesicular steatosis*

Hematoxylin-eosin stain, Sirius red stain, reticulin stain and Perls’ iron stain were routinely performed on all patient biopsies and analysed by an experienced pathologist (A.D.) blinded to any clinical data. Murine livers were fixed in 10% neutral buffered formalin, embedded in paraffin, and cut at 5 µm thickness. Subsequently, sections were stained with hematoxylin and eosin and Masson’s trichrome. Bright-field imaging was performed using the BX43 microscope module (Olympus, Tokyo, Japan) using a 10x/NA 0.25 objective. Histologic features of MASLD, including liver fibrosis, were assessed using the NASH Clinical Research Network (NASH CRN) Scoring System [7]. The combined presence of some degree of steatosis, hepatocellular ballooning and lobular inflammation was necessary to diagnose MASH [8]. These scoring systems were used to partition patients into four groups based on liver histology: no MASLD (controls), metabolic dysfunction-associated steatotic liver (MASL), MASH without significant fibrosis (MASH F0-1), MASH with significant fibrosis (MASH F2-3).

The area of lipid vacuoles, which constitute macrovesicular steatosis, in mouse livers was quantified with methodology adapted from others using FIJI image processing freeware [9,10]. Briefly, 10 random bright-field images were taken with BX43 microscope module (Olympus, Tokyo, Japan) per mouse liver slide at 100x magnification. Potential lipid vacuoles from hepatocytes with macrovesicular steatosis are detected in each image by applying a fixed threshold to the grey values in 8-bit images. Next, lipid vacuoles were distinguished using the ‘analyze particle’ function based on size (95-1512 µm²) and roundness (circularity 0.50-1.00), in order to remove large tissue tears as well as very small objects such as interstitial spaces. These settings were selected by visual examination of 20 random images to avoid false positives, while accepting false negatives, and were applied uniformly to all images. The mean of the ratio of steatotic area to total tissue area, *i.e.* the percentage of liver area pertaining to macrovesicular steatosis, was calculated per experimental subject.

*TUNEL and ferrous iron stain*

The terminal deoxynucleotidyl transferase dUTP nick end labelling (TUNEL) assay was performed to quantify the total amount of cell death in human and mouse formalin-fixed paraffin-embedded (FFPE) liver tissue using the In Situ Cell Death Detection Kit TMR red (12156792910, Roche, Basel, Switzerland) according to the manufacturer’s instructions. Briefly, after deparaffinization tissue slides were pre-treated with proteinase K and exposed to enzyme and labelling solution to visualize DNA strand breaks, followed by counterstaining with DAPI. Random fluorescence micrographs, excitation 620/60 nm for TUNEL and 480/40 nm for DAPI, per experimental subject were acquired with the Leica DMLB microscopy system using the 20x/NA 0.5 objective and Leica Application Suite v4.5.0 as imaging software (Leica, Wetzlar, Germany). The number of TUNEL positive foci per mm² were counted manually.

Non-heme ferrous iron which catalyzes ferroptosis was detected in human liver biopsy specimens using the Turnbull method as described elsewhere [11]. In short, after deparaffinization ferricyanide reacts with ferrous iron to form an insoluble precipitate, enhanced by 3,3′-Diaminobenzidine (DAB) and counterstained with hematoxylin. Imaging was performed with the Nikon Ti2-U Inverted microscope using a 60x/NA 1.2 objective and camera DS-FI2 high definition color camera (Nikon Instruments, Tokyo Japan). The positivity for ferrous iron in sinusoidal cells in human liver biopsies was scored as present or absent.

*Immunohistochemistry*

Sections of FFPE human and mouse liver tissue (5µm thick) were stained with immunohistochemistry (IHC) for several epitopes. After rehydration, heat-induced epitope retrieval was performed with pressure cooker in 0.01M sodium citrate buffer (pH 6.0) for 4HNE, acyl-CoA synthetase long chain family member 4 (ACSL4) and cleaved caspase 3 (CC3), and Tris-EDTA (pH 9.0) for GPX4; endogenous peroxidases and biotin were blocked. Nonspecific binding was blocked with 10% normal goat serum. Primary antibodies for 4HNE (ab46545, abcam, MA, USA), GPX4 (ab125066, abcam, MA, USA), ACSL4 (ab155282, abcam, MA, USA) and CC3 (9661, Cell Signaling Techology, MA, USA) were incubated overnight at room temperature. Binding of the primary antibody was visualized with VECTASTAIN® ABC-HRP Kit (PK-4001, Vector Laboratories, CA, USA) and 3,3'-diaminobenzidine (DAB, D8001, Sigma-Aldrich, MO, USA). IHC for 4HNE in human liver specimens was kindly performed by Hao Zheng and Prof. Dr. Shinya Toyokuni with the HNEJ-1 antibody [12,13]. The number of extracellular intense 4HNE positive aggregates were counted manually and expressed per mm². These aggregates are considered accumulations of ferroptosis breakdown products, as opposed to intracellular lipofuscin granules in hepatocyte cytoplasm which can be 4HNE positive [14].

*Hepatocyte-based quantification of IHC in human liver biopsies*

Human liver biopsy specimens were digitalized with the Zeiss Axioscan Z1 automated whole slide scanner (Zeiss, Oberkochen, Germany) using a 20x objective lens (pixel size 0,22 x 0,22 µm). To quantify nuclear and cytoplasmic expression of epitopes, hepatocytes were reconstructed in needle liver biopsies based on artificial intelligence (AI)-aided recognition of nuclei and their cytoplasm. Whole slide images were loaded into QuPath version 0.4.4. to be processed with the image analysis script available at: https://github.com/stighellemans [15]. Briefly, tissue area for the analysis, without tears and large vessels structures, was annotated manually and divided into tiles. Nuclei were detected using the StarDist2D version 0.3.0 with pretrained model for brightfield microscopy and 0.5 as threshold for detection probability [16]. A perimeter around the nucleus was drawn to approximate the corresponding cytoplasm, while excluding pixels pertaining to lipid vacuoles as detected with a user-trained pixel classifier in QuPath. Data on size, mean and maximal DAB intensity of nuclei and cytoplasm was exported for further processing in R by means of the R-package ”dplyr” for grouped summary statistics [17]. Cells with nuclear area <11.5µm² were excluded from further analysis to filter out immune cells and debris. To calculate the percentage of epitope positive nuclei per patient, the mean DAB intensity was binarized with 0.7 optical density as threshold. Concerning the cytoplasmic expression of epitopes, cytoplasmic mean DAB intensity was binned into three grades of intensity (score 1, 2 or 3) based on the 33.3 and 66.6 percentiles, resembling evaluation by a pathologist. Next, the weighted score was calculated to reflect cytoplasmic expression of an epitope in all hepatocytes per patient.

*Zonated quantification of IHC in mice*

To quantify the lobular distribution of IHC epitopes in murine livers, whole liver slides were digitalized with the same slide scanner as indicated above. Quantification in different zones of reconstructed liver lobules was performed in FIJI with an image analysis script developed previously [10,18]. Briefly, color deconvolution was applied to isolate the positive DAB signal by means of a threshold. As liver lobules are organized according to Voronoi diagrams, they were reconstructed after manual annotation of central veins and liver capsule [19]. Pixels within each lobule received a relative distance value (0 at the lobular edge to 1 in the centrolobular vein) and DAB signal. The results were processed in RStudio with the R-package ”dplyr” for grouped summary statistics to calculate the percentage of DAB positive in different zones of all liver lobules per experimental subject [17].

*Colorometric MDA assay*

Serum MDA from patients, reflecting total body lipid peroxidation, and hepatic MDA in mouse livers was measured using the N-methyl-2-phenylindole colorometric assay, as described elsewhere [5,20]. Murine liver tissue was lysed by mechanical disruption in phosphate-buffered saline and supernatant collected. Briefly, 100µL of patient serum or murine liver supernatant was combined with 10mM N-methyl 2-phenylindole (444808, Sigma-Aldrich, MA, USA), dissolved in a mixture of acetonitrile and methanol, to form a chromogen. The reaction was initiated by adding 37% hydrochloric acid and incubating at 70 °C for 45 min. The 595 nm absorbance was measured with the SPECTROstar Nano (BMG Labtech, Ortenberg, Germany), and MDA concentration was calculated with a standard of 1,1,3,3-tetramethoxypropane (108383, Sigma-Aldrich, MA, USA) as a source of MDA. Hepatic MDA levels were normalized for the protein content as measured with Bradford assay per manufacturer’s instructions (5000006, Bio-Rad, CA, USA).

*Serum vitamin E measurement in mice*

Serum vitamin E, reflecting whole body vitamin E levels, was measured in mouse serum using the Vitamin A & E reagent set (1080 kit M VAE, diagnotix BV, Appingedam, Netherland) on the QTRAP5500 (AB Sciex, MA, USA) liquid chromatography tandem-mass spectrometry (LC-MS/MS) system in the clinical laboratory of the Antwerp University Hospital. Briefly, after separation by chromatography on an analytical C-18 column, samples are analyzed using positive ion electrospray in multiple reaction monitoring mode. An isotope labelled internal standard is included. The amount of serum vitamin E (µM) is derived from comparison to a standard.

*Targeted metabolomics for BH4, BH2, NAD(P)(H) in mouse liver*

Mass Spectrometry measurements were performed using Vanquish LC System (Thermo Scientific) coupled via heated electrospray ionization to a Q Exactive Orbitrap Focus mass spectrometer (Thermo Scientific) operated in negative mode. 10 μl sample was taken from an MS vial and injected onto a 15cm Poroshell 120 HILIC-Z PEEK Column (Agilent InfinityLab). A linear gradient was carried out starting with 90% solvent A (acetonitrile with 5µM medronic acid) and 10% solvent B (10 mM NH4-formate in milli-Q water, pH 3.8). From 2 to 12 min the gradient changed to 60% B. The gradient was kept on 60% B for 3 minutes and followed by a decrease to 10% B. The chromatography was stopped at 25 min. The flow was kept constant at 0.25 ml/min and the column was kept at 25°C throughout the analysis. The HESI-source operated at negative polarity mode using a spray voltage of 3 kV, sheath gas at 45, auxiliary gas at 10, the latter heated to 260°C. The ion transfer capillary temperature was 320°C. The mass spectrometer operated in full scan (range [70.0000-1050.0000]) and AGC target was set at 3.0E+006 using a resolution of 70000. Data collection was performed using the Xcalibur software (Thermo Scientific). The data analyses were performed by integrating the peak areas (El-Maven – Polly - Elucidata).

*Targeted metabolomics for vitamin E, GSH and GSSG in mouse liver*

Mass Spectrometry measurements were performed using a Dionex UltiMate 3000 LC System (Thermo Scientific Bremen, Germany) coupled via heated electrospray ionization to a Q Exactive Orbitrap to a Q Exactive Orbitrap mass spectrometer (Thermo Scientific). 10 μl sample was taken from an MS vial and injected onto a 15cm C-18 column (Acquity UPLC -HSS T3 1. 8 μm; 2.1 x 150 mm, Waters). A step gradient was carried out using solvent A (10 mM TBA and 15 mM acetic acid in milliQ) and solvent B (100% methanol). The gradient started with 5% of solvent B and 95% solvent A and remained at 5% B until 2 min post injection. A linear gradient to 37% B was carried out until 7 min and increased to 41% until 14 min. Between 14 and 26 minutes the gradient increased to 95% of B and remained at 95% B until 30 minutes. Then the gradient increased further to 99%B in 6 seconds, then remained at 99% until 38 minutes. At 38 min the gradient returned to 5% B within 1 minute. The chromatography was stopped at 48 min. The flow was kept constant at 0.25 mL/min and the column was kept at 40°C throughout the analysis. The HESI-source operated at negative polarity mode using a spray voltage of 4.8 kV, sheath gas at 40, auxiliary gas at 10, the latter heated to 260°C. The ion transfer capillary temperature was 300°C. The mass spectrometer operated in full scan (range [70.0000-1050.0000]) and AGC target was set at 3.0E+006 using a resolution of 140000. Data collection was performed using the Xcalibur software (Thermo Scientific). The data analyses were performed by integrating the peak areas (El-Maven – Polly - Elucidata).

*Colorometric test for reduced GSH measurement in mouse liver*

Mouse hepatic reduced glutathione (GSH) levels were measured using the Quantichrom Glutathione Assay Kit (DIGT-250, BioAssay Systems, CA, USA) according to the manufacturer’s instructions. In short, murine liver tissue was lysed mechanically in phosphate-buffered saline to collect supernatant. After deproteination of the supernatant, 5,5’-dithiobis-nitrobenzoic acid combines with reduced GSH to form a chromogen. Optical density was measured at 412nm with the SPECTROstar Nano (BMG Labtech, Ortenberg, Germany) and the absolute amount determined by comparison with a standard of reduced GSH (G4251, Sigma-Aldrich, MA, USA). Hepatic reduced glutathione levels were normalized for the protein content as measured with Bradford assay per manufacturer’s instructions (5000006, Bio-Rad, CA, USA).

*Real-time quantitative PCR on mouse tissue*

Total RNA was isolated from murine liver tissue with the NucleoSpin RNA plus kit (Macherey-Nagel, Düren, Germany) following the manufacturer’s instructions. RNA concentration and quality parameters were measured using the NanoDrop ND-1000 (Thermo Fisher Scientific, MA, USA). By means of the SensiFAST™ cDNA Synthesis Kit (Meridian Bioscience, OH, USA) 800ng RNA was converted to cDNA by reverse transcription. For SYBR Green real-time quantitative PCR (RT-qPCR) cDNA was added to a final volume of 20µL with GoTaq qPCR master mix (A6002, Promega, WI, USA) and primers (Sigma-Aldrich, MA, USA) in the QuantStudio 3 Real-Time PCR system (Thermo Fisher Scientific, MA, USA). The following mouse-specific primers were used: *Gpx4* forward, 5′- GCAGGAGCCAGGAAGTAATC -3′, *Gpx4* reverse, 5′- GGCTGGACTTTCATCCATTT -3′; *Fsp1* forward, 5′- CATGGTGATTGTGTGCAATGG -3′, *Fsp1* reverse, 5′- TGGTCAGTCTCTGGCTTGTAAG -3′; *Gch1* forward, 5′- ACTTCACCAAGGGATACCAGG -3′, *Gch1* reverse, 5′- CTTGCTTGTTAGGAAGATAGCCA -3′; *Ptgs2* forward, 5′- TGAGCAACTATTCCAAACCAGC -3′, *Ptgs2* reverse, 5′- GCACGTAGTCTTCGATCACTATC -3′; *Hprt1* forward, 5′- TCAGTCAACGGGGGACATAAA -3′; *Hprt1* reverse, 5′- GGGGCTGTACTGCTTAACCAG -3′; *Gapdh* forward, 5′- TGACCTCAACTACATGGTCTACA -3′, *Gapdh* reverse, 5′- CTTCCCATTCTCGGCCTTG -3′; *Actb* forward, 5′- GTGACGTTGACATCCGTAAAGA -3′, *Actb* reverse, 5′- GCCGGACTCATCGTACTCC -3′ and *Rpl4* forward, 5’- CCGTCCCCTCATATCGGTG -3′, *Rpl4* reverse, 5′- GCATAGGGCTGTCTGTTGTTTTT -3′. RT-qPCR assays were run in duplicate and results were exported from Thermo Fisher Connect and analysed with the delta-delta Ct method using qbase+ (Biogazelle, Ghent, Belgium), expressed as calibrated normalized relative quantities (CNRQ), with normalization for an appropriate combination of housekeeping genes.

*Western blot analysis*

Proteins were extracted from mouse liver tissue in NP-40-based lysis buffer supplemented with protease (cOmplete™ Protease Inhibitor Cocktail, Roche, Basel, Switzerland) and phosphatase inhibitors (PhosSTOP, Roche, Basel, Switzerland). After 4 min heating at 95°C and dilution in Laemmli buffer (S3401, Sigma-Aldrich, MA, USA) with β-mercaptoethanol, 10µg of liver protein lysate was loaded onto NuPAGE 12% Bis-Tris gel (Thermo Fisher Scientific, MA, USA) for protein separation by gel electrophoresis in MOPS-based running buffer. Proteins were transferred to an Immobilon PVDF membrane (Millipore, MA, USA) by wet blotting in Tris-methanol-based buffer, followed by blocking with Intercept (PBS) Blocking Buffer (LI-COR Biosciences, NE, USA). Overnight incubation at 4°C with primary antibodies against GPX4 (1:1000, ab125066, abcam, MA, USA) and β-actin (1:5000, ab8226, abcam, MA, USA), followed by washing and labeling with IRDye® 680RD Goat anti-Rabbit IgG Secondary Antibody (1:20,000, 926-68071, LI-COR Biosciences, NE, USA) and IRDye® 800CW Goat anti-Mouse IgG Secondary Antibody (1:20,000, 926-32210, LI-COR Biosciences, NE, USA) for 1 hour at room temperature to detect the target GPX4 and loading control β-actin, respectively, with the Odyssey imager system (LI-COR Biosciences, NE, USA) in the near-infrared spectrum. Image Studio Software v4.0 (LI-COR Biosciences, NE, USA) was used for blot visualization.

*Cell line and in vitro MASH environment*

Human hepatoma HepG2 cells, a kind gift from Prof. Dr. Wim Wuyts, were grown at 37°C in 5% O_2_ in Eagle's Minimum Essential Medium (EMEM, 30-2003, ATCC, VA, USA) supplemented with 10% heat-inactivated fetal bovine serum (16000044, Gibco, Thermo Fisher Scientific, MA, USA), 100 U/mL penicillin and 100 µg/mL streptomycin (15140122, Gibco, Thermo Fisher Scientific, MA, USA). This constituted the standard medium. Cell line authenticity was carried out by short-tandem repeat profiling (last performed on 20/10/2021). Mycoplasma contamination testing was performed regularly using the Mycoplasma Detection Kit (13100-01, SouthernBiotech, AL, USA). All *in vitro* experiments were performed in triplicate.

For the *in vitro* MASH environment, HepG2 cells were seeded in 96-well plates at a concentration of 200,000 cells/ml and medium replaced after 24 hours with standard medium supplemented with 3.5 mg/mL glucose, 100 nM insulin, 50 ng/mL tumor necrosis factor (TNF)-α (300-01A, PeproTech, London, UK), 25 ng/mL interleukin (IL)-1β (200-01B, PeproTech, London, UK) and 8ng/mL transforming growth factor (TGF)-β (100-21, PeproTech, London, UK), as well as different types of free fatty acids, *i.e.* the combination of 100µM oleic (OA, O7501, Sigma-Aldrich, MA, USA) and 50µM palmitic acid (PA, P9767, Sigma-Aldrich, MA, USA), 10µM arachidonic acid (AA 20:4, A3611, Sigma-Aldrich, MA, USA) or 10µM docosahexaenoic acid (DHA 22:6, D2534, Sigma-Aldrich, MA, USA), as adapted from the work of other authors [21]. OA was conjugated beforehand to 10% BSA (10735078001, Roche, Basel, Switzerland), while PA and AA/DHA were dissolved in methanol and ethanol, respectively. Standard medium supplemented with 0.33% BSA, 0.0333% methanol and 0.01% ethanol was included as solvent control (control). After 48 hours incubation in MASH environment with different types of FFA or control media, the amount of intracellular neutral lipids was measured using AdipoRed Assay Reagent (Lonza, Basel, Switzerland), as per manufacturer’s instruction, and cell pellet was collected on ice and stored at minus 80°C for further analysis.

*Cell death and lipid peroxidation assays in vitro*

Total cell death was measured with SytoxGreen Nucleic Acid stain (S7020, Invitrogen, MA, USA) using the FLUOstar Omega (BMG Labtech GmbH, Ortenberg, Germany) [22]. After 48 hours in standard medium supplemented with different species of free fatty acids or solvent control (control), cells in 96-well plates were treated with increasing concentrations of GPX4 inhibitor ML162 (20455, Cayman Chemical, MI, USA) in the presence of 2µM SytoxGreen. Twenty-four hours later the fluorescence intensity was measured with excitation/emission filter 485/520 nm for SytoxGreen. The percentage of cell death per well was calculated by dividing through the signal intensity of a well exposed to 0.05% Triton X-100, or the highest intensity from another well if more appropriate. The relation between the percentage of cell death and concentration of ML162 was described with a non-linear regression with GraphPad Prism 10 (GraphPad Software, CA, USA) and best-fit logarithms of the half maximal effective concentration (EC50) values were compared between different conditions using Aikake Information Coefficient, followed by one-way ANOVA with post-hoc testing. Moreover, cell death was confirmed through visual inspection of SytoxGreen fluorescence combined with bright field images of the Olympus CKX53 microscope. Images were acquired with the ToupView software (ToupTek, Hangzhou, P.R. China) and combined with the image calculator function in FIJI [10]. All *in vitro* cell death experiments were performed three independent times.

In order to confirm the presence of ferroptosis by pharmacological GPX4 inhibition in HepG2, lipid radical oxygen species in cell membranes was visualized with the ratiometric dye C11-BODIPY (581/591) (D3861, Thermo Fisher Scientific, MA, USA) [23]. Briefly, cells were seeded on 96 Well Black/Clear Bottom Plate (165305, Thermo Fisher Scientific, MA, USA) and incubated for 48 hours with standard medium with different species of free fatty acids or control. Subsequently, cells were incubated with 5µM ML162 or 100µM tert-butyl hydroperoxide for 2 hours in the presence of 10µM C11-BODIPY (581/591) for the last 30 minutes. Finally, all media and dyes were replaced by HEPES/Tris-based imaging buffer and imaged using excitation/emission 561/617-673 for the reduced form and 488/520-535 for the oxidized form of C11-BODIPY (581/591) with the Nikon CSU-W1 SoRa spinning disk confocal microscope (Nikon Instruments, Tokyo, Japan). This experiment was performed once to provide visual evaluation.

*Poly(A) mRNA-sequencing on in vitro experiments*

Total RNA was isolated from cell pellets from 3 independent experiments with the NucleoSpin RNA plus kit (Macherey-Nagel, Düren, Germany) following the manufacturer’s instructions, followed by measurement of total RNA with Qubit 2.0 (ThermoFisher Scientific, MA, USA). Quality control of RNA integrity was deemed sufficient (RINe > 6.8) as measured with the 4200 Tapestation system with TapeStation Analysis Software 3.2 (Agilent Technologies, CA, USA). Next, library preparation started with isolation of intact poly(A) RNA by means of NEBNext poly(A) mRNA magnetic isolation (E7490, New England Biolabs, MA, USA), followed by setup of directional RNA libraries by means of NEBNext Ultra II directional RNA library prep kit (E7760) in combination with NEBNext multiplex oligos for Illumina (E7335, New England Biolabs, MA, USA). Quality control of the library was performed with removal of adapter dimers by means of E-gel 2% agarose/ZymoClean gel DNA recovery kit (D4007, CA, USA) and visualization of final library traces by means of 4200 TapeStation (Agilent Technologies, CA, USA). Before next-generation sequencing, the concentration of the library was measured by means of Qubit 2.0 to ensure equimolar pooling of all samples. Sequencing was performed using the Illumina NovaSeq6000 (Illumina, CA, USA) at a depth of 30 million paired-end (150bp) reads per sample. The sequencing information was basecalled into raw FASTQ files. Subsequently, adapter sequences and low-quality parts of the raw reads were trimmed with SeqPurge.

In a Linux environment FastQC was used to check quality of reads before mapping to the indexed human reference genome GRCh38 (hg38) using STAR to produce a BAM file. The aligned reads in BAM files were sorted and indexed using SAMtools, followed by quantification of the number of reads per gene per sample with featureCounts. Read counts were processed in RStudio with packages “DESeq2”, “fgsea” and “pheatmap”. Only genes with counts over 10 in at least 3 samples were retained and count normalization was performed by DESeq2’s median of ratios normalization based on total counts per sample to allow for gene count comparisons between samples (not based on gene length). 

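The filter of counts over 10 in at least 3 samples kept 16982 of the 60649 genes in the deposited counts. With edgeR's filterByExpr in its place, 15829 genes were kept, and with at least 1 count in any sample, 34133 genes. Of the 30 genes of Table S2, ALOX15 (ENSG00000161905.13) did not pass, with counts between 0 and 8 per sample, and the other 29 are the genes of Table S4. A count of 3 in the shallowest sample corresponds to 0.108 CPM. The median log2 fold change over all genes was 0.04 with TMM normalization, 0.05 with DESeq2's median of ratios, and 0.08 with scaling to total counts alone.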

Expression levels of ferroptosis-related genes were visualized with a heatmap scaled per gene. 

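The same counts were also run through DESeq2 with condition as the only term. It called 12498 genes at an adjusted p-value under 0.05, of which 12334 were also called by edgeR's quasi-likelihood test, and called 21 of the ferroptosis-related genes lower and 3 higher. For the 29 genes of Table S4 the log2 fold changes from DESeq2 were within 0.00171 of the paper's. Genes ranked by the DESeq2 Wald statistic gave negative NES for all 4 sets.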

Differential gene expression analysis with DESeq2, while gene set enrichment analysis (GSEA) was used to assess the expression of the 4 user-defined gene sets (mentioned above) between the two conditions: MASH environment with OA and PA vs. control.

*Untargeted lipidomics*

Lipidomics on cell pellet was performed as described earlier [24]. Briefly, 700 μl of homogenized cells was mixed with 800 μl 1 N HCl:CH3OH 1:8 (v/v), 900 μl CHCl3, 200 μg/ml of the antioxidant 2,6-di-tert-butyl-4-methylphenol and 3 μl of SPLASH LIPIDOMIX Mass Spec Standard (330,707, Avanti Polar Lipids, AL, USA). The organic fraction was collected and evaporated; the remaining lipid pellet was stored at—20 °C under argon. Following lipid extraction, lipid pellets were reconstituted in 100% ethanol. Lipid species were analyzed by electrospray ionization LC-MS/MS on a Nexera X2 UHPLC system (Shimadzu, Kyoto, Japan) coupled with hybrid triple quadrupole/linear ion trap mass spectrometer (6500 + QTRAP system, AB SCIEX, MA, USA). Chromatographic separation was performed on a XBridge amide column (150 mm × 4.6 mm, 3.5 μm; Waters Corp, MA, USA). Cholesterol esters and ceramides were measured in positive ion mode. Triglyceride and diacylglycerides were measured in positive ion mode with a neutral loss scan for one of the fatty acyl moieties. Phospholipid species were measured in negative ion mode by fatty acyl fragment ions. Lipid quantification was performed by scheduled multiple reactions monitoring. Peak integration was performed with the MultiQuant™ software version 3.0.3. Lipid species signals were corrected for isotopic contributions (calculated with Python Molmass 2019.1.1) and were quantified based on internal standard signals and adheres to the guidelines of the Lipidomics Standards Initiative.

*Unsupervised clustering of MASLD patients and controls*

To study patients with a hepatic ferroptosis signature, unsupervised clustering by means of k-prototypes partitioning clustering was performed to find discrete subgroups among the MASLD patients and controls in whom cell death markers were measured in liver biopsy specimens [25]. This allows for the detection of latent classes based on independent variables without selection for a dependent variable. The optimal number of clusters was chosen based on the elbow method for the total within-cluster sum of squares metric, which indicates that increasing the number of clusters improves the similarity of samples within one cluster, but only to a given point. Hence, three clusters were defined based on patient’s histologic results for 4HNE, TUNEL, GPX4, ACSL4 and ferrous iron stain (four continuous variables and one categorical variable). The unsupervised clustering was performed with a script in RStudio expanded with packages “clustMixType” and “tidyverse” which can be found at: <https://github.com/cedricpeleman> [17].

*mRNA sequencing analysis in publicly available databases with unsupervised clustering*

Individual SRA files were downloaded from their deposits in NCBI’s Gene Expression Omnibus (GEO) [26] accessible through GEO Series accession numbers GSE135251 [27], GSE130970 [28] and GSE126848 [29]. In a Linux environment SRA toolkit converted SRA into FASTQ files and FastQC was used to check read quality. STAR was used to map reads to the indexed human reference genome GRCh38 (hg38) in a sorted BAM file and the reads per gene per sample were determined using featureCounts which were processed in Rstudio, expanded with packages “dplyr”, “DESeq2”, “sva” and “GSVA” [10]. Only genes with counts over 10 in at least 3 samples were retained. Variance stabilizing transformation was followed by correction for batch effects with surrogate variable analysis in order to prepare data for entry into gene set variation analysis (GSVA) [30]. The latter generates a GSVA enrichment score (in arbitrary units) for the expression of a user-defined gene set per individual patient in comparison to all other subjects for use in downstream analysis [31]. The following 4 gene sets were defined in relation to the execution of ferroptosis: ‘ferroptosis defenses’ whose increased expression counters ferroptosis, ‘GSH’ with genes that promote reduced glutathione (GSH) used by GPX4 to counter ferroptosis, ‘PUFA’-related genes which increase PUFA incorporation into membrane phospholipids promoting ferroptosis, and the ‘iron’ gene set which would lead to higher ferrous iron that catalyzes ferroptosis. The genes included in these 4 gene sets can be found in Table S2.

Subsequently, unsupervised clustering was used to discern latent subgroups among MASLD patients and controls based on the GSVA scores per gene set for each patient. Model-based clustering, more precisely Gaussian Mixture models, was used to visualize clusters with certain volume, shape and orientation, using the “mClust” package in RStudio which employs the expectation-maximization algorithm [32]. Additional packages used were “factoextra” and “clusterSim”. The optimal number of clusters in every patient data set was chosen based on the lowest Bayesian Information Criterion (BIC) and lowest Integrated Complete-data Likelihood (ICL) [33,34]. In addition, the Davies-Bouldin index was calculated per given number of clusters and the elbow method applied [35]. Model-based clustering is frequently used to discern subgroups with distinct profiles of independent variables within heterogenous patient cohorts [36–38].

**List of antibodies**

**Supplementary Figures**

Figure S1

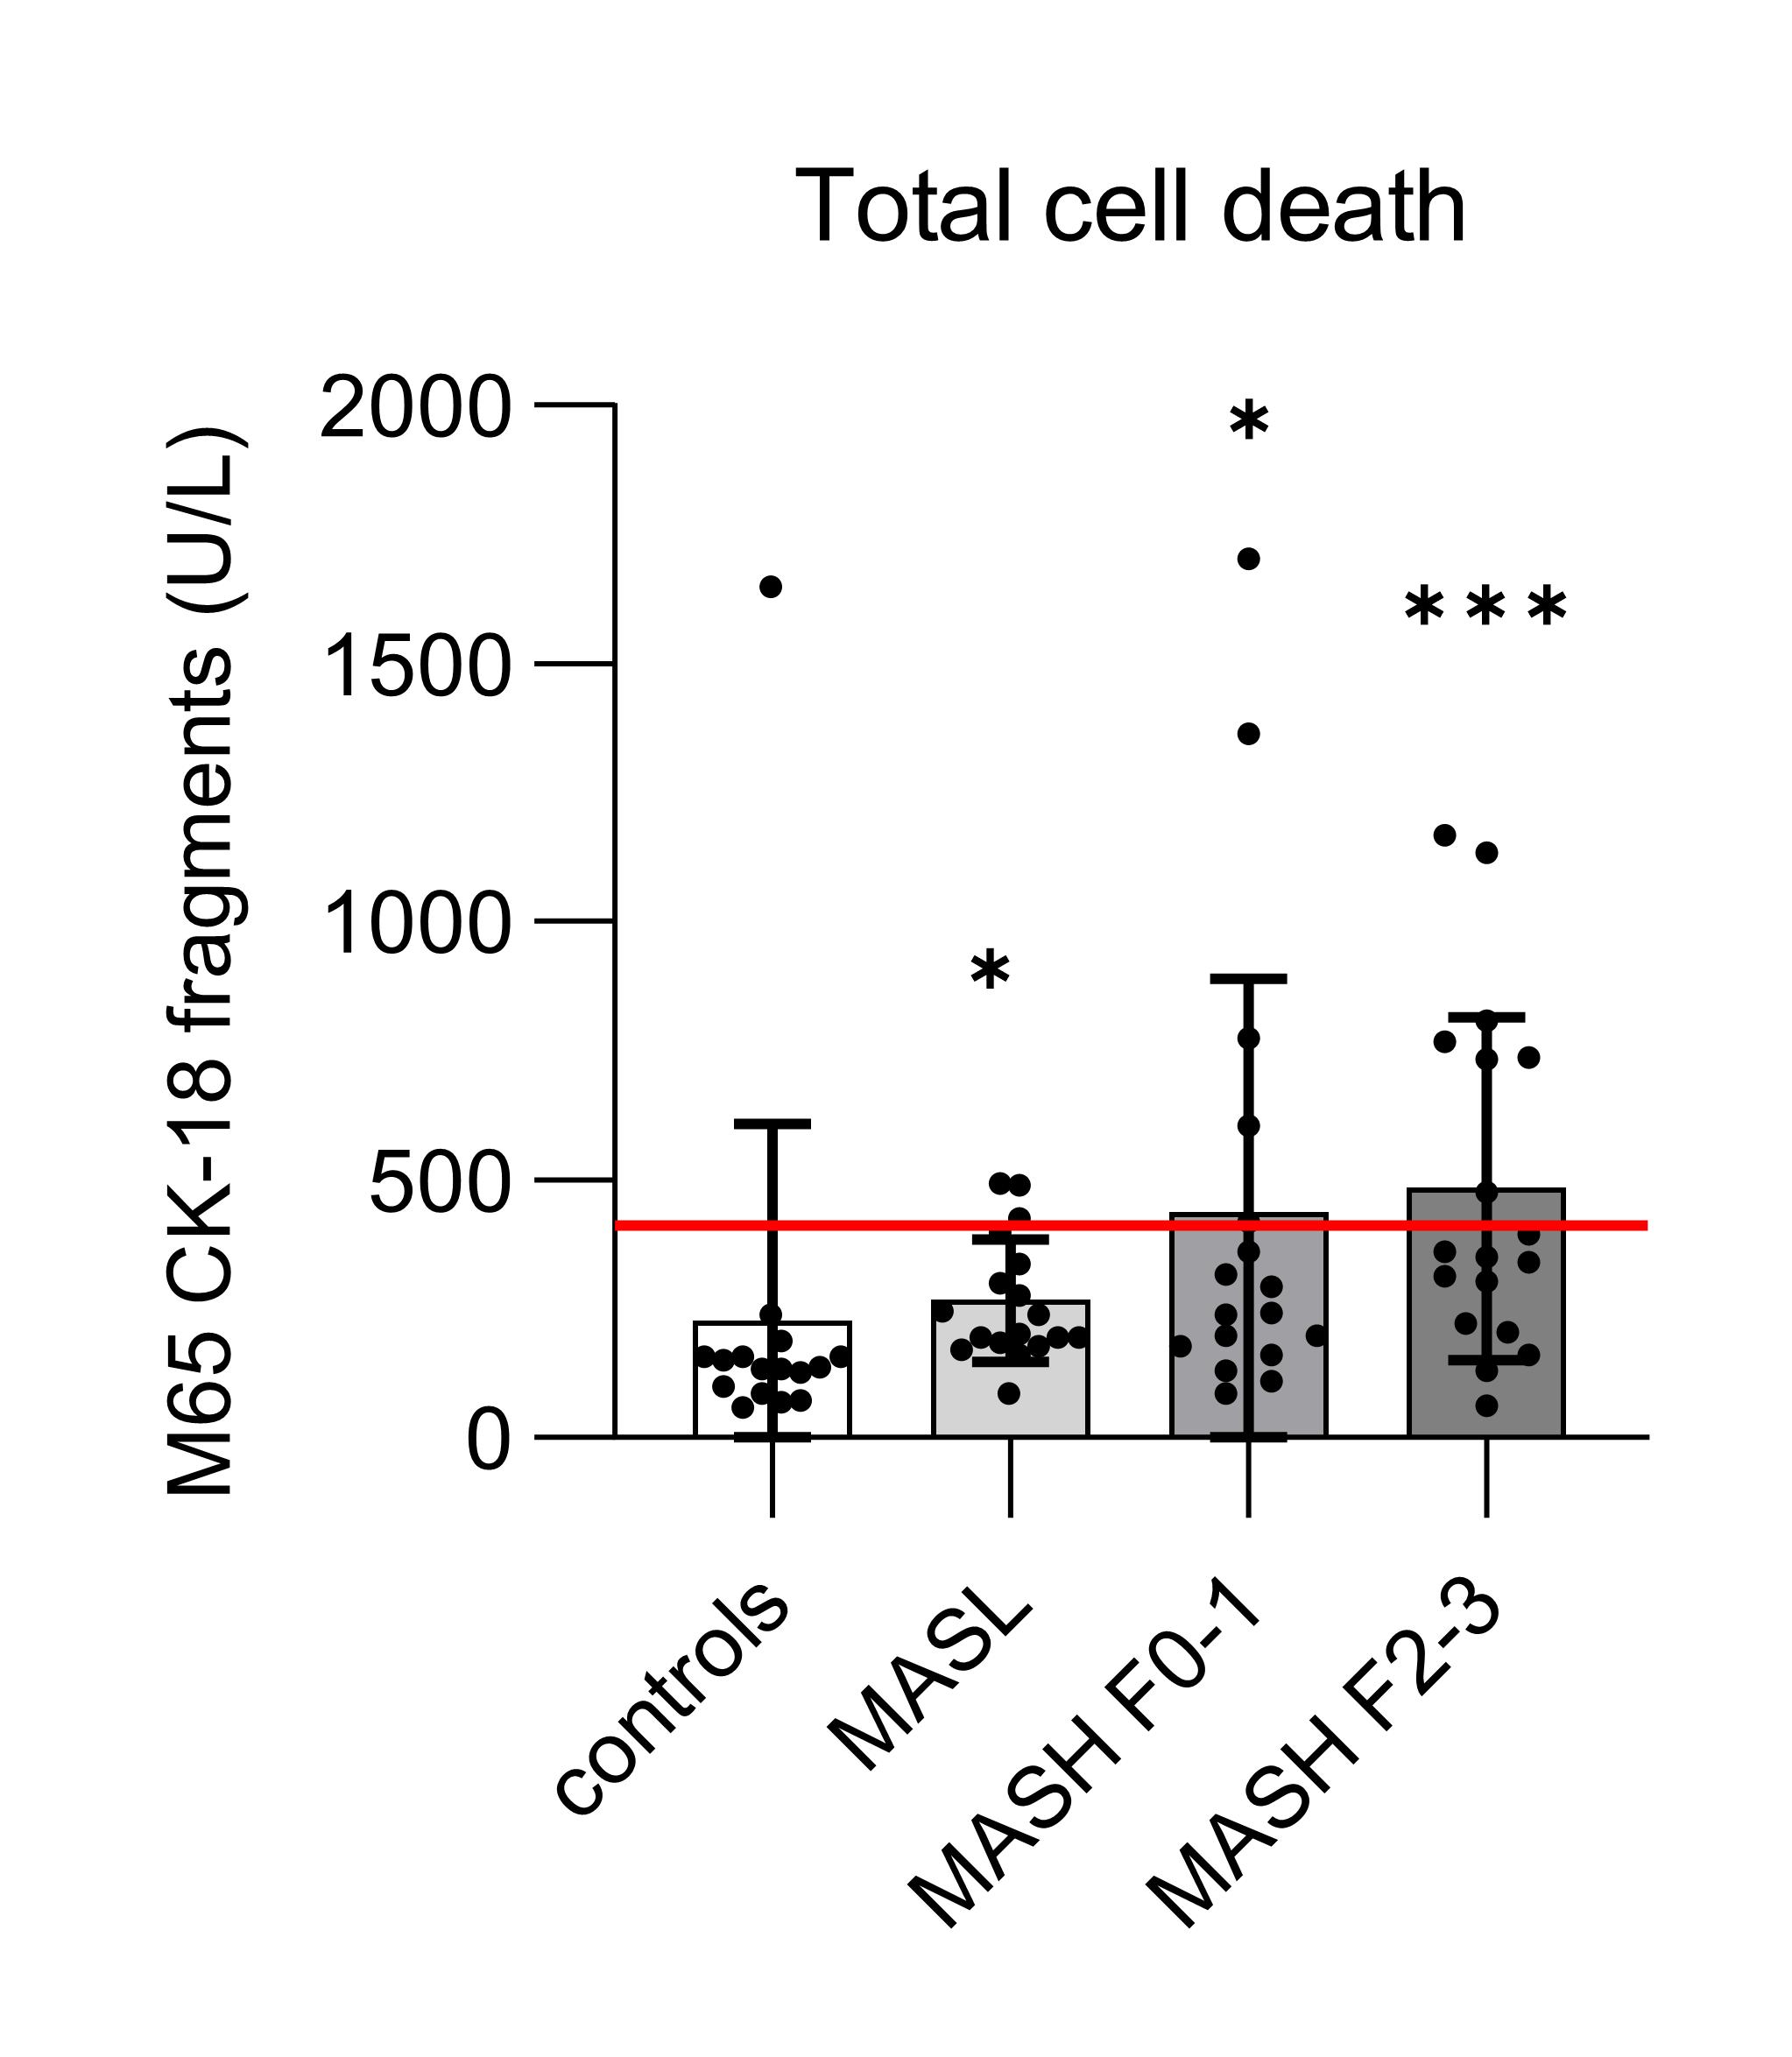

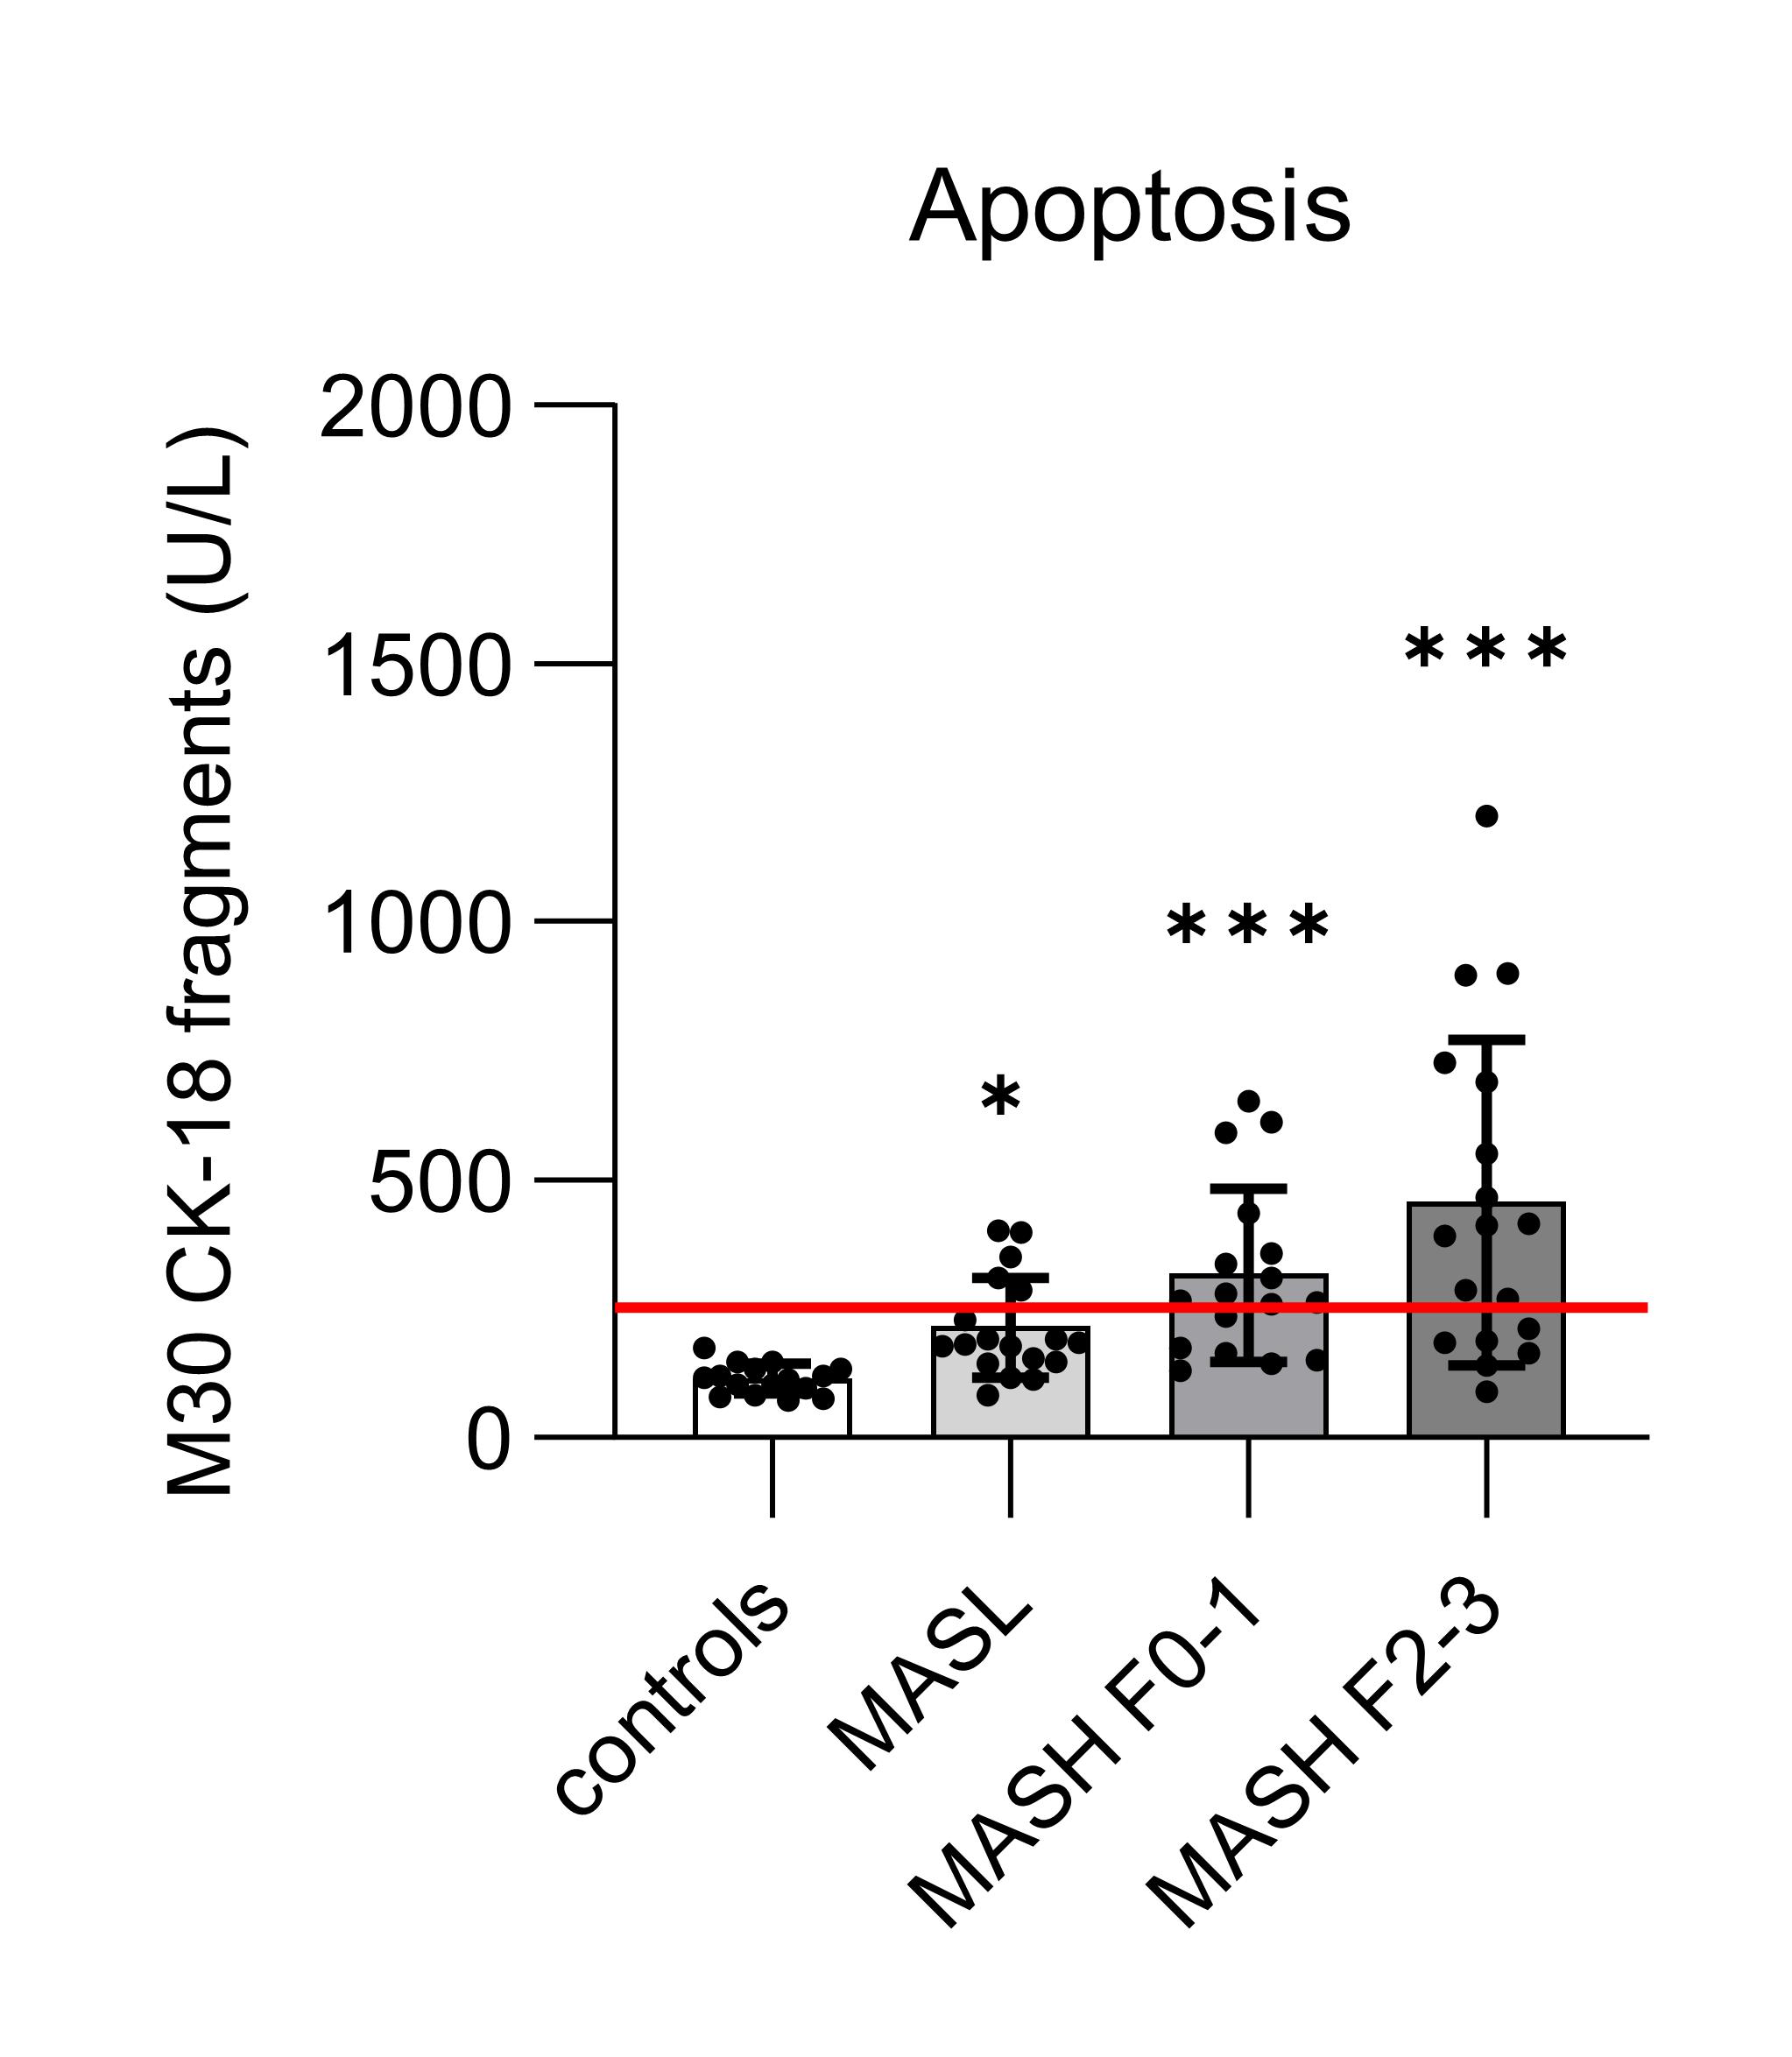

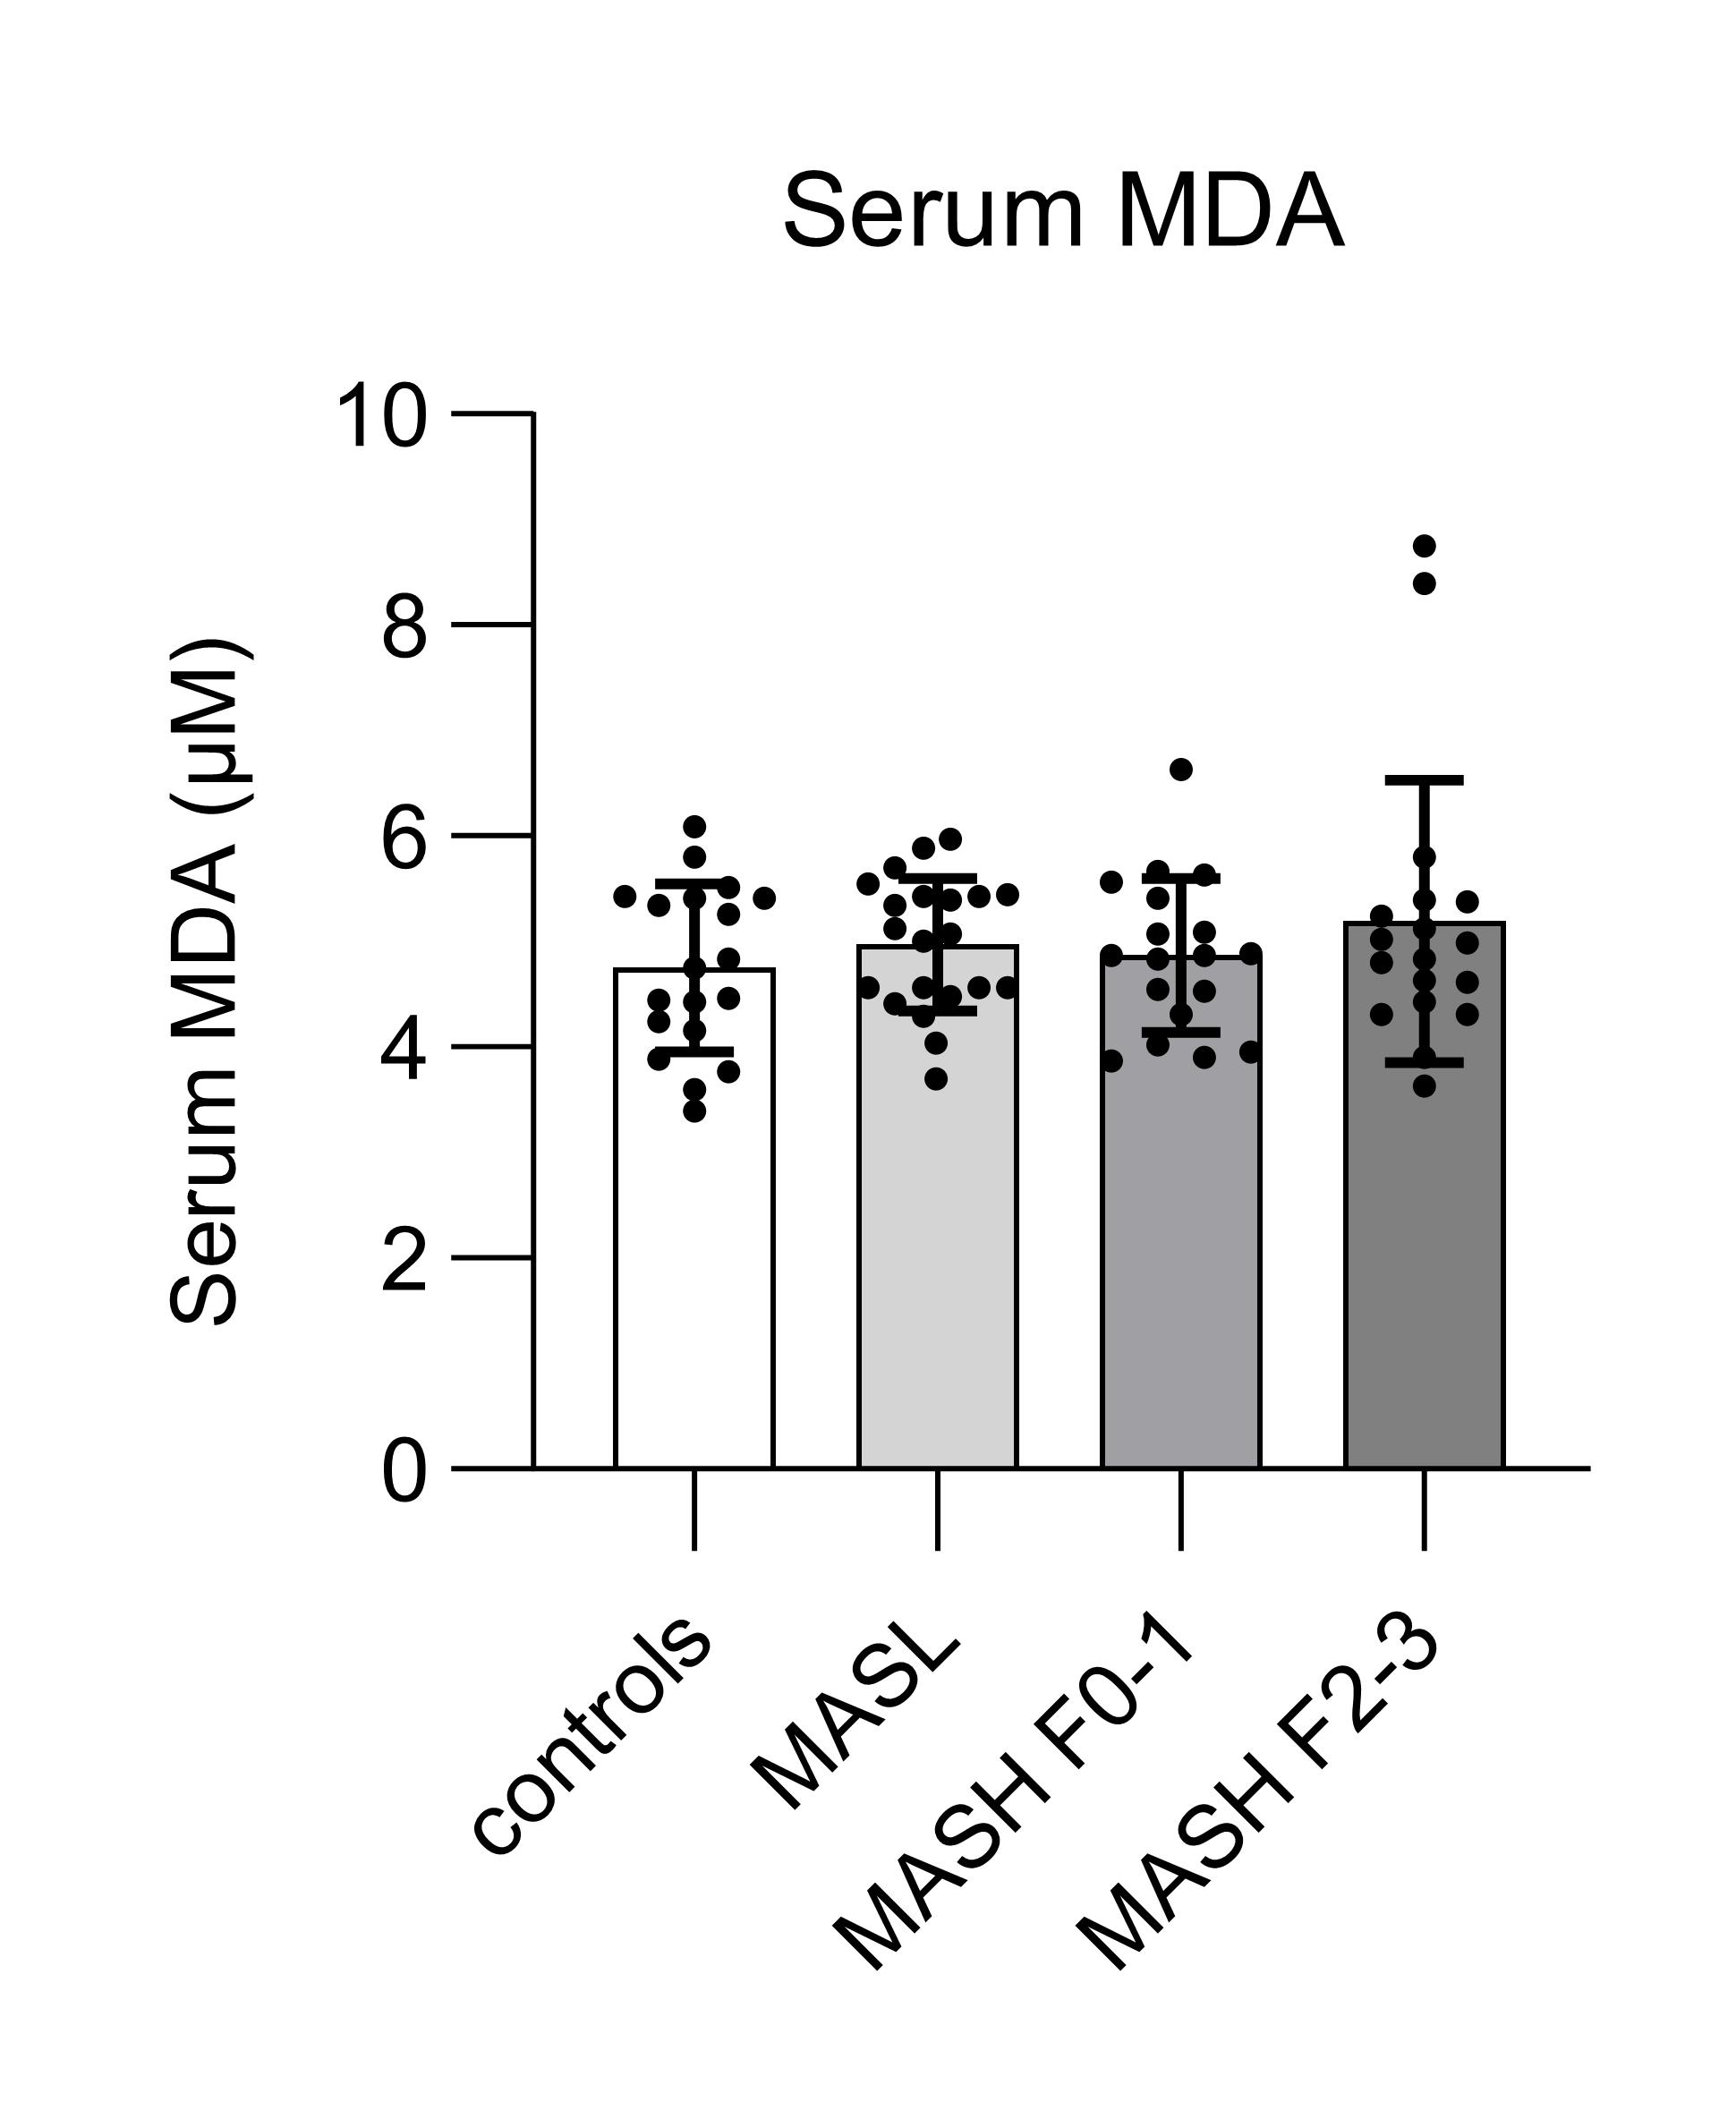

A

B

p = 0.74

**Fig. S1. Serum cytokeratin-18 fragments and serum MDA in MASLD patients and controls.**

(A) Cytokeratin-18 (CK18) fragments derived from total cell death and apoptosis of hepatocytes were measured by means of the M65 and M30 Apoptosense ELISA kits, respectively, in controls (n = 16) and MASLD patients (n = 53). The latter were divided according to liver histology in isolated steatosis (MASL, n = 18), metabolic dysfunction-associated steatohepatitis without significant fibrosis (MASH F0-1, n = 17) and metabolic dysfunction-associated steatohepatitis with significant fibrosis (MASH F2-3, n = 18). The horizontal red line presents the upper limit of normal values as per manufacturer’s instructions. (B) By means of a colorometric assay with N-methyl-2-phenylindole, the ferroptosis breakdown product malondialdehyde (MDA) was measured in serum of the same groups of subjects (p = 0.74). Data presented as mean ± standard deviation. *p <0.05; ***p <0.001; Kruskal-Wallis test with Dunn’s multiple comparisons test.

Figure S2.

*Gpx4^fl/fl^ AlbCreERT2^Tg/+^* Omission of labelling enzyme

B

A

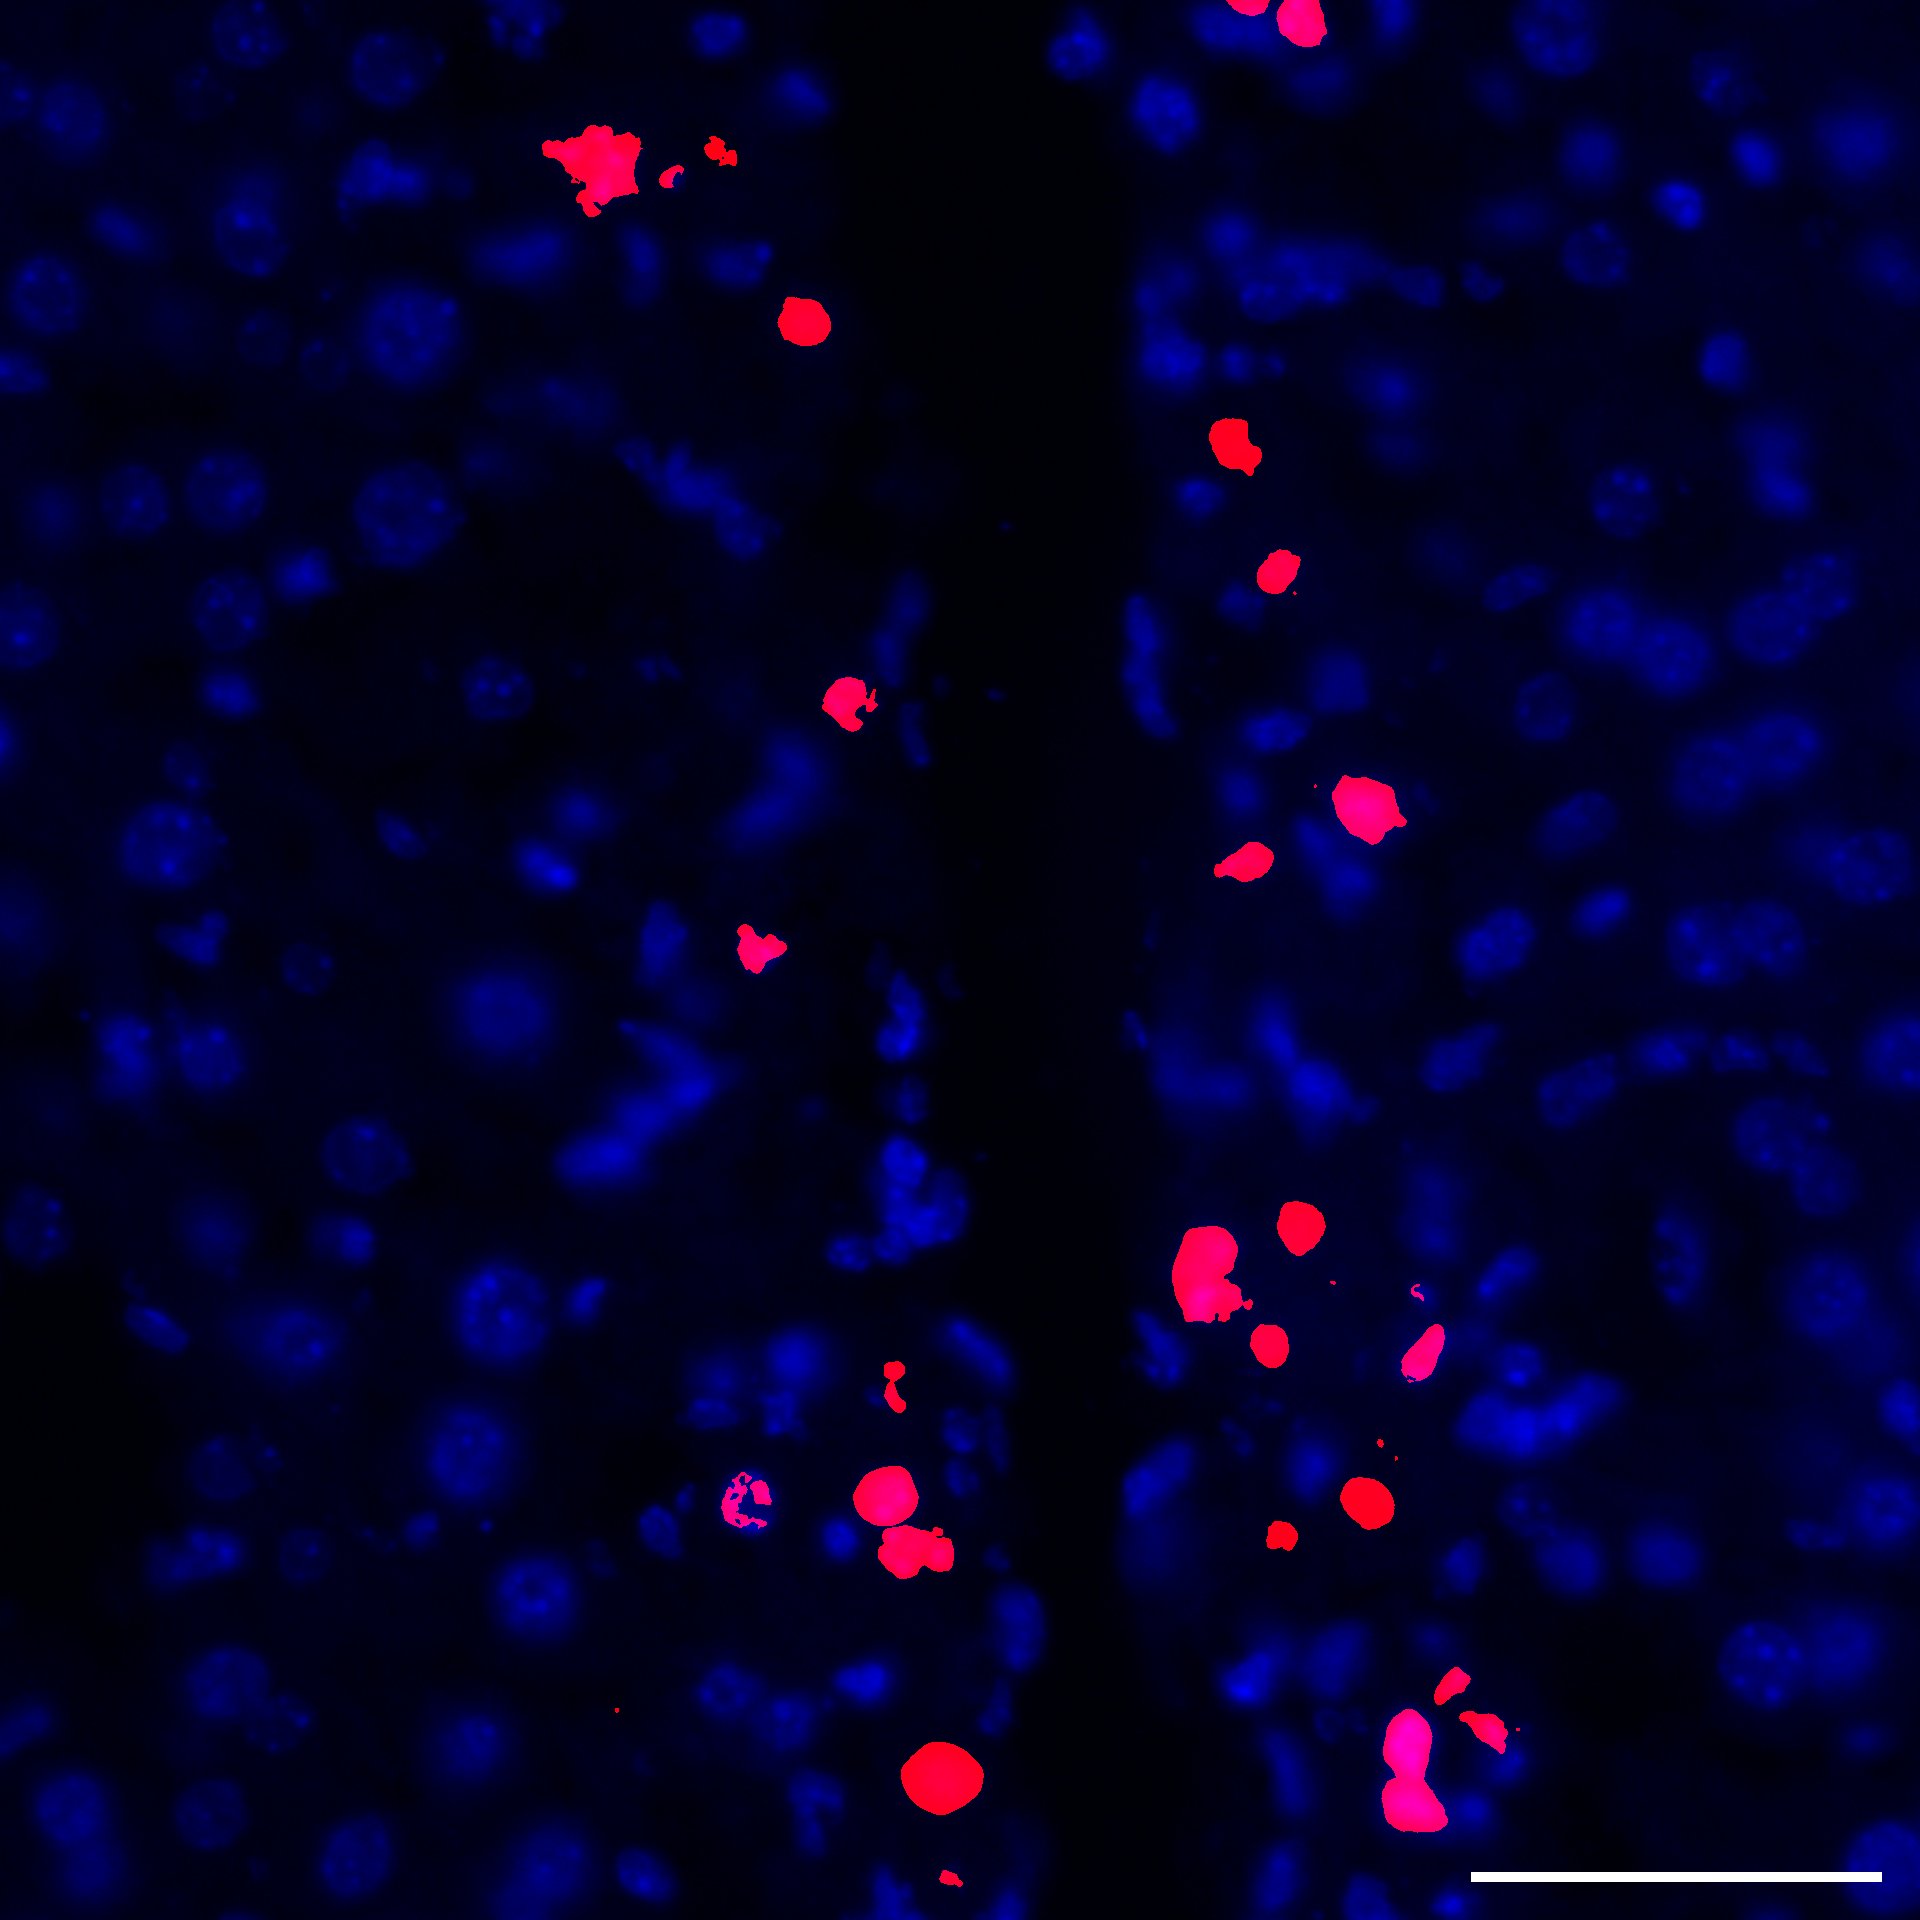

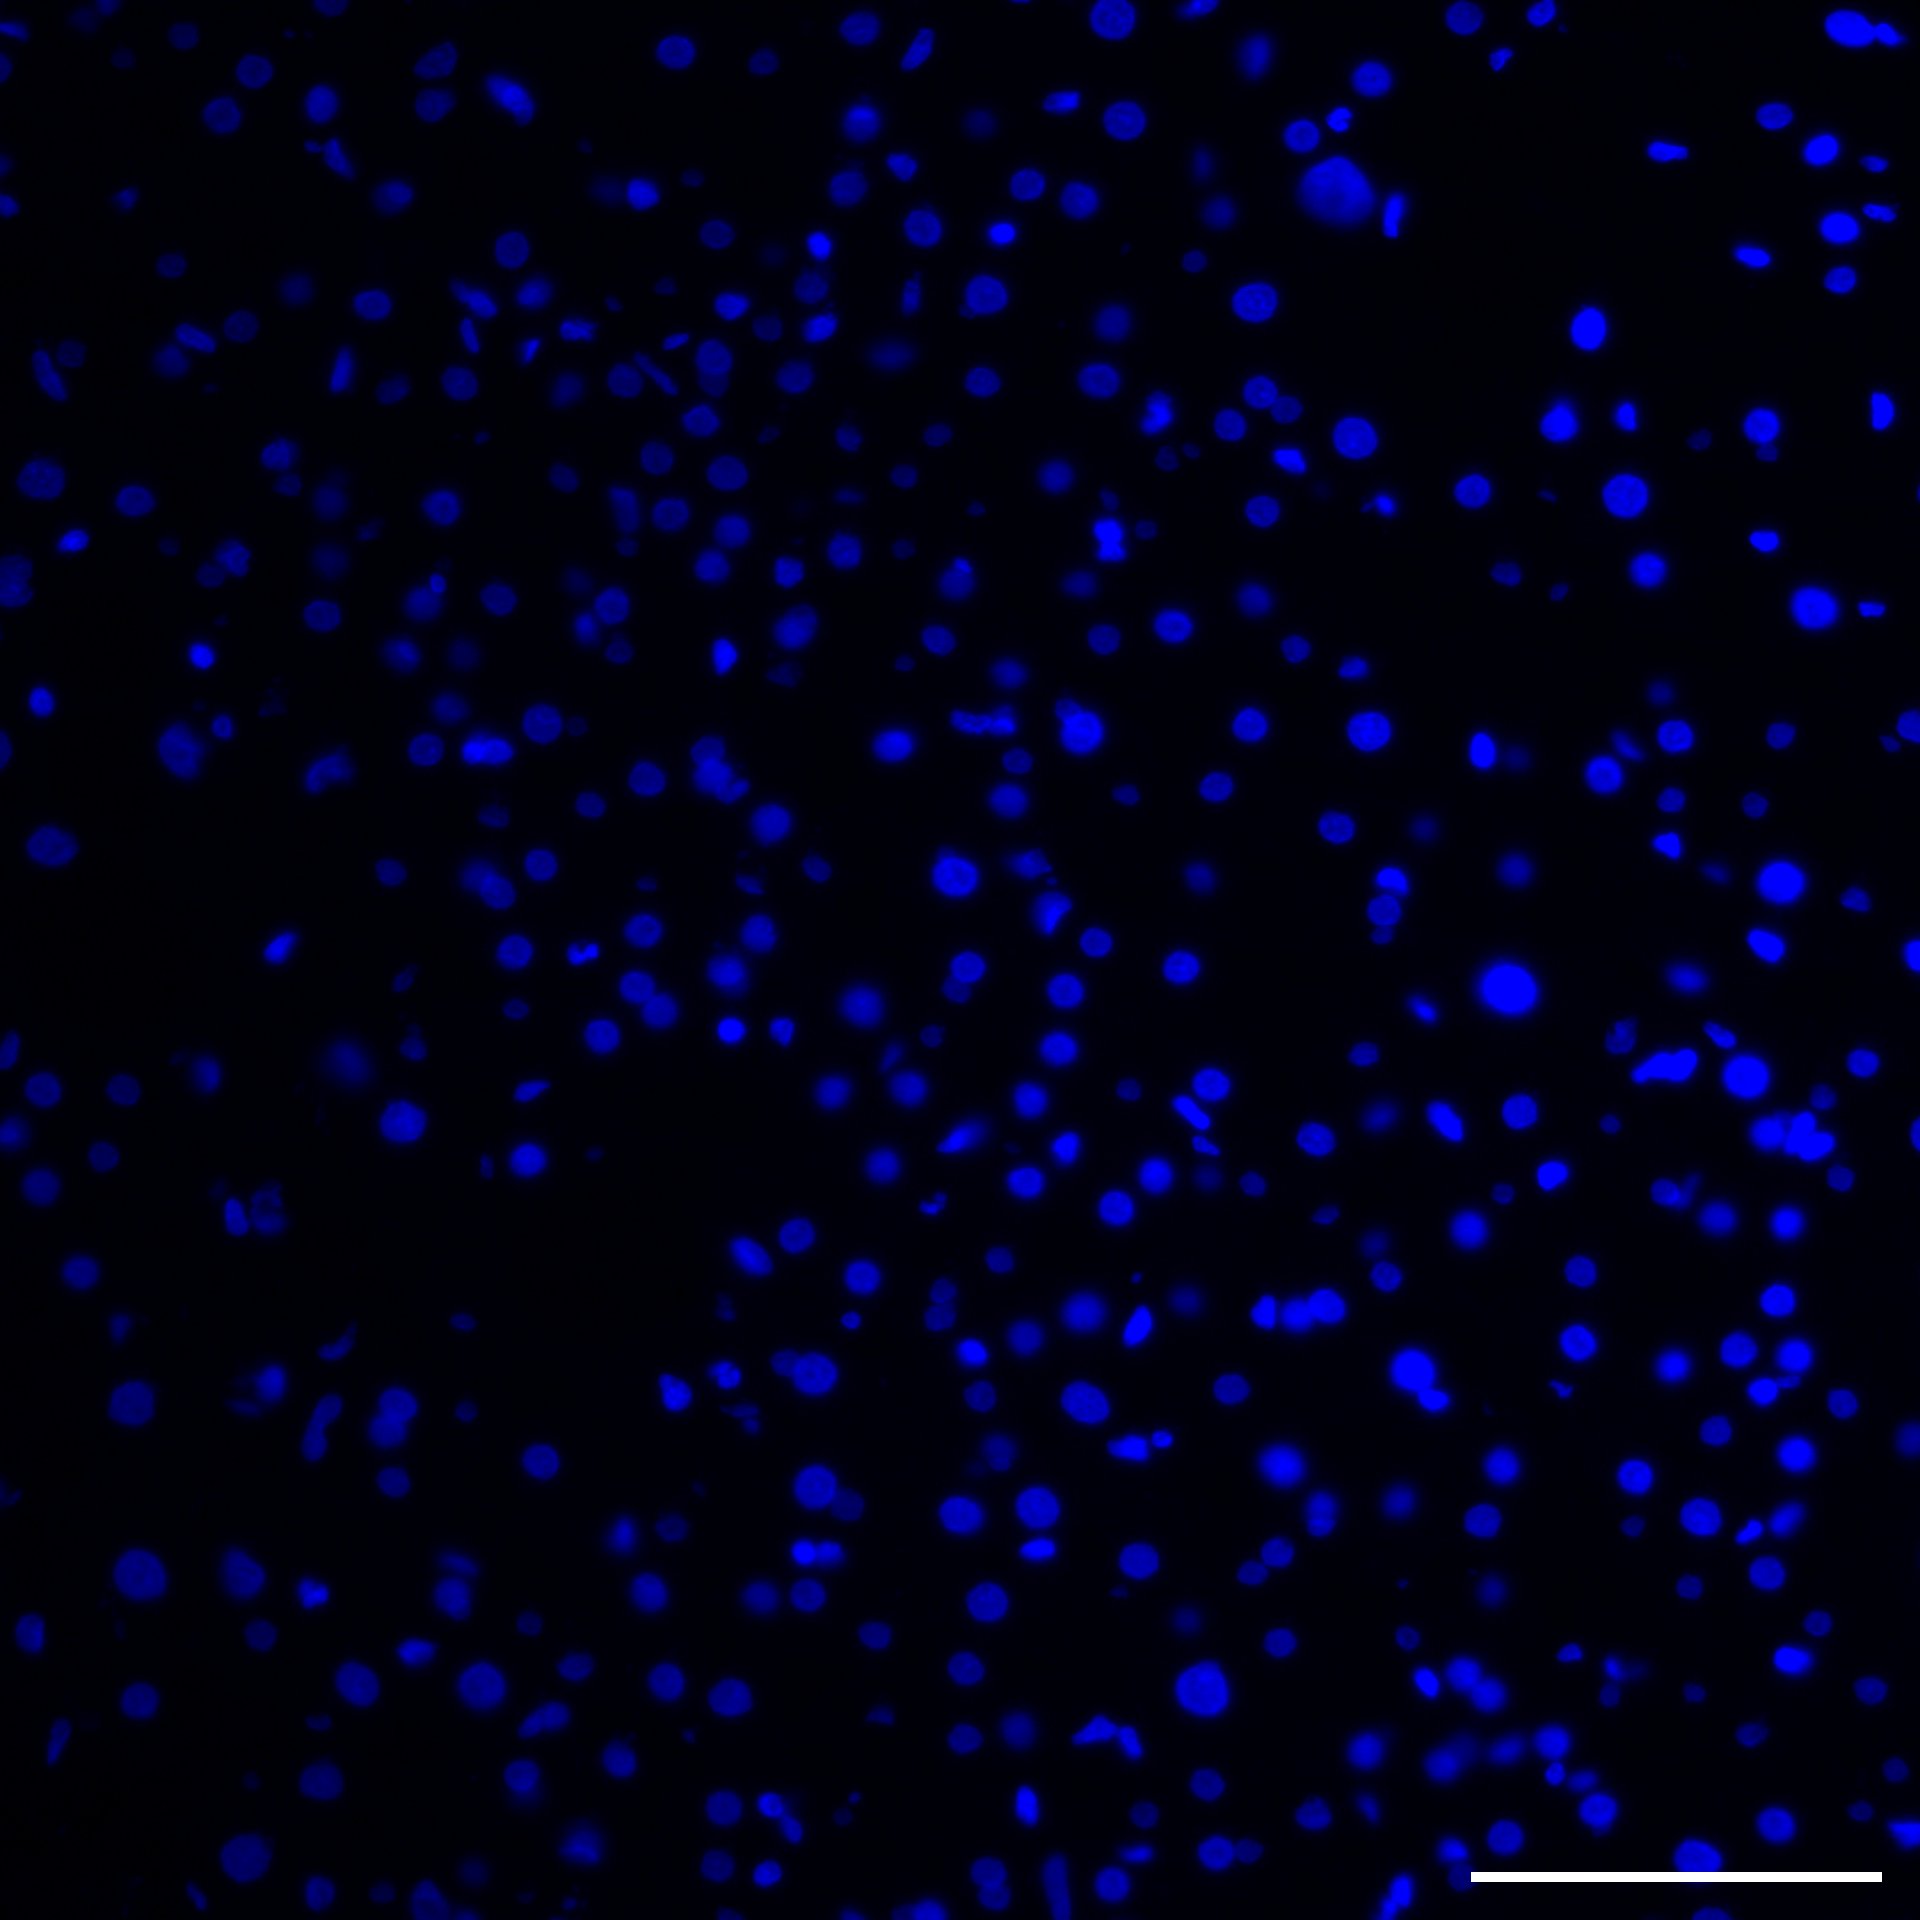

TUNEL

**Fig. S2. Positive control and control with omission of labelling enzyme for TUNEL in human liver biopsy specimens.**

(A)TUNEL in liver tissue from *Gpx4^fl/fl^ AlbCreERT2^Tg/+^* mouse fed the standard diet and sacrificed upon clinical deterioration after intraperitoneal administration of tamoxifen (100mg/kg bodyweight). Nuclei in the pericentral region are terminal deoxynucleotidyl transferase dUTP nick end labelling (TUNEL) positive (red), while all nuclei are counterstained with DAPI (blue). (B) Upon omission of the labelling enzyme solution, no TUNEL positivity is observed. Scale bar 200µm, 100x magnification.

Figure S3.

HNEJ-1 Omission primary antibody

Control

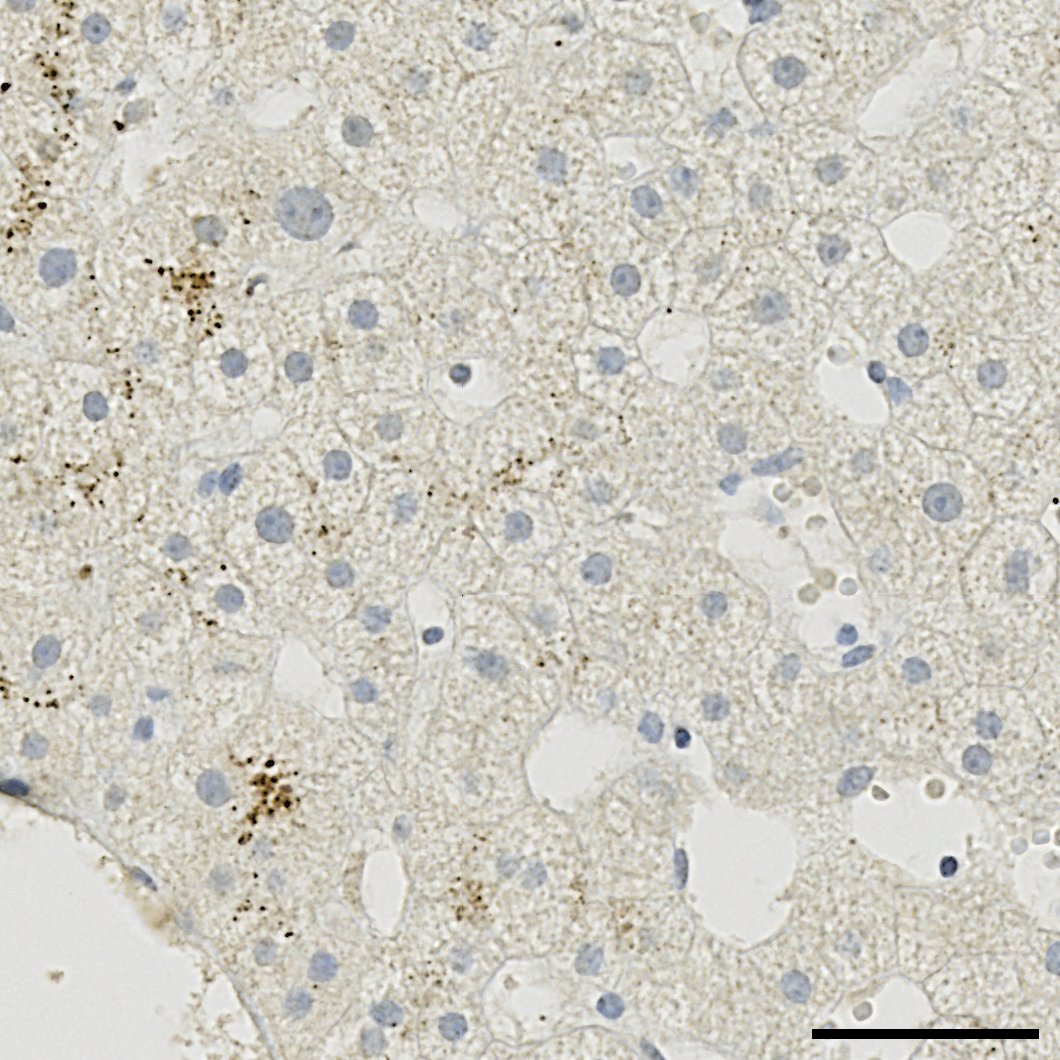

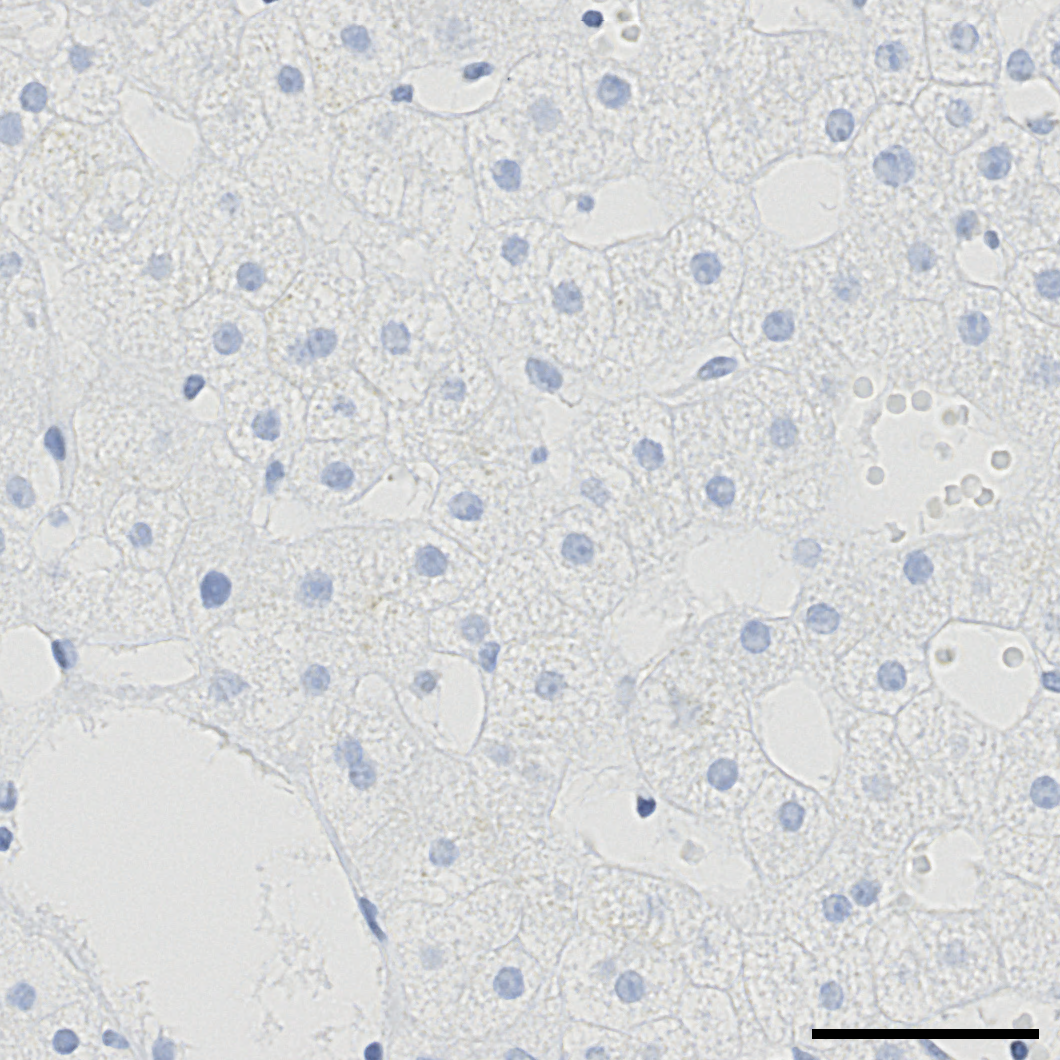

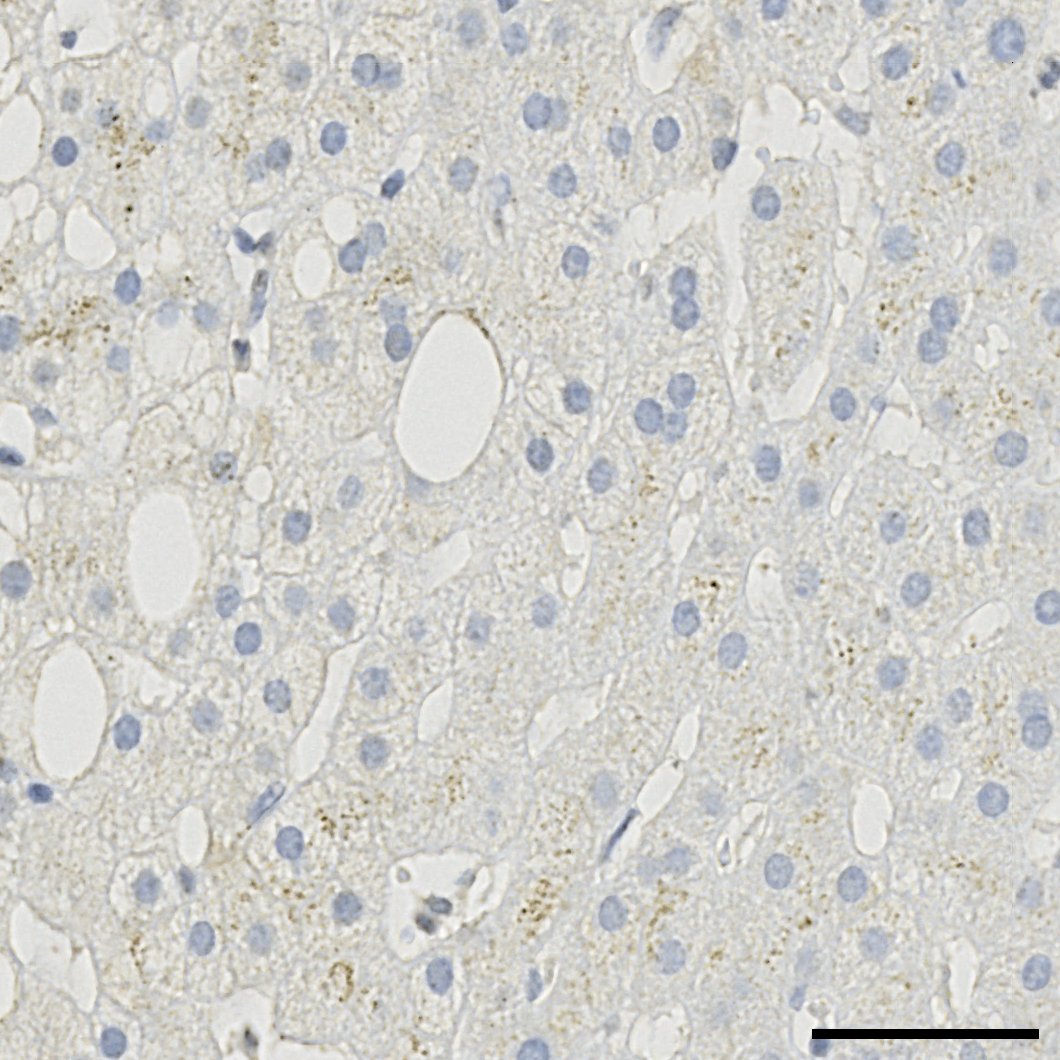

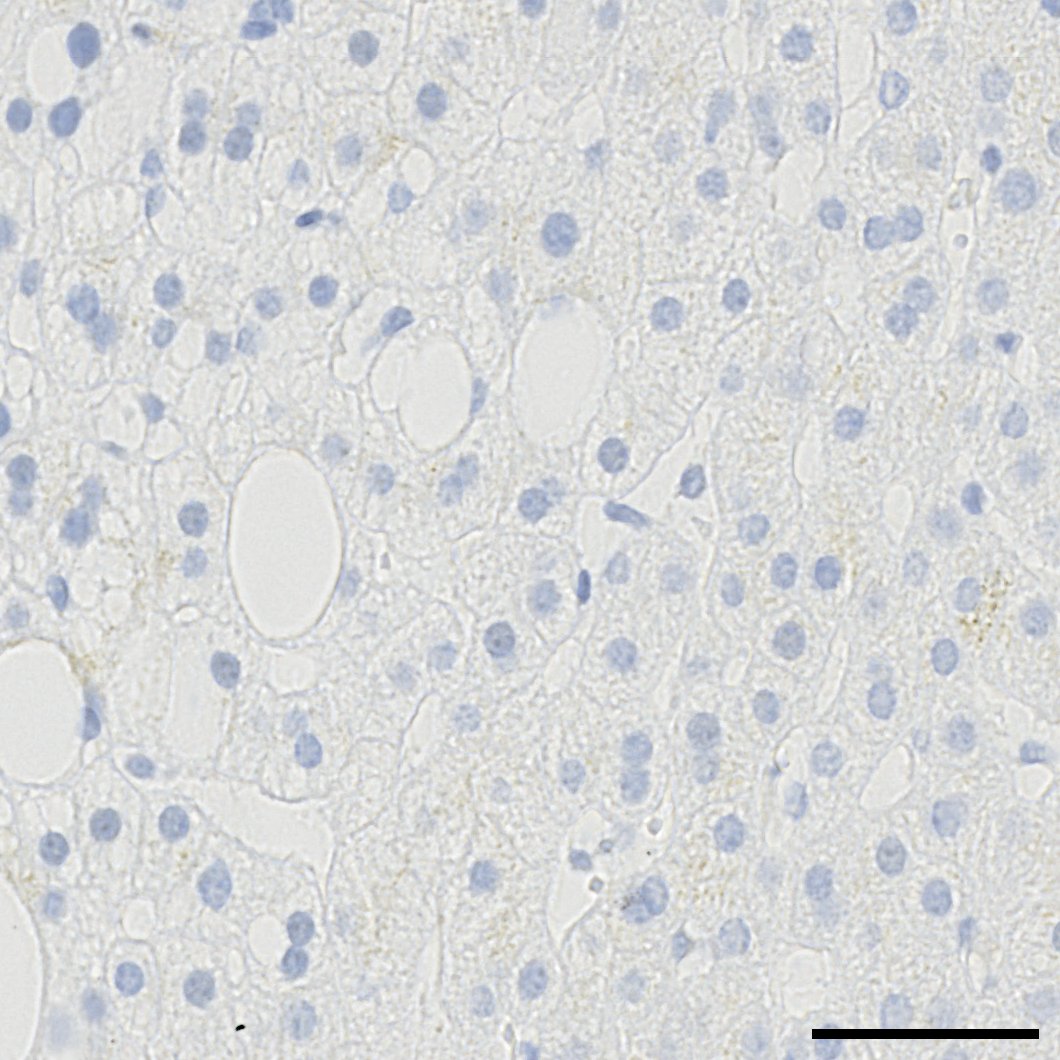

MASL

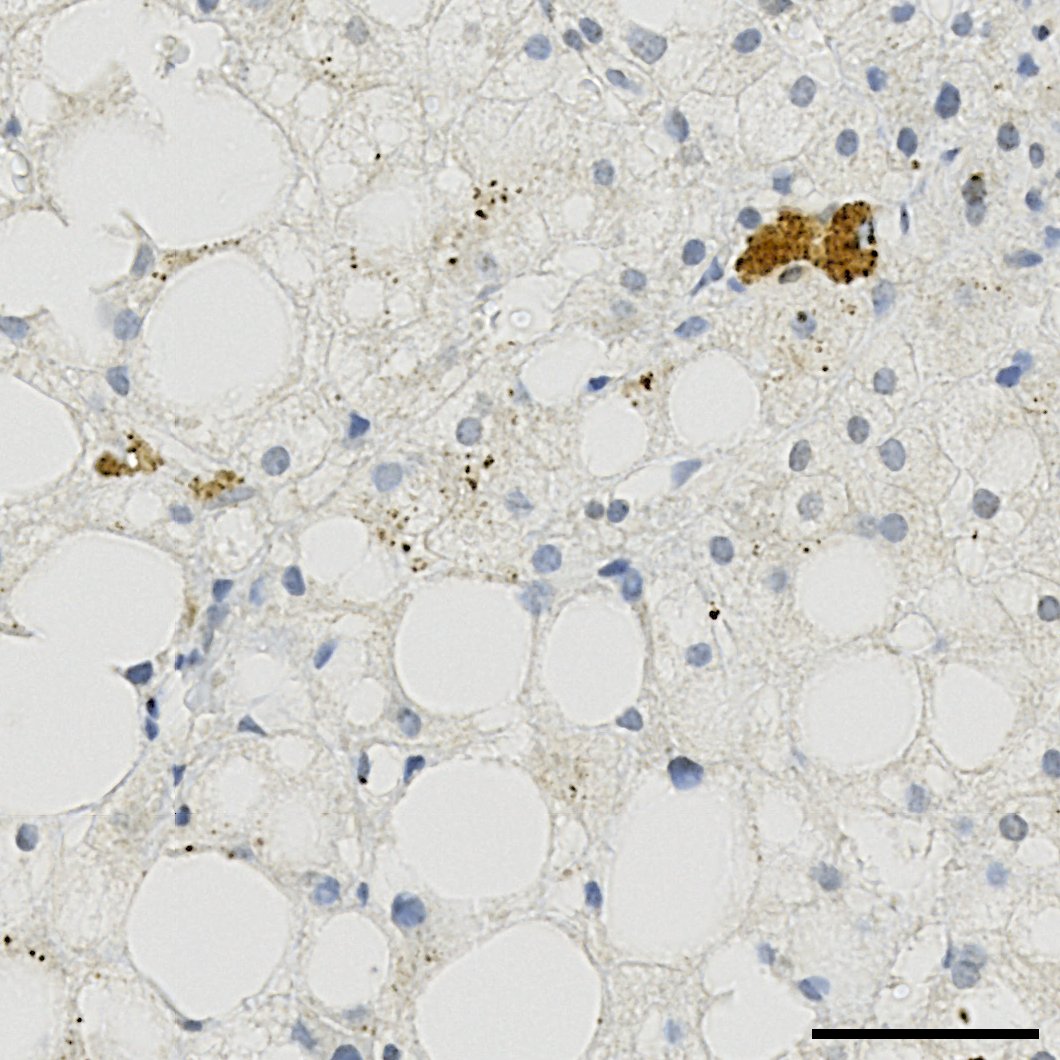

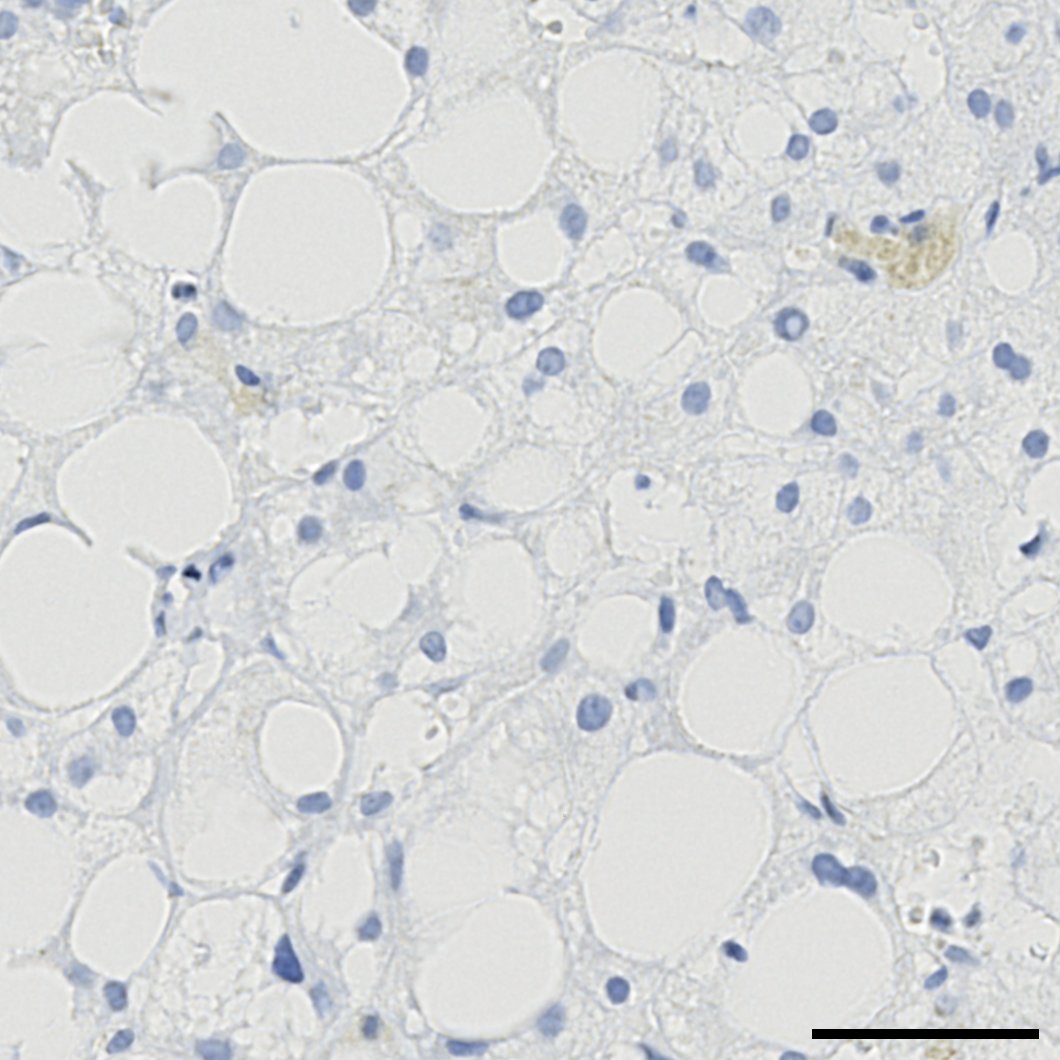

MASH F0-1

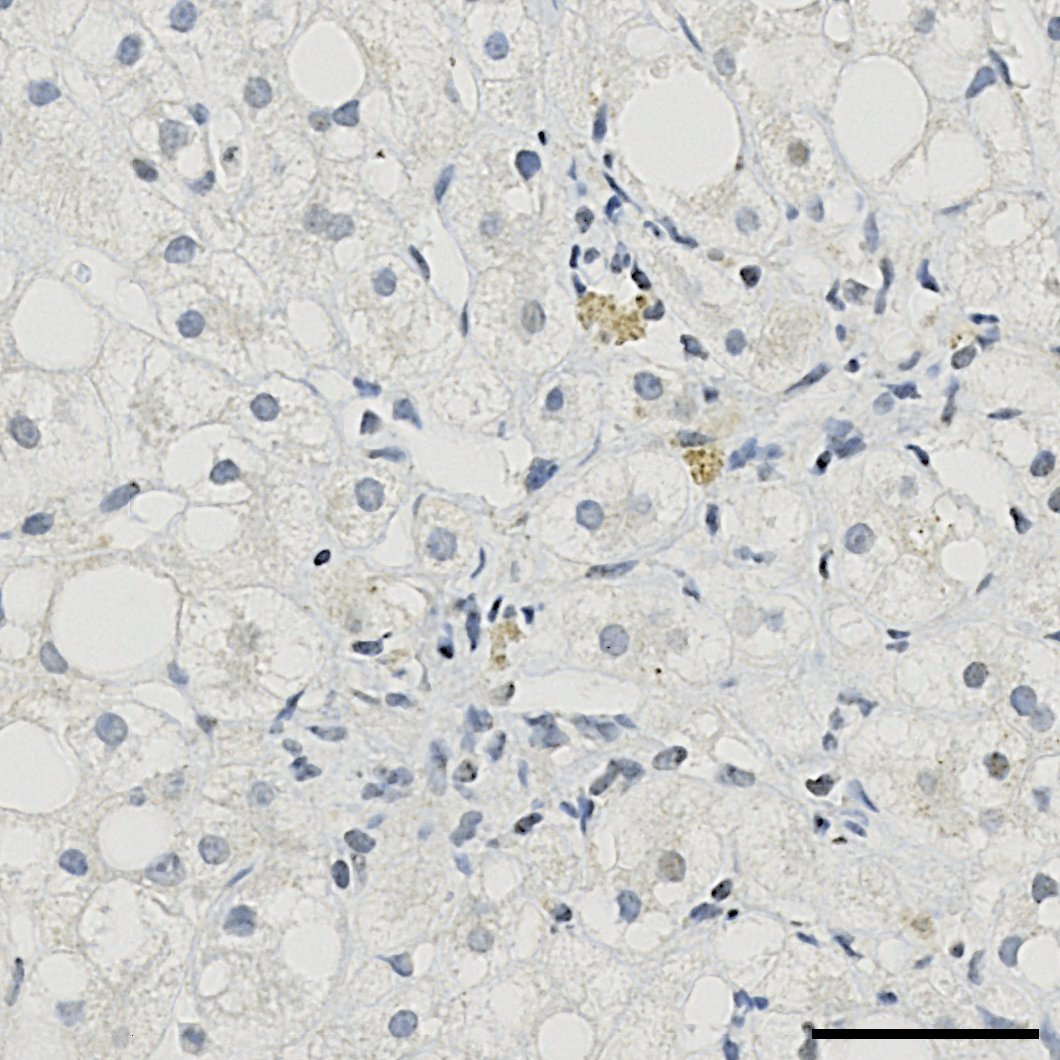

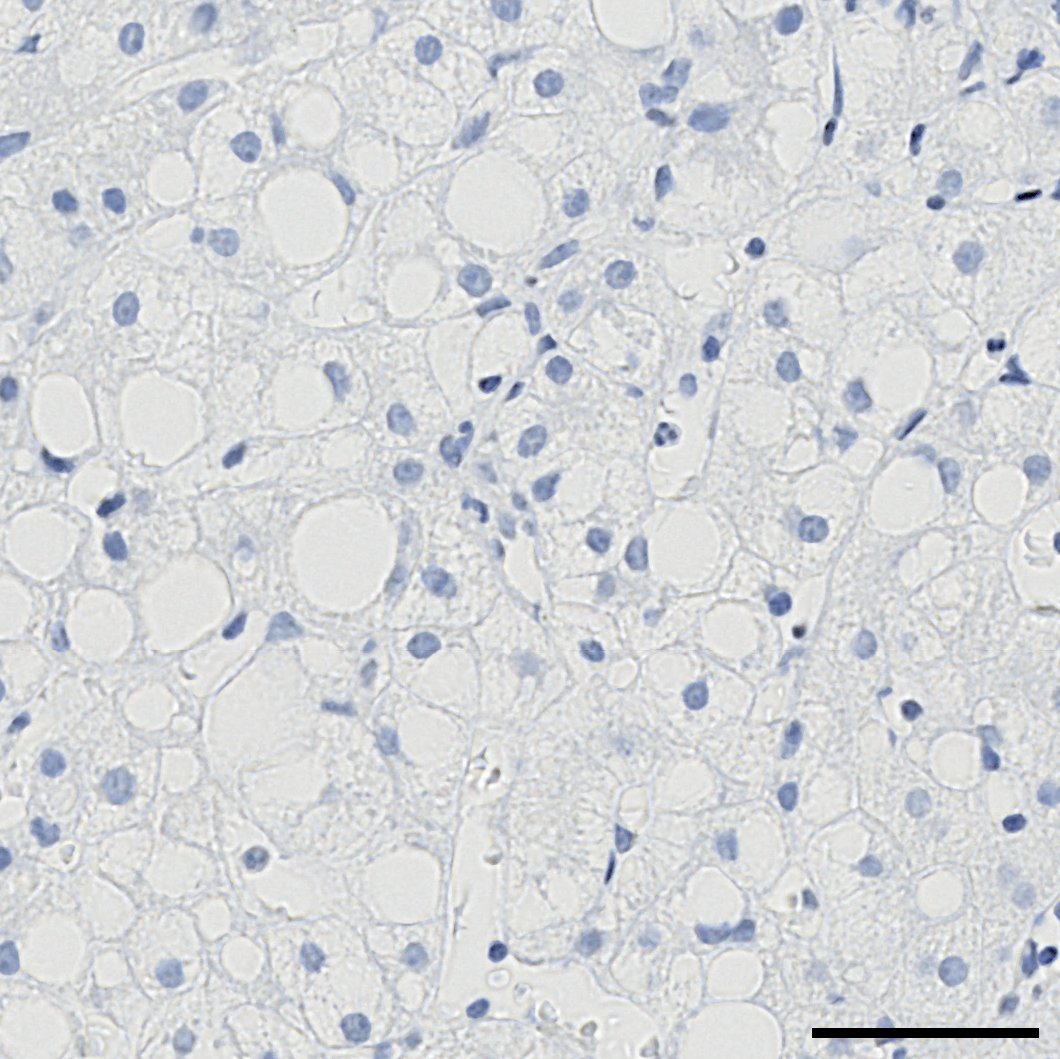

MASH F2-3

**Fig. S3. Immunohistochemistry for hepatic 4HNE in human liver biopsies and controls with omission of primary antibody HNEJ-1.**

Representative images from immunohistochemistry (IHC) for 4HNE, using the HNEJ-1 primary antibody, in patients with normal liver histology (Control), isolated steatosis (MASL), metabolic dysfunction-associated steatohepatitis without significant fibrosis (MASH F0-1) and metabolic dysfunction-associated steatohepatitis with significant fibrosis (MASH F2-3). Extracellular dense aggregates of 4HNE positivity were recognized as remnants of ferroptotic cell death (red arrows). 4HNE positive fine cytoplasmic granules in hepatocytes were considered lipofuscin (black arrow). Magnification 400x, scale bar 50µm.

Figure S4

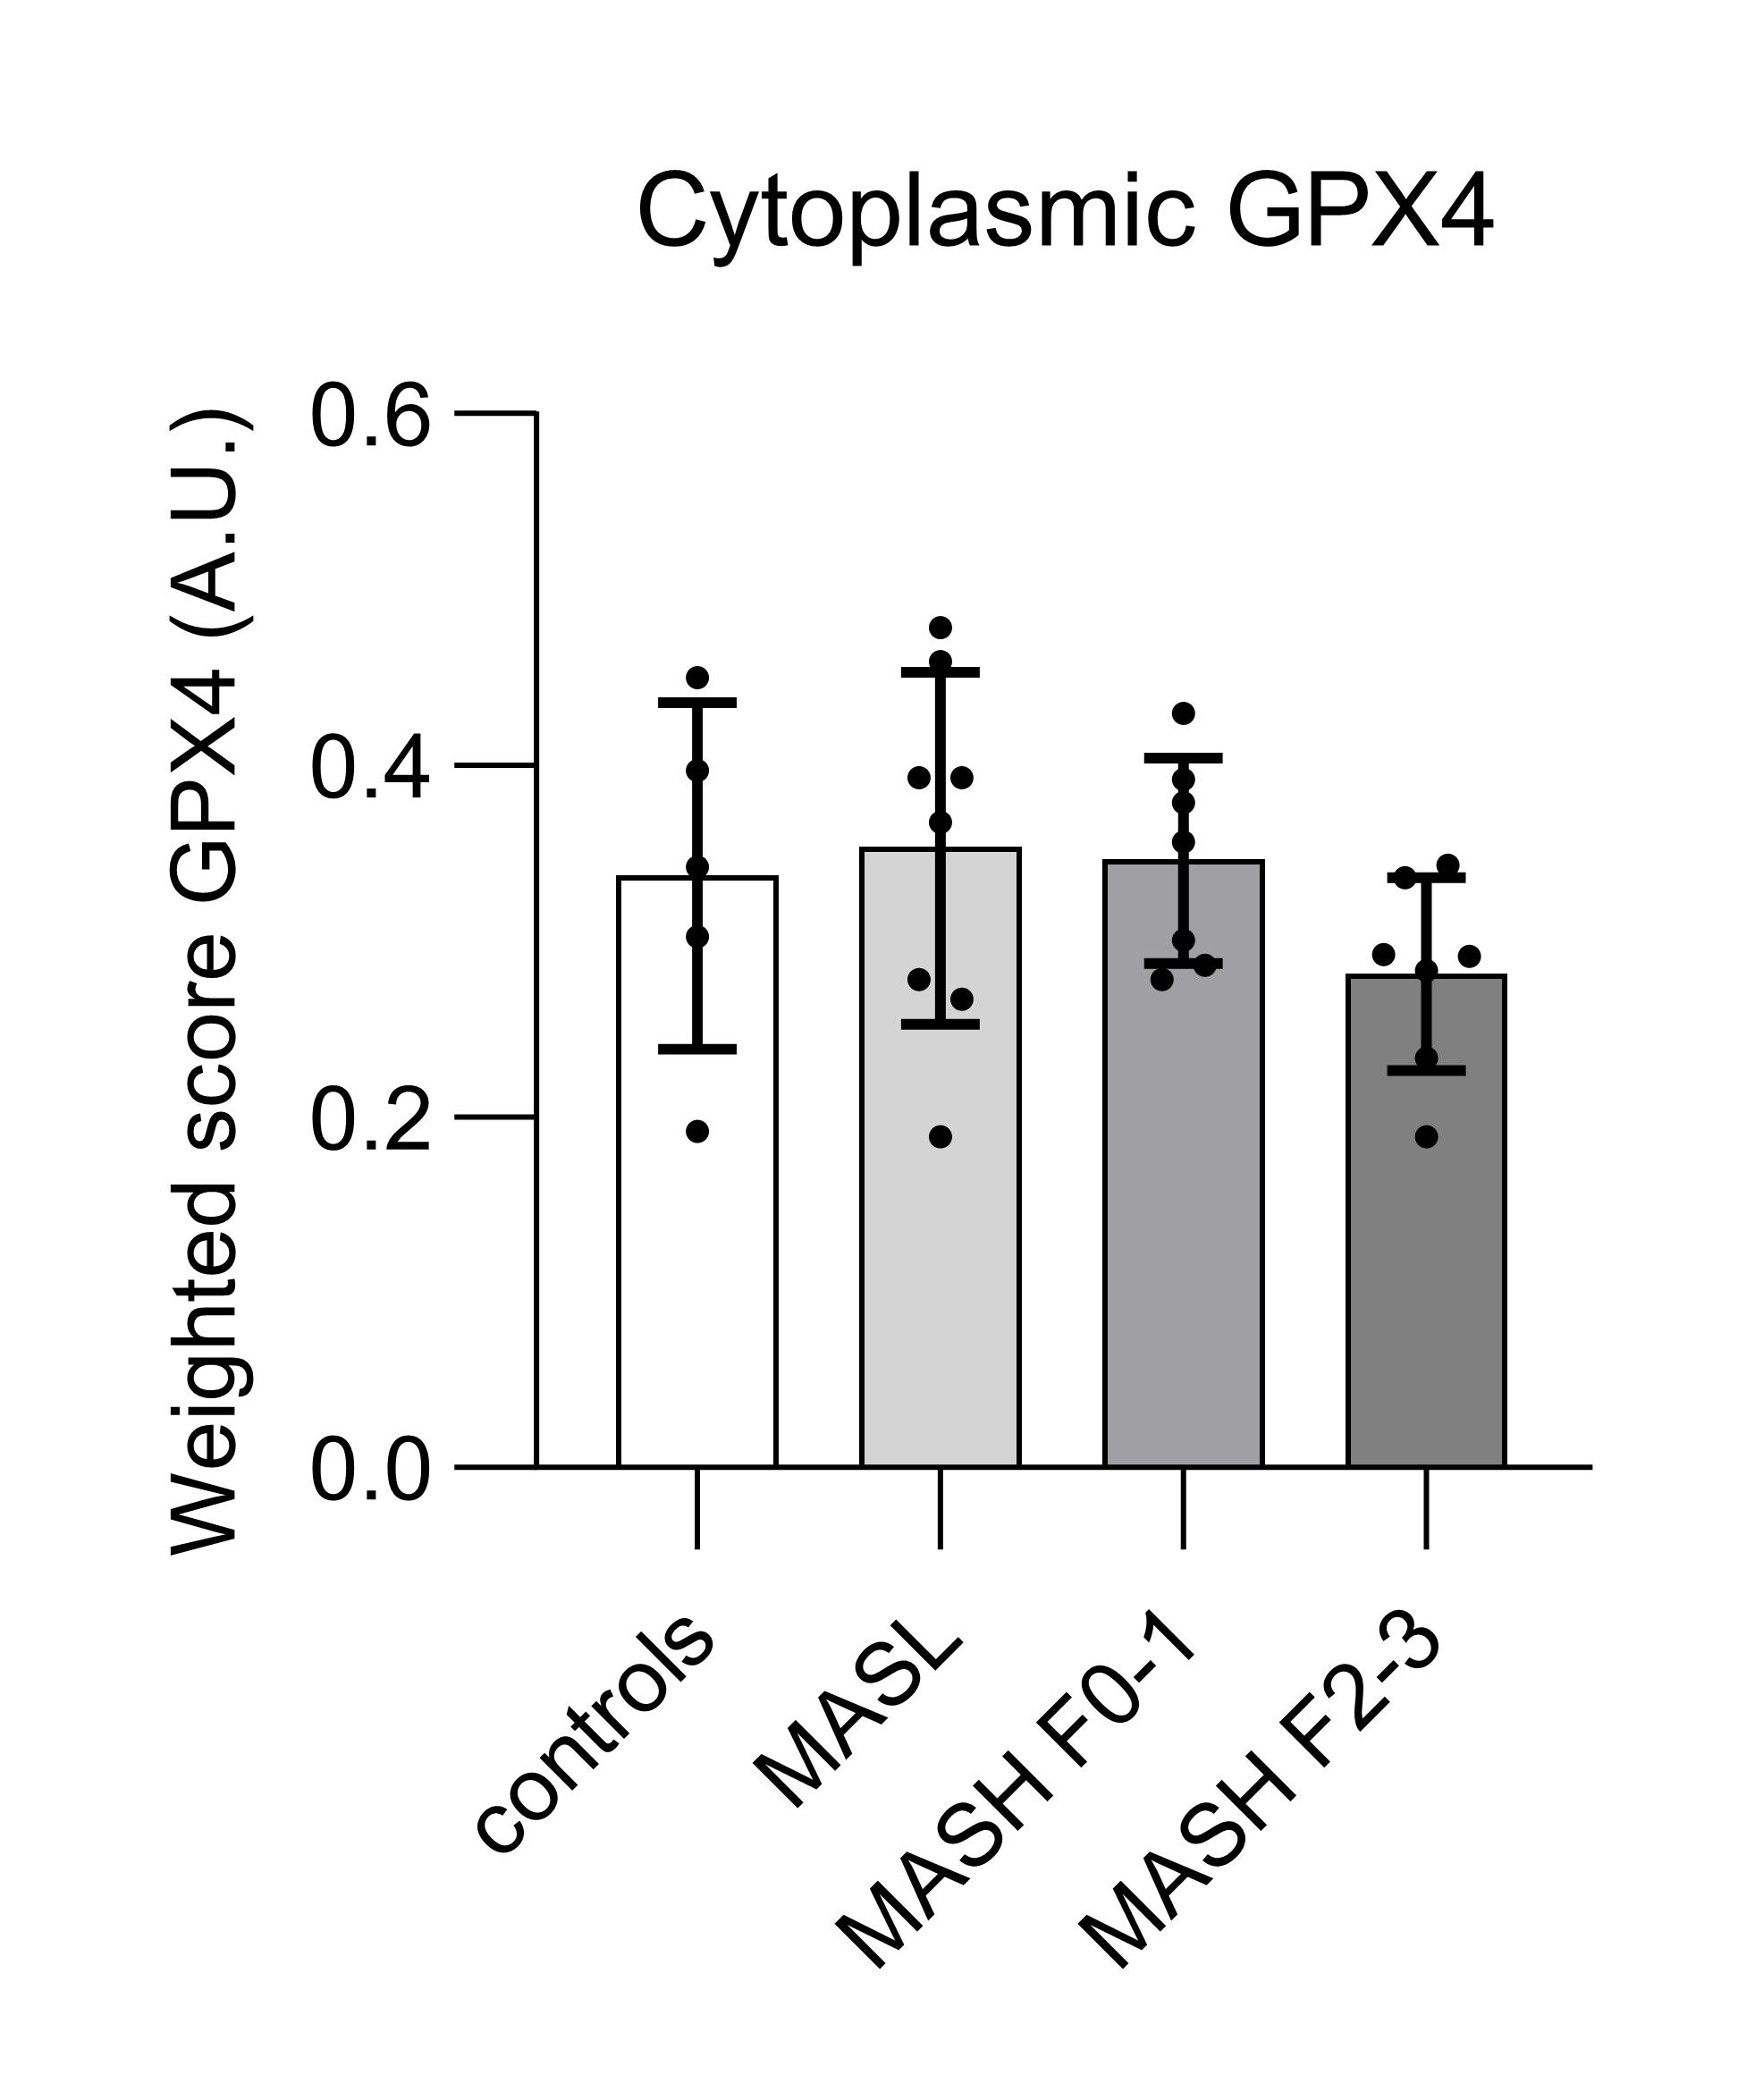

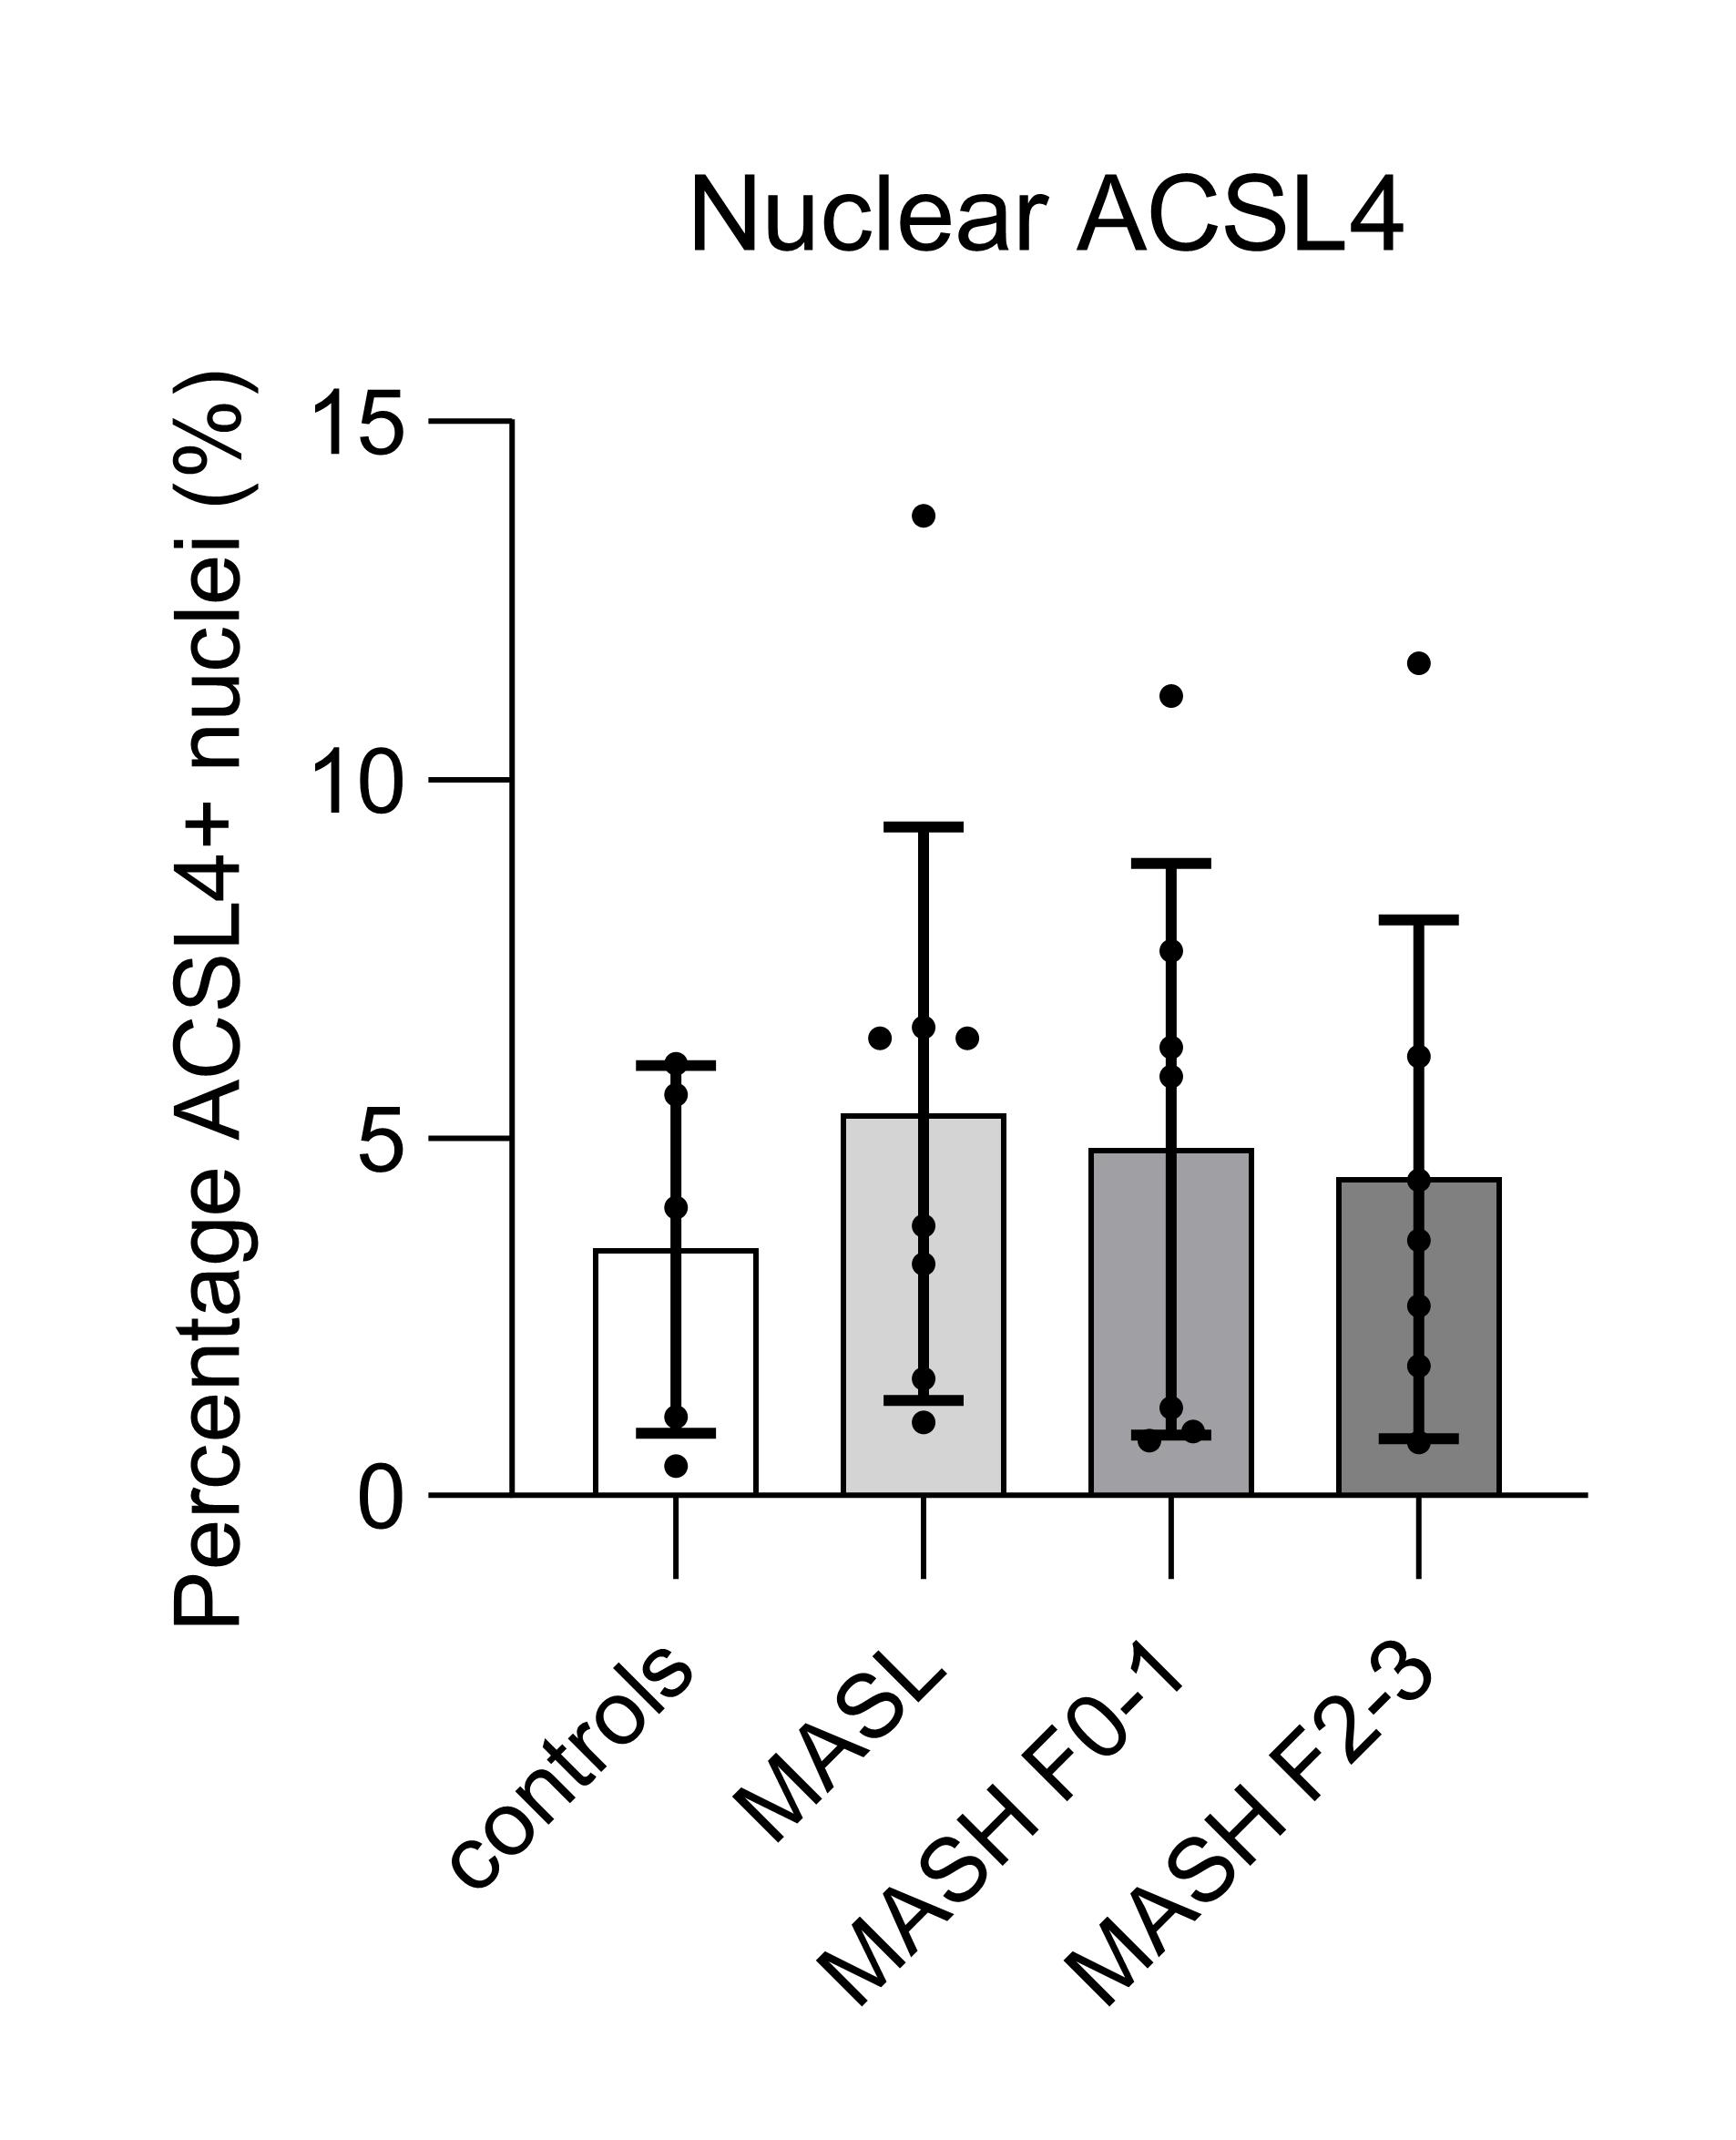

B

A

**Fig. S4. Quantification of nuclear GPX4 and cytoplasmic ACSL4 in human MASLD and controls.**

After reconstruction of hepatocyte in human needle liver biopsies with nuclei and accompanying cytoplasm, the presence of epitopes glutathione peroxidase 4 (GPX4) (A) and acyl-CoA synthetase long chain family member 4 (ACSL4) (B) was quantified in cytoplasm and nuclei, respectively. Data presented as mean ± standard deviation. Kruskal-Wallis test: p = 0.3118 and p = 0.7002 for cytoplasmic GPX4 and nuclear ACSL4, respectively.

Figure S5

A

Positive control Omission of Ferricyanide

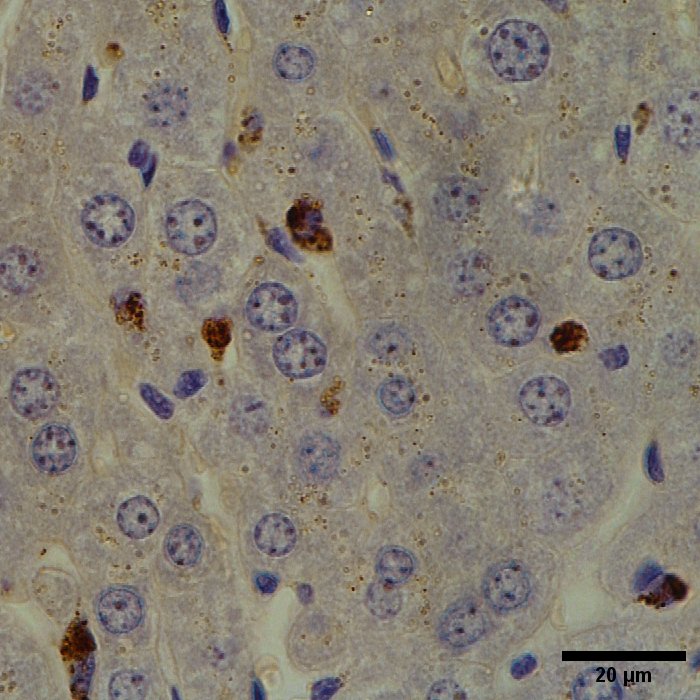

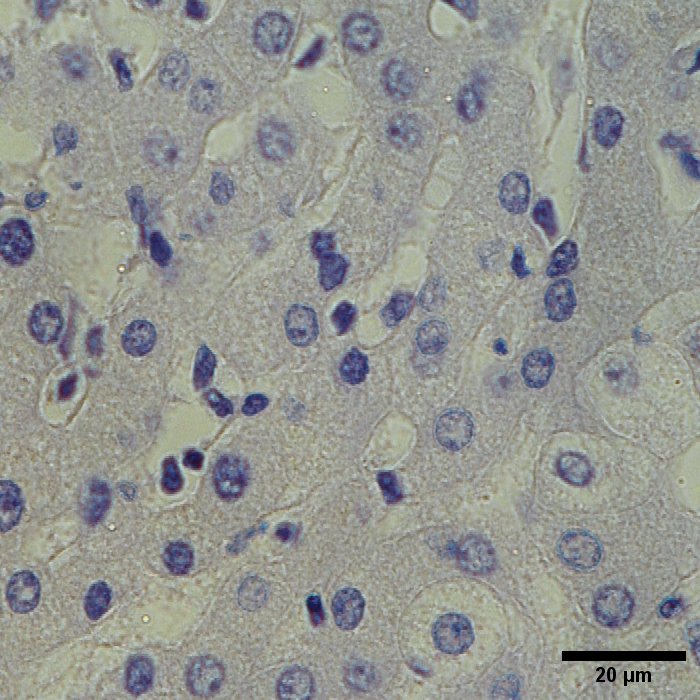

Control MASL

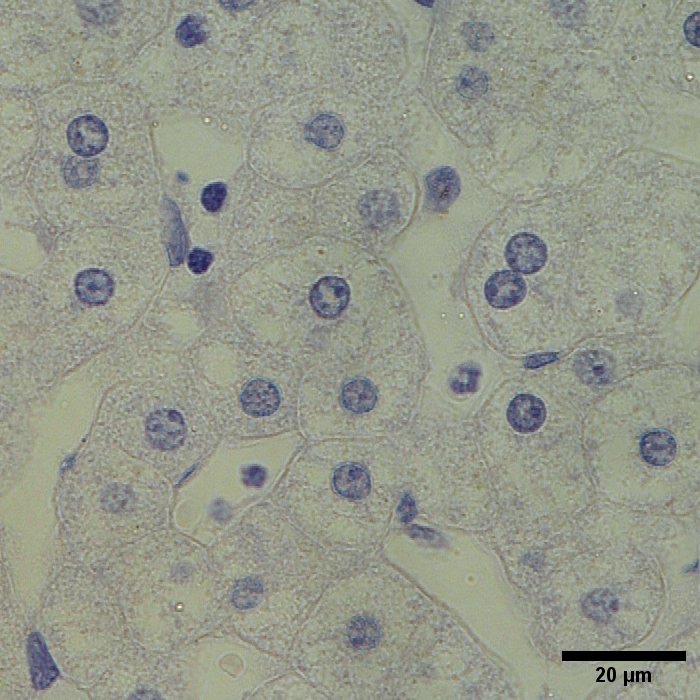

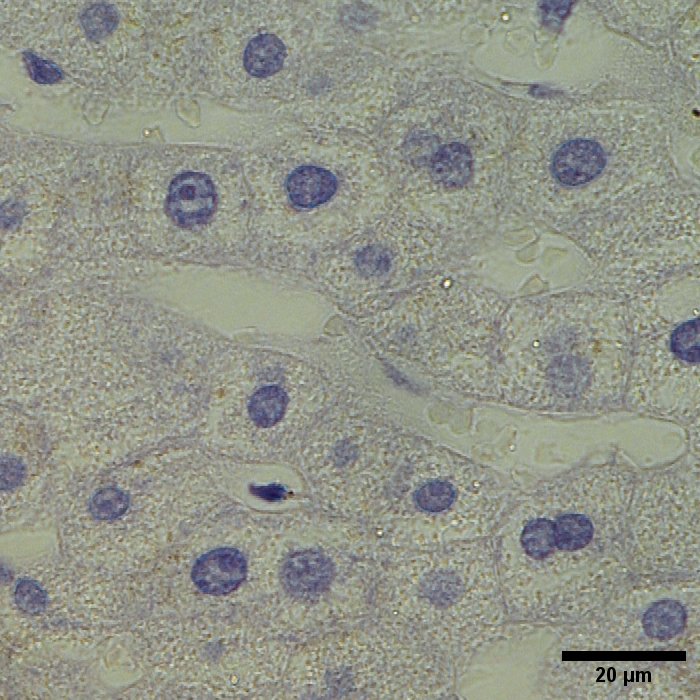

MASH F0-1 MASH F2-3

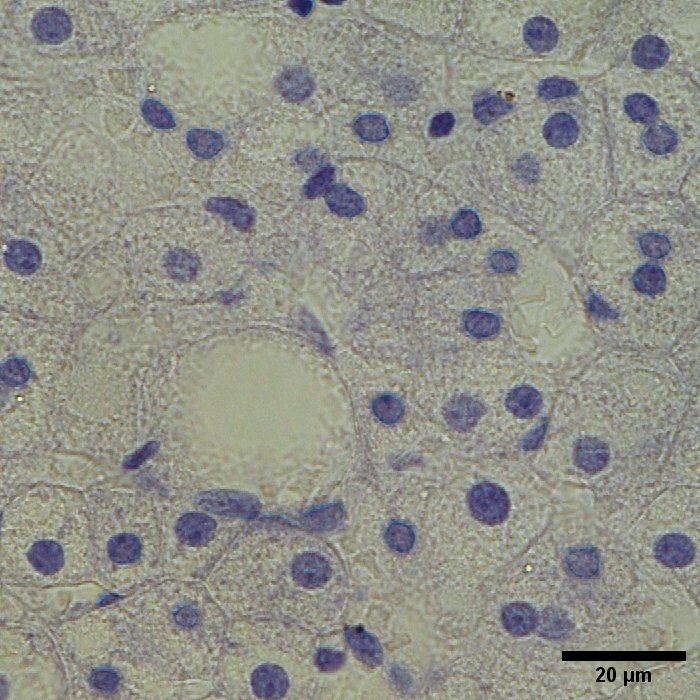

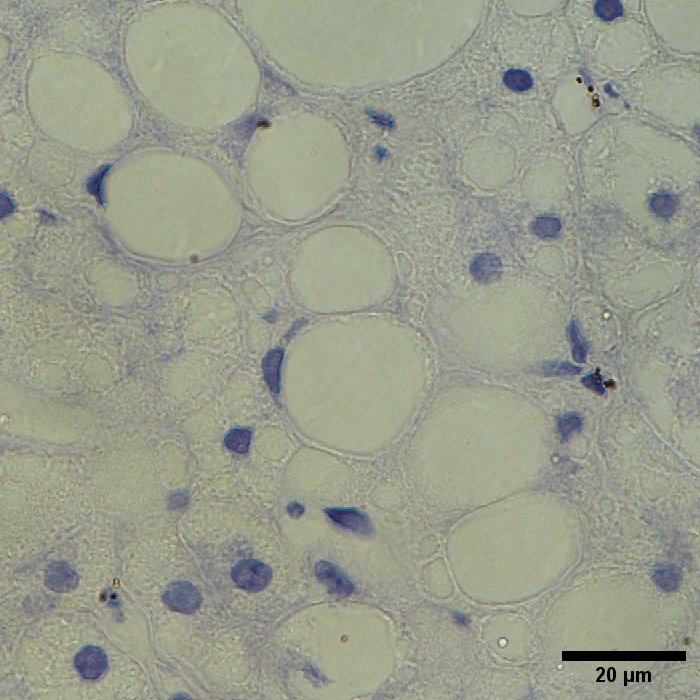

B

**Fig. S5. A subset of human MASLD patients displays aggregates of sinusoidal ferrous iron in liver biopsy specimens.**

(A) Representative images from non-heme ferrous iron stain in liver needle biopsies from controls and different histologic groups of MASLD patients using the method described by Turnbull. Red arrows point towards 3,3′-Diaminobenzidine positive granules of ferrous iron, located in sinusoidal cells. The positive control consists of liver tissue derived from a mouse that received an intraperitoneal injection of iron(II)sulphate heptahydrate (300mg/kg bodyweight). Scale bar 20µm, magnification 400x. (B) Scoring of non-heme ferrous iron stain as negative or positive for the presence of 3,3′-Diaminobenzidine positive granules in sinusoidal cells per histologic group.

Figure S6

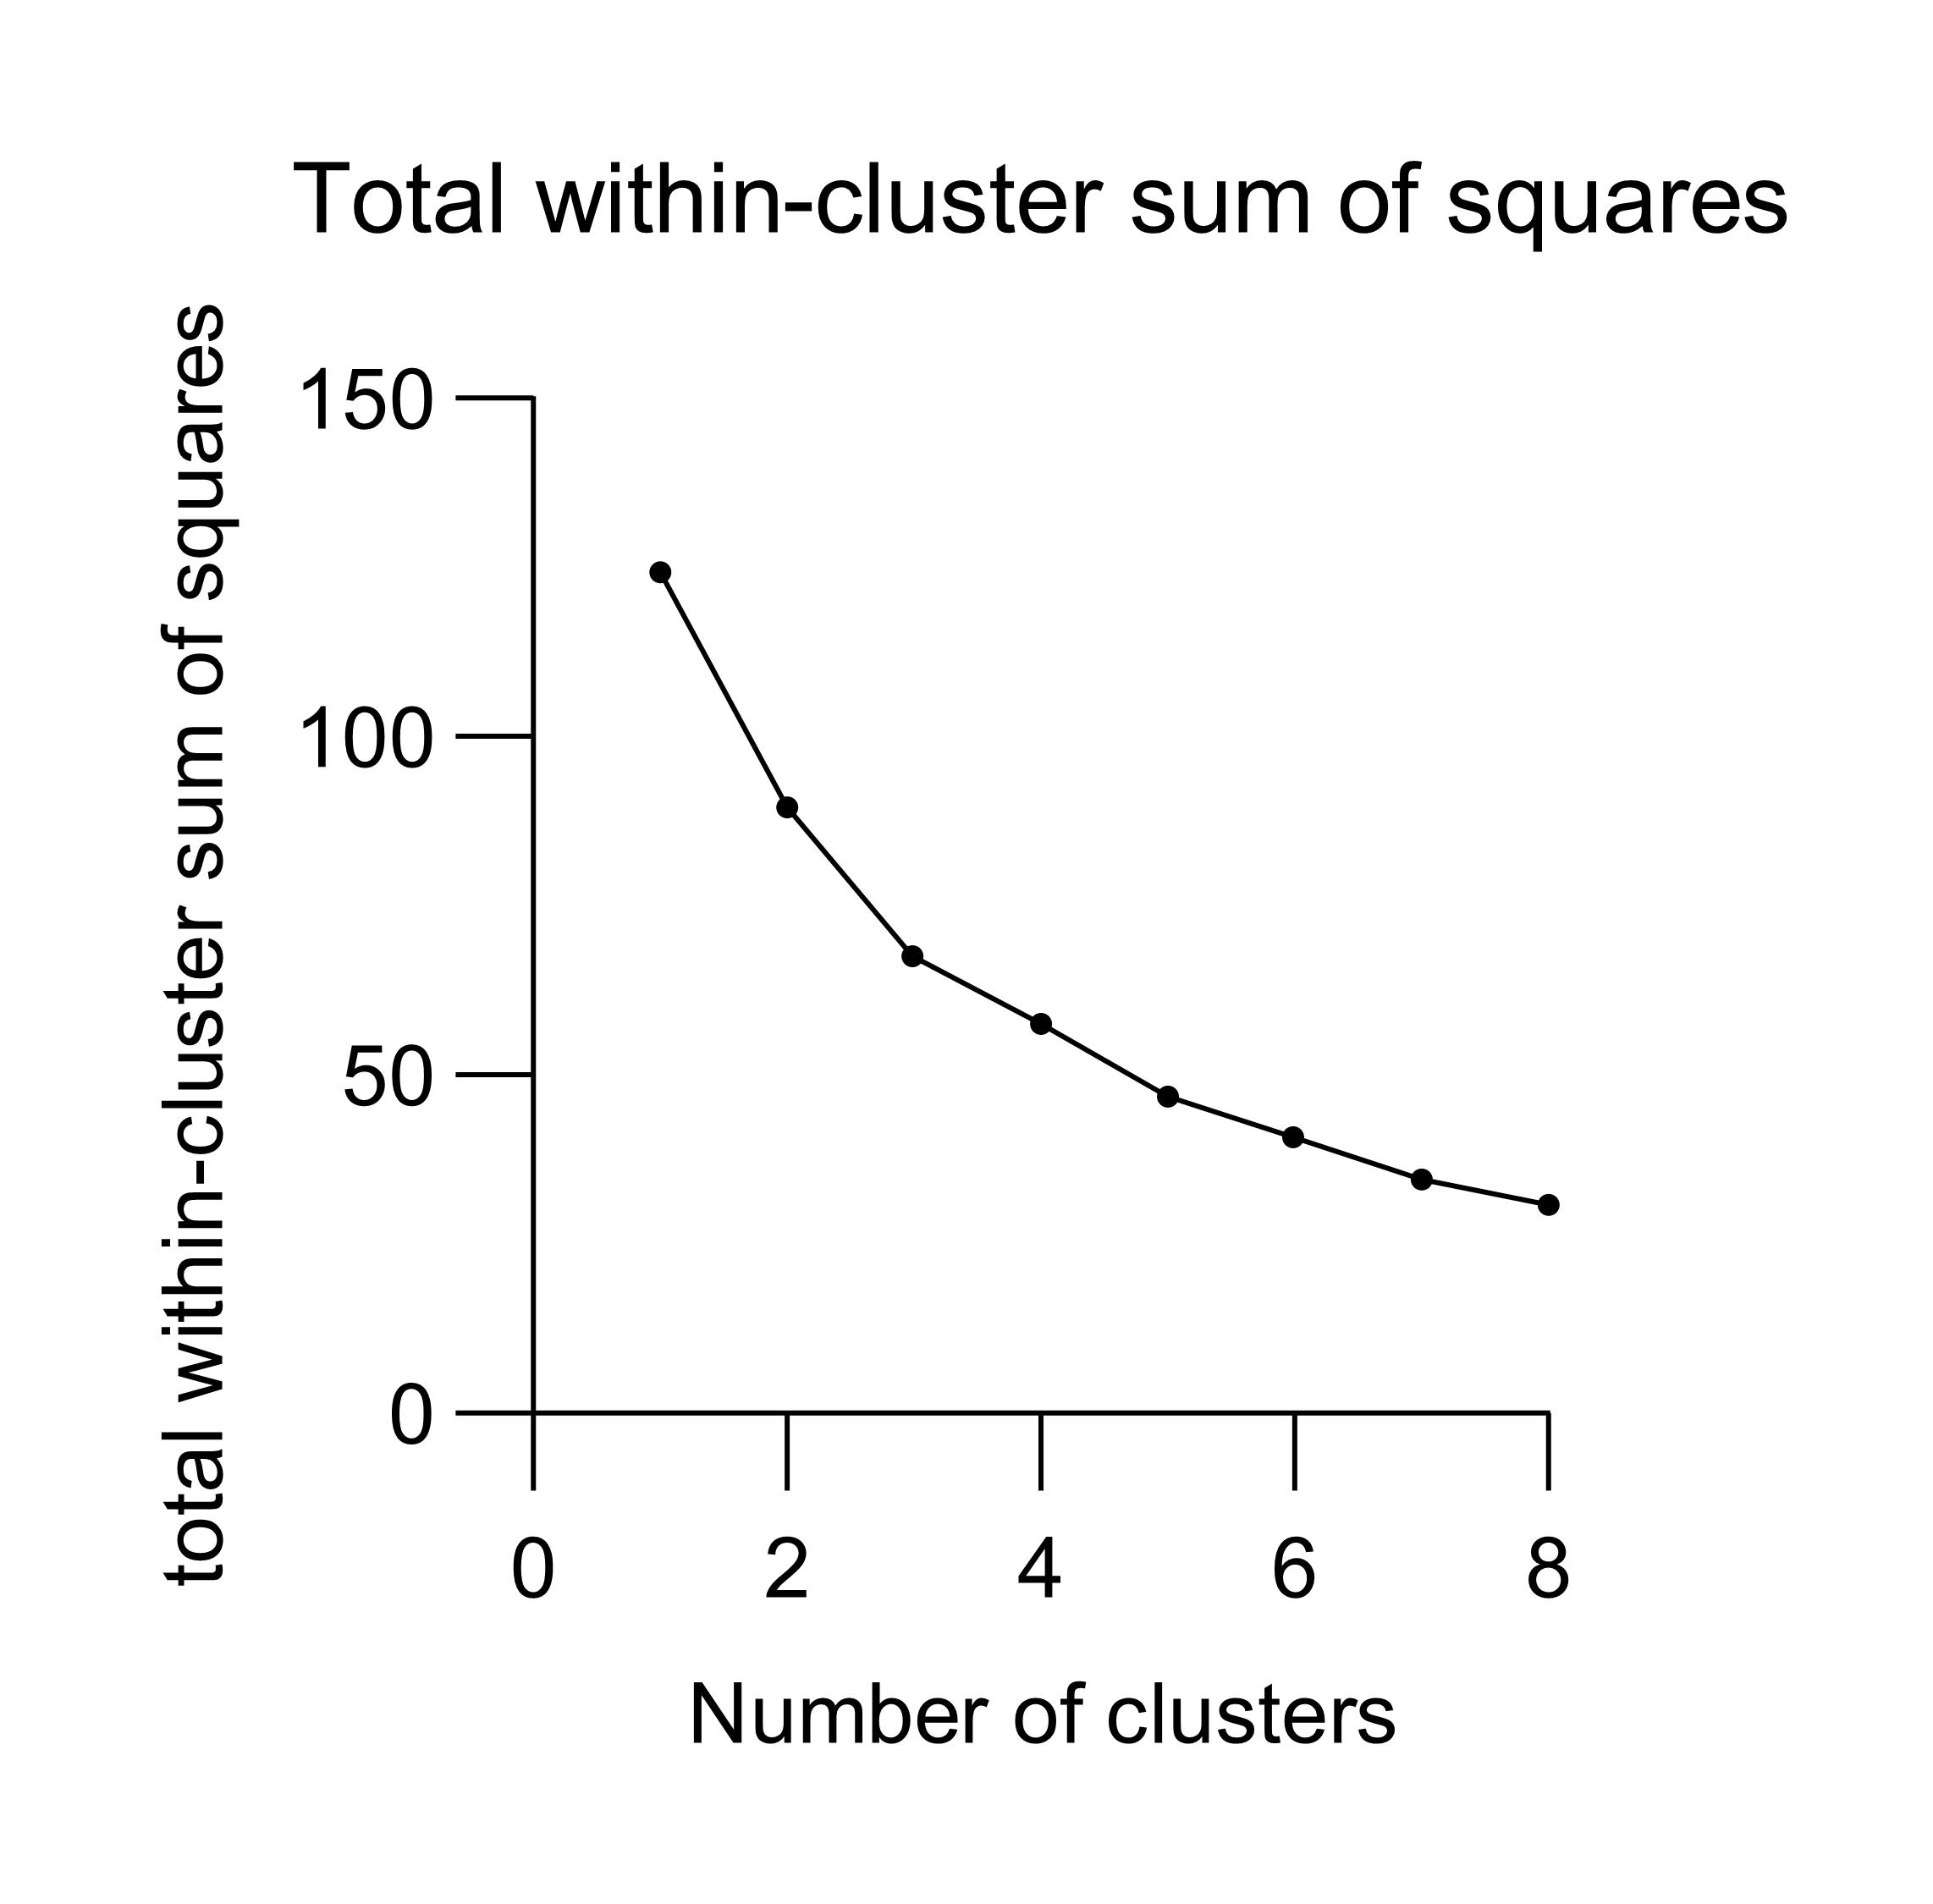

How the deposited data were processed for this re-analysis (not part of the article)

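Poly(A) RNA of HepG2 cells was sequenced from 6 samples kept in the MASH environment with OA/PA and 6 kept in control medium. The authors trimmed reads with SeqPurge, aligned them with STAR to GRCh38 and counted reads per gene with featureCounts, and the deposited counts are whole numbers per Ensembl gene, without normalization and without pooling of samples. Conditions and sample numbers were taken from the sample labels and doses from the paper's methods. The 12 files hold the same 60649 gene identifiers, of which 60463 were matched to GENCODE release 44 for symbols, coordinates, exon length and GC content. Coordinates are on GRCh38, the build named by the paper.

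From the counts, genes with a count over 10 in at least 3 samples were kept, after the paper's methods, which left 16982. Counts were normalized with TMM in edgeR 4.0.16 under R 4.3.3, and OA/PA was compared with control by the quasi-likelihood test with condition as the only term. P-values were adjusted by the method of Benjamini and Hochberg, with 0.05 as the threshold. CPM values use the TMM factors, and log2 CPM values use a prior count of 2. Gene set enrichment used fgsea 1.28.0 with a fixed seed on the 4 sets of Table S2, since the paper's text does not name the ranking. Scores per sample were compared by exact permutation of the 924 assignments of the 12 samples into 6 and 6. Gene lists were tested with camera (correlation 0.01) and fry of limma 3.58.1 on voom values. DESeq2 1.42.0 was an alternative. On simulated counts for 6 OA/PA against 6 control samples, with 200 genes changed and 15455 genes tested, the edgeR test recovered 97.0% of the changed genes, and 6.73% of the genes it called were false. The 200 genes were changed by a log2 fold change of 1 either way, and the simulated runs did not differ. These rates therefore do not carry over to the real comparison, where far more genes were called and the runs differed.

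Both samples of a condition and run differed by more than sampling noise, with a chi-square per gene between 3.45 and 15.7, and samples of different runs differed more, between 20.7 and 125.7, so none was a second sequencing of another library. All 12 were counted as samples, and whether both samples of a condition and run are independent cultures was not settled by these values, so their sums were an alternative. The control and OA/PA samples of a run deviated together from their group means, with correlations across genes of 0.20, 0.16 and 0.146 in the 3 runs, so the runs were treated as pairing the samples. The pairing comes from the numbers in the labels alone. The fit without the block was kept as fixed before the data were examined, and the block was an alternative.

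The alternatives fixed before the data were examined were DESeq2's size factors or total counts in place of TMM, filterByExpr or no filter, DESeq2, the run as a block, summed libraries of a condition and run, each run and each library left out, a fold change of at least 1.5, other rankings and an unweighted GSEA. The genes named are the 30 of Table S2, members of the gene lists, and the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05, a mean of at least 1 CPM and no overlap between OA/PA and control samples. The gene lists, also fixed before the data were examined, were targets of NF-κB, TGF-β, PPAR-α, SREBP, NRF2 (outside the 30 genes) and ATF4, S-phase genes, hepatocyte genes, ferroptosis regulators outside the 30 genes, phosphatidylglycerol synthesis genes and fatty acid uptake genes. The identifier of SOD2 of the NF-κB list in GENCODE release 44 is not among those of the counts, so it was left out, and 10 genes of the lists did not pass the filter. Among these, INSIG1 (SREBP list), ME1 (NRF2 list) and COL4A1 (TGF-β list) had highest counts of 3, 0 and 13. Why their counts were so low was not established, and the counts were left as deposited. Values are relative to the total RNA of a sample, so a change in RNA per cell would not be seen. The lipidomics, cell death and animal experiments were not analysed here. The results of some genes are not reported.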

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

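The tests of a mixture with control RNA and of library depth were chosen only after the results were seen.

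The response to OA/PA differed between the 3 runs of sample numbers, as far as both samples of a condition and run are independent. In a test of the interaction of condition and run, 4455 of 16982 genes had an adjusted p-value under 0.05 (edgeR), among them 18 of the 29 ferroptosis-related genes. This test sets the runs against the spread within such pairs only, so if the samples of a pair are not independent cultures, the counts are too high. Of the 12440 genes that differed between OA/PA and control, 12134 had the same sign in all 3 runs, and 3500 were among the genes whose response differed between runs. Of those 18 ferroptosis-related genes, 12 changed least in run 1. The log2 fold change of AKR1C1 was -1.45 in run 1, -3.48 in run 2 and -3.13 in run 3 (interaction adjusted p = 6.14e-12), and that of HAMP was -1.90, -5.92 and -3.64. AIFM2, GCH1 and FADS1 went the other way and changed most in run 1. The log2 fold change of AIFM2 was 1.23 in run 1 against 0.26 and 0.29. That of GCH1 was -0.93 against -0.30 and -0.46, and that of FADS1 was -1.03 against -0.56 and -0.86. FADS2 was lower in run 1 (-0.61) and higher in runs 2 and 3 (0.48 and 0.24). On the first principal component the OA/PA samples of run 1 lay at 58.2 and 62.9, and those of the other runs between 103 and 115. The control samples of run 1 were shifted the same way, at -104.9 and -105 against -87.5 to -86.8 in the other runs. The distance between conditions therefore differed less between runs than the OA/PA values alone.

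Falls were smaller in run 1. Among the 306 genes of at least 5 CPM on average that fell at least 4-fold in run 2, the fall in run 1 was smaller than that in run 3 for 84.3%, whereas among the 617 genes that rose at least 4-fold it was so for 56.1%. With genes chosen in run 3 and compared with run 2, the change in run 1 was smaller for 87.4% of 278 falls and for 64.7% of 550 rises. Lower depth of the run 1 libraries is argued against, since their total counts were 95.6% of the mean of the other OA/PA samples and lay within their range. A mixture of the run 1 OA/PA samples with control cells or RNA stays open. Falls of different size would need about the same control share, 4.47% (95% bootstrap interval 2.92 to 8.25) for falls over 16-fold, 6.14% (5.25 to 7.89) for 4- to 16-fold, 7.12% (5.70 to 8.46) for 2- to 4-fold and 6.90% (5.31 to 8.22) for 1.4- to 2-fold, which goes with a mixture. Rises of 1.4- to 2-fold would need 8.89% (5.83 to 12.2) and rises of 2- to 4-fold 4.59% (-0.49 to 8.02), which goes with it too. Rises of 4- to 16-fold would need -2.85% (-9.59 to 2.27) and rises over 16-fold 28.7% (21.4 to 38.2), which a mixture alone does not give. These shares were seen first, and the test was then replaced by another. A mixture sets a floor for every gene, and 4 of 10411 genes lay below the lower bound of the share that falls of 2- to 4-fold need, 5.7% of control, with their 95% upper limit: SLC22A7 (0.778% of control), DDC (1.97%), HNF4A-AS1 (2.46%) and G6PC1 (3.15%). HNF4A-AS1 was chosen after its values were seen. The 4 genes are among those that fell most, so they do not decide. A difference in the culture or the exposure between runs was not tested, since the design gives none.

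The CPM of GCLM in control sample 46 was far from the others, at 63.8 against 59.1 for the nearest and 56.4 for the farthest. The gap was 0.632 of the range, just above Dixon's 95% critical value for 6 samples. It was the only such sample among 68 groups of 6 samples, and chance gives about 1 in 20, so no explanation was tested.

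Genes that the paper does not discuss changed as sets. The NF-κB targets were higher, with a median log2 fold change of 3.99 and all 19 tested genes called higher, among them NFKBIA (2.94) and ICAM1 (3.99). The median was also 3.99 with the 2 genes that had no count in control set to their lower bound. The TGF-β targets had a median of 2.46, with 13 of 14 higher and CCN2 lower (-1.38). The SREBP targets had a median of -1.06, with 11 of 15 lower and 1 higher. The NRF2 targets outside the 30 genes had a median of -0.986, with 15 of 18 lower. The S-phase genes had a median of -1.62 with all 19 lower, and the hepatocyte genes -1.8 with 17 of 18 lower. The ferroptosis regulators outside the 30 genes had a median of -0.569, with 15 of 21 lower, and 5 of the 21 also belong to other lists. These 7 lists had adjusted p-values between 3.57e-09 and 0.00753 in camera with a preset correlation, and all 7 were also called by fry. None was called with a correlation estimated from the samples, with adjusted p-values between 0.25 and 0.42. That correlation was estimated without the runs as a block, so shifts between runs that genes share count toward it. The scaling did not change a direction: with total counts alone the NF-κB median was 4.03 and the NRF2 median -0.941.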

How the results depend on the processing

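None of the alternatives was chosen after the results were seen. The number of genes that differed between OA/PA and control lay between 10436 and 13598 under the alternatives of normalization, filter, tool, block, summed or left-out libraries, against 12440, and a required fold change of at least 1.5 left 8275, by its own construction. The counts of ferroptosis-related genes lay within 1.5 times of 21 lower and 3 higher in every alternative, with 15 lower and 2 higher at a fold change of at least 1.5 as the smallest. No scaling moved the share of lower genes among those called by over 10 percentage points (48.0% with TMM, 45.0% with total counts alone).

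The sign of the NES was negative for all 4 sets in all 27 alternatives. Ranked by log2 fold change, ferroptosis defenses and GSH were no longer past the threshold: the NES was -1.65 and -1.54 with edgeR (adjusted p = 0.113 for both) and -1.66 and -1.55 with DESeq2 (adjusted p = 0.102 for both). Over all alternatives their adjusted p-values ranged from 0.0042 to 0.113. Their calls held in the other 25 alternatives. Iron passed the threshold only without run 1, with an NES of -1.54 (adjusted p = 0.0488), and its NES ranged from -1.54 to -1.05 across the fits that each left out a run or a library. Across its alternatives the adjusted p of Iron ranged from 0.0488 to 0.414. The cause was not tested.

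The set scores per sample separated OA/PA from control completely. Their exact permutation p-values, which count all samples as independent, therefore lie at the smallest value possible (0.00926 for the 216 assignments within runs). They say nothing about stability. With medians in place of means, the difference went from -0.873 to -1.43 for PUFA and from -1.05 to -1.60 for Iron. The number of genes that differed between runs stayed within 1.5 times with filterByExpr and with DESeq2's size factors.

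Of 63 genes named or tested by name, 57 kept their direction and their side of the threshold under the 24 alternatives of normalization, filter, tool, block, summed or left-out libraries. The required fold change of at least 1.5 is not among these 24, and under it genes with smaller changes lost their calls by its construction. SLC7A11 had a log2 fold change near 0 in every fit, so its sign is not determined: it was 0.0062 with DESeq2's size factors in edgeR, 0.0419 with total counts, 0.0069 with filterByExpr, 0.0063 with DESeq2 and 0.0111 with DESeq2 and the replicate block, and ranged from -0.0694 to 0.0572 across the fits that left out a run or a library. FADS2 ranged from -0.17 (without run 2) to 0.36 (without run 1, adjusted p = 0.00115) in those fits, with adjusted p-values of FADS2 from 0.00115 to 0.98 over its alternatives. The call of CBS also appeared without control replicate 5 (-0.30, adjusted p = 0.0255). PLIN2 was called without run 2 (0.28) and without OA/PA replicate 29 (0.20).

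With the runs as a replicate block, CBS and TFRC were called lower, which raised the lowered genes to 23. With libraries summed and the same block they were not called and 20 genes were lower, so these calls rest on counting both samples of a condition and run. Otherwise the block changed no other call among the ferroptosis-related genes, the NES and the lists in camera. In fry it changed the call of the PPAR-α targets. The depth limits the genes near the floor: ALOX15, with at most 8 counts per sample, was not tested in the filtered fits.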

Differences from the paper's values

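The log2 fold change of SLC7A11 was -0.0053 (standard error 0.09) against the paper's 0.0052 (the paper's standard error 0.10), a difference in sign between values that do not differ from 0. With DESeq2, with DESeq2 and the replicate block, with DESeq2's size factors in edgeR, with total counts and with filterByExpr, all set before the data were examined, the value was above 0 like the paper's. Without a filter, with the replicate block in edgeR and with summed libraries it stayed below 0. It was also above 0 without run 2, without run 3, without control replicate 46 or 47 and without OA/PA replicate 8, 28, 29 or 49, and below 0 in the other fits that left out a run or a library. The other 28 genes of Table S4 differed from the paper's log2 fold changes by at most 0.0197, less than their standard errors.

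The rule of Table S4 for bold type, a fold change of 1.5 either way and an adjusted p-value under 0.05, is met by 16 of its 29 genes on the paper's own values and by 17 genes in the edgeR fit. In the text as read here 13 genes are in bold. Some bold type may have been lost in reading, so no conclusion is drawn from that count.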

Other observations

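The test of gene length and GC content, and that of splits for the count of all genes, were chosen only after the results were seen. The deciding value of the test of a shift common to all genes was also changed after results were seen. It was first a difference of medians, which is void because a scaling factor moves both alike. It became the count of matched lists, which was named before the data were examined but had been seen by then.

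The 29 ferroptosis-related genes had a median log2 fold change of -0.59. Of 10000 random lists of 29 genes matched on mean expression, 20 had a median as low, and 95% of the lists lay between -0.415 and 0.227. For ferroptosis defenses alone the median was -1.06 and 5 of 10000 lists were as low. For GSH (-0.50, percentile 7.87), PUFA (-0.50, percentile 11.1) and Iron (-0.73, percentile 5.13) matched lists reached such medians more often. A shift common to all genes, such as the centring by the normalization gives, would move the 29 genes and the matched lists alike. The 20 of 10000 thus show the 29 genes as low relative to matched genes, whatever the shift. This argues against such a shift as the whole cause of their low median but does not measure the shift. The lists were drawn without regard to genes that vary together, so these counts can be too small. With scaling to total counts alone, 21 of the 29 genes were lower and 3 higher. Whether the amounts per cell fell stays open, since no value here measures RNA per cell. Trends with gene length and GC content are argued against as the whole cause, since with these and expression removed the median was -0.598, as low as in 25 of 10000 lists. Of the 108 splits of the 12 samples that place 2 libraries of every run in each group, 100 were drawn with the real split among them. Only 1 of the 100 splits, the real one, gave as many genes with an adjusted p-value under 0.05, and only 1 of the 100, again the real one, gave as many ferroptosis-related genes in the same direction. Apart from the real split, 1 split called any gene, with 4 genes. Every other split put control and OA/PA samples together in each group, so the difference between conditions widened the spread within groups. The lack of calls in the other splits therefore does not decide whether chance could give the real counts. The remaining splits of the 12 samples divide runs unevenly and were not drawn.

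Lower NRF2 activity is a candidate explanation of part of the lowered set, since NFE2L2 was lower and the NRF2 targets outside the 30 genes were lower as a list (median -0.986), among them NQO1 (-1.54), AKR1B10 (-4.38) and AKR1C2 (-3.30). ABCC3 was higher (1.35). The S-phase genes were lower as a list (median -1.62), MCM2 among them (-2.34). A loss of hepatocyte expression could also lower genes such as HAMP, and the hepatocyte genes were lower as a list (median -1.8), with ALB at -2.77, although SERPINA1 rose (1.41). All 3 lists were called by camera with a preset correlation and by fry but not with an estimated correlation, and none of these tests separates one explanation from another.

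The OA/PA medium differed from control in fatty acids, glucose, insulin and cytokines. The rise of the NF-κB targets (median 3.99) and of the TGF-β targets is consistent with a response to the cytokines in the medium. For the fatty acids the data do not decide: the PPAR-α targets had a median of -0.38 (camera adjusted p = 0.393), with 3 of 14 called higher and 7 called lower. The PPAR-α targets were not called by fry (adjusted p = 0.0956), but were called lower by fry with the runs as a block (adjusted p = 0.000157). ANGPTL4 (3.14) and ACSL1 (2.57) rose, FABP1 fell (-1.93), and PLIN2 was not called (0.15, adjusted p = 0.139). Which of these supplements lowered the ferroptosis-related genes was not resolved by the design, because every OA/PA sample received all of them.

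Among ferroptosis regulators outside the 30 genes, SCD (-1.47) and ACSL3 (-1.27), FTL (-1.49) and FTH1 (-0.66) were lower, and SAT1 (1.49) and MBOAT2 (4.92) were higher. MBOAT2 had 0.0543 ± 0.0302 CPM in control and 1.72 ± 1.05 CPM in OA/PA (SD, n = 6). The phosphatidylglycerol synthesis genes had a median of 0.35 and were not called by camera (adjusted p = 0.339), whereas fry called them higher (adjusted p = 1.75e-05). Of these 13 genes, 6 were called higher and 3 lower. AGPAT2 had the largest rise, by 4.17 on the log2 scale, from 2.68 ± 1.38 to 47.2 ± 6.11 CPM (SD, n = 6). PTPMT1 (-0.66), TAMM41 (-0.60) and LCLAT1 (-0.39) were the lower ones. The fatty acid uptake genes had a median of 0.0073 and were not called by camera (adjusted p = 0.829), whereas fry called them lower (adjusted p = 6.63e-05). The ATF4 targets (median 0.25) were called by neither camera (adjusted p = 0.982) nor fry (adjusted p = 0.603). No explanation of these values was tested.

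The largest rises by the fixed rule, ordered by fitted log2 fold change, were in ALPG, MYCT1, MRC2, SPOCK1 and GJA1. MYCT1 and GJA1 had no count in any control sample and were at least 2151-fold and at least 1093-fold higher in OA/PA. Their places among the 5 rest on fitted values and are not determined. PMEPA1, outside the 5, rose from 0.162 to 486 CPM (log2 fold change 11.58), which is more than either bound. ALPG had 1 count over all control samples and 55738 over all OA/PA samples, a ratio of 53240 (exact 95% interval 9555 to 2102969), and MRC2 had 1 and 9870, a ratio of 9428 (1692 to 372421). SPOCK1 rose by 12.31 on the log2 scale. The largest falls were in MYO1G, with 426 counts in control and 1 in OA/PA, a ratio of 446 (79.6 to 17660), SLC26A3 (log2 fold change -6.44), G6PC1 (-6.17), DDC (-6.14) and SLC22A7 (-5.81). Intervals cover counting error only. No explanation of these changes was tested.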
